# GFI1 tethers the NuRD complex to open and transcriptionally active chromatin in myeloid progenitors

**DOI:** 10.1038/s42003-021-02889-2

**Published:** 2021-12-02

**Authors:** Anne Helness, Jennifer Fraszczak, Charles Joly-Beauparlant, Halil Bagci, Christian Trahan, Kaifee Arman, Peiman Shooshtarizadeh, Riyan Chen, Marina Ayoub, Jean-François Côté, Marlene Oeffinger, Arnaud Droit, Tarik Möröy

**Keywords:** Molecular biology, Chromatin

## Abstract

Growth factor indepdendent 1 (GFI1) is a SNAG-domain, DNA binding transcriptional repressor which controls myeloid differentiation through molecular mechanisms and co-factors that still remain to be clearly identified. Here we show that GFI1 associates with the chromodomain helicase DNA binding protein 4 (CHD4) and other components of the Nucleosome remodeling and deacetylase (NuRD) complex. In granulo-monocytic precursors, GFI1, CHD4 or GFI1/CHD4 complexes occupy sites enriched for histone marks associated with active transcription suggesting that GFI1 recruits the NuRD complex to target genes regulated by active or bivalent promoters and enhancers. GFI1 and GFI1/CHD4 complexes occupy promoters that are either enriched for IRF1 or SPI1 consensus binding sites, respectively. During neutrophil differentiation, chromatin closure and depletion of H3K4me2 occurs at different degrees depending on whether GFI1, CHD4 or both are present, indicating that GFI1 is more efficient in depleting of H3K4me2 and -me1 marks when associated with CHD4. Our data suggest that GFI1/CHD4 complexes regulate histone modifications differentially to enable regulation of target genes affecting immune response, nucleosome organization or cellular metabolic processes and that both the target gene specificity and the activity of GFI1 during myeloid differentiation depends on the presence of chromatin remodeling complexes.

## Abstract (web summary)

Helness et al. show that GFI1/CHD4 complexes critically regulate chromatin accessibility and histone modifications to regulate target genes affecting diverse cellular processes in neutrophils. Their results provide further insight into the molecular network operated by GFI1 for neutrophil differentiation programs.

## Introduction

The DNA-binding zinc finger proteins GFI1 and GFI1B act as transcriptional repressors by recruiting the complex containing the lysine-specific histone demethylase 1A (LSD1, official name KDM1A) and its cofactor CoREST (official name RCOR1) together with HDACs to sites of specific target genes that harbor a GFI/GFI1B consensus DNA binding motif^1^ (for a review see refs. ^2–5^). GFI1 is critical for the differentiation of myeloid cells into neutrophils, which is highlighted for example by GFI1 deficient mice that entirely lack neutrophil granulocytes and, as a consequence, show major defects in their innate immune response^6,7^. GFI1 and its shorter paralog GFI1B share a 20 aa N-terminal SNAG domain that shows sequence similarity to the N-terminal tail of histone H3^8^. It has been suggested that the GFI1/B SNAG domains and the H3 N-terminus can compete for binding to the same pocket in the LSD1 protein^8^. Transcriptional repression is achieved by the enzymatic action of LSD1 and HDACs leading to the demethylation of histone H3 Lysine 4 (H3K4) and the deacetylation of histone H3 Lysine 9 (H3K9)^1,9–11^. The general applicability of this model has been challenged by recent observations indicating that H3K4 methylation states do not change in cells upon treatment with an LSD1 inhibitor that not only blocks its enzymatic activity but also leads to the eviction of GFI1 and LSD1 from promoter sites^12,13^. Moreover, this report finds that LSD1’s demethylase function is not critical for GFI1 function but rather suggests that LSD1’s physical interaction with GFI1’s SNAG-domain is crucial and that LSD1 rather serves as a scaffold for other histone-modifying enzymes such as HDACs^12,13^. However, further investigation on this matter is necessary since this study was based on a presumed inactive LSD1 mutant for which another study showed some catalytic activity^14^.

To understand the precise molecular function of GFI1 as a transcriptional regulator, it is necessary to identify the epigenetic modifier complexes that are recruited by this GFI1/LSD1 scaffold and act on chromatin structure and more specifically on histone modifications. Indeed, it was recently shown that GFI1B can recruit members of the so-called BRAF-histone deacetylase (HDAC) (BHC) chromatin–remodeling complex that contains LSD1, members of the CoREST complex (RCOR1, -2 and -3), HDACs as well as a number of the high mobility group of proteins (HMG20A and -B) and other associated proteins^15^. The nucleosome remodeling and deacetylase (NuRD) complex would be an excellent candidate as well, since similar to the BHC complex it also facilitates histone deacetylase mediated chromatin condensation and some studies have reported that it also contains LSD1^16–18^.

The NuRD complex differs however from the BHC complex in that it contains seven different proteins divided into two sub-complexes, one which comprises an ATP-dependent nucleosome remodeling activity and another which harbors HDACs targeting H3K9 or histone H3 Lysine 27 (H3K27)^19–21^. Characteristic for the NuRD complex are its major components, the closely related proteins CHD4 (chromodomain helicase DNA binding protein 4 or Mi-2β), CHD3, and CHD5^22^. CHD4 contains an SNF helicase domain and PhD/Chromo domains that mediate its interaction between nucleosomes and methylated histones^23^. The methyl-CpG-binding domain proteins MBD2 and MBD3 represent its non-enzymatic components and link the ATPase remodeling activities to the HDAC1 and -2 containing subcomplexes. The metastasis-associated proteins MTA1, MTA2, and MTA3 are also part of this subcomplex and mediate binding to DNA, to HDAC1, and to other transcription factors that can recruit NuRD to specific loci in the genome^24–26^. The proteins RBBP7 and RBBP4 bind histones and most likely have roles as scaffolds^27,28^. The GATA zinc-finger domain-containing proteins GATAD2A and -B interact with MBD2/3 and are also canonical members of the NuRD complex, although their precise function remains to be determined^29^.

The NuRD complex can mediate both transcriptional repression or activation^16,30^ and can be recruited to sites of bivalent or poised targets in chromatin that are primed to be efficiently activated or repressed by modifying the histone marks during progenitor self-renewal or differentiation^31,32^. Bivalent target promoters or genomic loci with enhancers show both repression marks such as H3K27 trimethylation (H3K27me3) and activation marks such as H3K4 dimethylation (H3K4me2) or H3K27 acetylation (H3K27ac) at the same time and also feature modifications such as H3K4 monomethylation (H3K4me1), which identity so-called primed or induced enhancers^31^. To exert its function in a tissue and differentiation stage-specific manner, NuRD associates for instance during lymphoid development with lineage-specific transcription factors and co-regulators^30^, such as IKZF1 (IKAROS), BCL6, or BLIMP1^33–35^.

Here, we show that GFI1 and GFI1B interact with members of the NuRD complex, notably with the chromodomain helicase DNA binding protein 4 (CHD4). In myeloid progenitors, GFI1 occupies chromatin together with CHD4 at specific target regions that are different from those regions occupied by GFI1 or CHD4 alone. These target regions bear characteristics of open chromatin and histone modifications that are associated with active transcription or poised enhancers. GFI1 occupies promoters and genomic sites that are different from those occupied by GFI1/CHD4 complexes and are upstream of different groups of genes that can be distinguished by the enrichment of either IRF1 or SPI1 binding consensus sequences, respectively. During neutrophil differentiation, different levels of chromatin closure and a reduction of H3K4me levels are seen depending on whether sites are occupied by GFI1, CHD4, or GFI1/CHD4 complexes. Lastly, GFI1, CHD4, or GFI1/CHD4 occupy promoters of genes that fall into three distinct groups termed immune system, chromatin/nucleosome assembly, and metabolic process, respectively, that can be both upregulate and downregulate during neutrophil differentiation.

## Results

### GFI1 associates with the nucleosome–remodeling, and histone deacetylase (NuRD) complex

We had used AP–MS (affinity purification and mass spectrometry) to identify proteins that co-purified with Flag-tagged versions of GFI1 and GFI1B in HEK293T cells^36,37^. This approach revealed the presence of members of the NuRD complex such as chromodomain helicase DNA binding proteins 3 and -4 (CHD3 and -4), metastasis-associated 1, and -2 (MTA1 and -2), and the chromatin remodeling factor retinoblastoma binding protein 4 (RBBP4, also called chromatin assembly factor 1 or CAF-1) in both isolated GFI1 and GFI1B complexes (Fig. 1A, Suppl. Fig. 1A). The peptide coverage for these factors was in a similar range as for those proteins that are known to associate with GFI1 and GFI1B such as HDAC1 and members of the CoREST complex such as RCOR1, 2, or -3 (Fig. 1A). To validate these findings, we used a BioID approach in HEK293T cells for GFI1 associated proteins, compiled the data with known interactions from the IntAct and BioGrid databases^38,39^, and observed that GFI1 has the potential to associate with four major complexes, notably with the NuRD complex, in agreement with our findings from the AP–MS experiment, but also with the SWI/SNF, CtBP, and cohesin complexes (Fig. 1B, Suppl. Data 1).

**Fig. 1:**
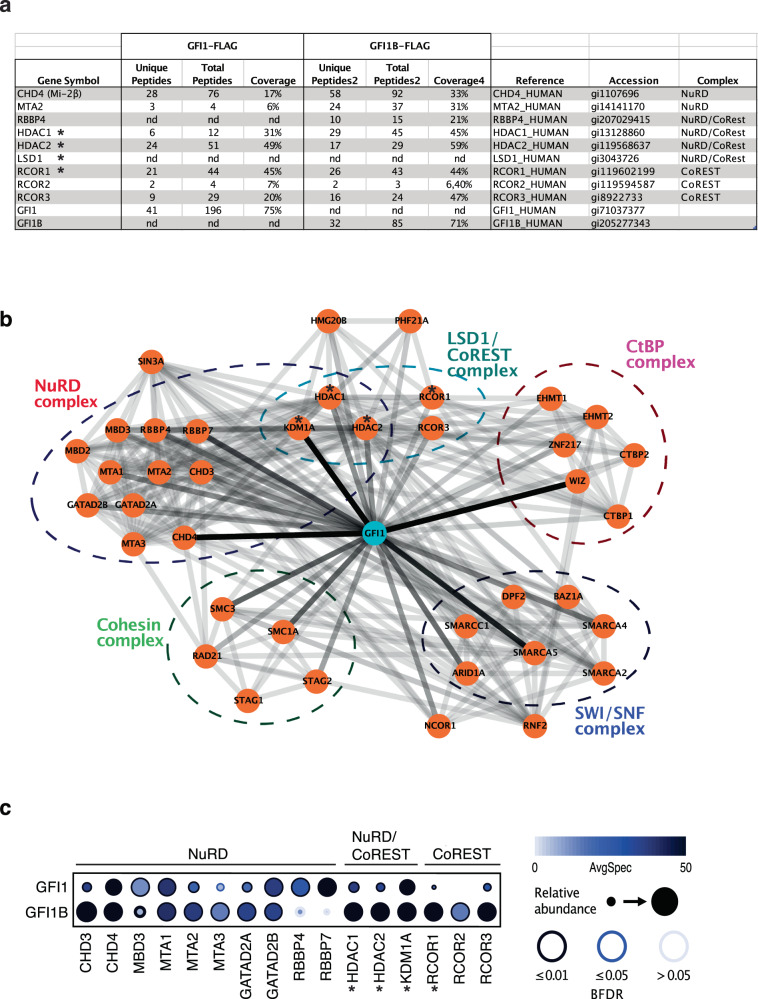
GFI1 is associated with protein components of the NuRD complex. **a** Result from AP-MS (affinity purification and mass spectrometry) experiments with GFI1- or GFI1B-Flag-tagged fusion proteins expressed in HEK293T cells for NuRD and LSD1/CoRESTcomplexes. *: previously known GFI1 interacting proteins. **b** Interaction map of the GFI1 proteome obtained through BioID data. The interactions between GFI1 and the preys are “weighted” in color according to AvgSpec (e.g., GFI1-KDM1A: 104 AvgSpec, darker color; GFI1-HDAC2: 44 AvgSpec less dark color). The known Prey–Prey interactions (e.g., KDM1A-HDAC1) were imported from databases IntAct and BioGrid, and are represented by fewer dark connections since they cannot be normalized to the GFI1-BioID screen. GFI1–prey interactions remain^31^ visible. *: previously known GFI1 interacting proteins. **c** Dot Plot showing BioID interactions of GFI1-BirA*-Flag or GFI1B-BirA*-Flag with the indicated members of the NuRD or LSD1/CoREST complexes. The node color depicts the average spectral counts. The relative abundance of prey vs. the bait is shown by the circle size. The edge color represents the confidence score of the BioID/MS interaction (5% < BFDR as low confidence score, 1% < BFDR ≤ 5% as medium confidence or BFDR ≤ 1% as high confidence). *BFDR* Bayesian false discovery rate. *: previously known GFI1-interacting proteins.

Next, we compared the data with our previously reported BioID experiment for GFI1B^37^ and found again members of the NuRD complex as high ranking candidates for binding partners of both GFI1 and GFI1B (Fig. 1B, Suppl. Table 1), and proteins already known to bind to these two factors such as HDAC1 and -2, LSD1 and the CoREST proteins RCOR1, -2, and -3 (Fig. 1C, Suppl. Data 1). Quantification of the mass spectrometry results showed high peptide coverage of CHD3 and CHD4, MTA1, -2, -3, and GATA Zinc Finger Domain Containing 2A and 2B (GATAD2A and GATAD2B); the abundance of recovered peptides for GFI1B being higher than for GFI1 (Fig. 1C). Also detectable were peptides for other NuRD complex members such as the methyl-CpG binding domain protein 3 (MBD3) and RBBP4 and -7 (Fig. 1C, Suppl. Data 1).

### NuRD components CHD4 and MTA2 associate with GFI1 C- and N-termini

Next, we expressed Flag-tagged versions of GFI1 and GFI1B in HEK293T cells, precipitated NEs with anti-Flag agarose, and analyzed the collected proteins per western blot. We were able to detect CHD4, MTA2, RBBP4/6, and as positive controls, HDAC1 and LSD1 with both GFI1 and GFI1B (Fig. 2A, Suppl. Fig. 8). Also, samples from THP-1 cell extracts incubated with an anti GFI1 antibody contained both CHD4 and MTA2 protein (Fig. 2B). Conversely, an anti-MTA antibody precipitated both GFI1 and CHD4 in THP-1 cells (Fig. 2B) demonstrating that both CHD4 and MTA2 can associate with GFI1 at endogenous expression levels (Fig. 2B, Suppl. Fig. 8). In addition, Flag-tagged GFI1 and MTA2 showed similar interactions in the presence or absence of Ethidium-bromide or Benzonase (Suppl. Fig. 1B, Suppl. Fig. 9), indicating that this interaction is independent of the presence of DNA.

**Fig. 2:**
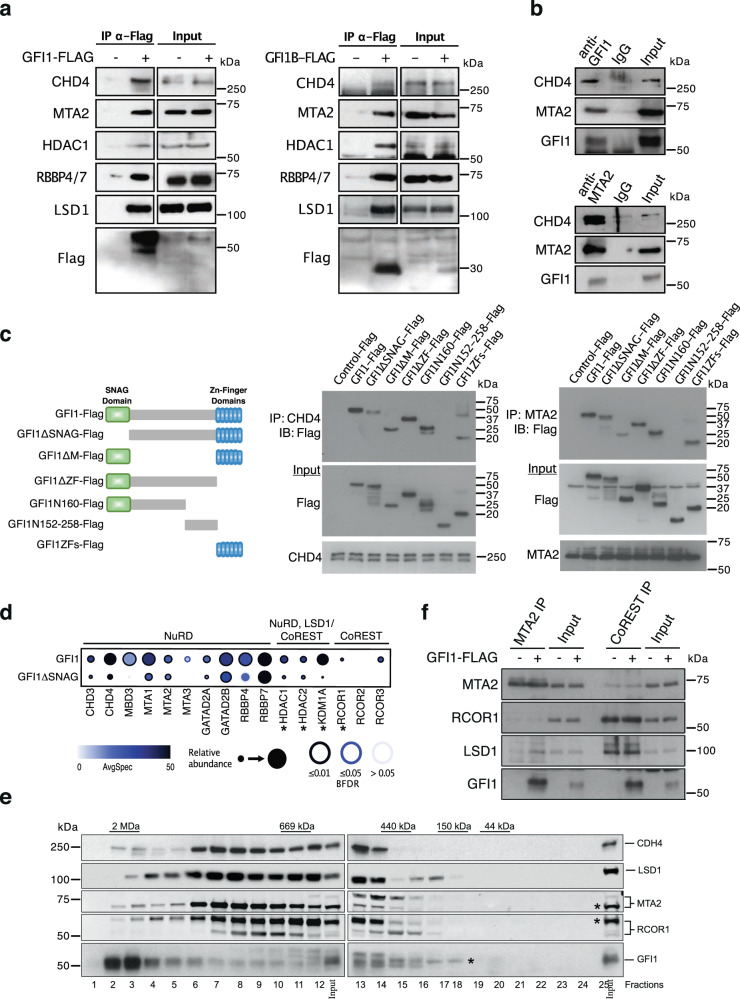
Association of GFI1 with NuRD complex requires the SNAG domain. **a** GFI1-Flag fusion protein was immunoprecipitated from HEK293T cells; precipitates were separated by SDS-PAGE and blotted for the indicated proteins. Lanes with extracts from cells transfected or not with constructs for the expression of GFI1-Flag fusion proteins are labeled as + or −, respectively. **b** Immunoprecipitation with anti GFI1 or anti MTA2 antibodies from THP-1 cell extracts. Precipitates were analyzed by Western blot for the presence of CHD4, MTA2, or GFI1. **c** Schema of different GFI1-Flag fusion proteins that were expressed in HEK293T cells. Extracts of transfected cells were precipitated with anti CHD4 or MTA2 antibodies, separated by SDS-PAGE, and analyzed by Western blotting with an anti-Flag antibody. **d** Dot Plot showing BioID interactions of GFI1-BirA*-Flag or GFI1 lacking the SNAG domain (GFIΔSNAG-BirA*-Flag) with the indicated members of the NuRD or LSD1/CoREST complexes. The node color depicts the average spectral counts. The relative abundance of prey versus the bait is shown by the circle size. The edge color represents the confidence score of the BioID/MS interaction (5% < BFDR as low confidence score, 1% < BFDR ≤ 5% as medium confidence or BFDR ≤ 1% as high confidence). BFDR Bayesian false discovery rate. *: previously known GFI1 interacting proteins. **e** Nuclear extracts from Kasumi 1 cells were fractionated using a Superose 6 10/300GL column; 0.5 ml fractions were collected, TCA-precipitated and loaded on SDS-PAGE for western blot analysis; immunoblots were probed with the indicated antibodies. Asterisks indicate the bands representing the MTA2 and RCOR1 proteins that associate with GFI1, as shown in the immunoprecipitation experiment in Suppl. Fig. 1F. The asterisk next to GFI1 indicates the bands that represent the GFI1 protein according to the input. It is likely that the bands represent differentially modified forms of the GFI1 protein since they are recognized by the anti GFI1 antibody. **f** HEK293T cells were transfected to express a full-length Flag-tagged GFI1 protein. Extracts were immunoprecipitated with anti-MTA2 or anti-RCOR1 antibodies and the precipitates were analyzed by Western blot for the presence of MTA2, RCOR1, LSD1, or GFI1. Lanes with extracts from cells transfected or not with constructs for the expression of GFI1-Flag fusion proteins are labeled as “+” or “–”, respectively.

To determine the region of the association between GFI1 and CHD4 or MTA2, we transfected different Flag-tagged truncation- and deletion mutants of GFI1 into HEK293T cells and precipitated extracts with anti-CHD4 or anti MTA2 antibodies. Analysis of the collected proteins by Western blot revealed that deletion of the SNAG domain weakened the interaction with either CHD4 or MTA2 and that the presence of the SNAG- and the zinc finger domains alone could maintain interaction with these two proteins (Fig. 2C, Suppl. Fig. 8). Neither CHD4 nor MTA2 antibodies did immunoprecipitated the truncated GFI1 protein N152–258-Flag (Fig. 2C, Suppl. Fig. 8), suggesting that this region of GFI1 does not participate in the association with NuRD complex members. A BioID experiment with either the full-length GFI1 or a truncated version GFI1 lacking the 20 aa N-terminal SNAG domain (GFI1ΔSNAG) as baits confirmed that the interaction of GFI1 with the LSD1/CoREST complex requires the SNAG domain (Fig. 2D, Suppl. Fig. 1C, Suppl. Data 1). The experiment also showed that the interaction of GFI1 with members of the NuRD complex such as CHD3, −4, MBD3, MTA3, GATAD2A, and HDAC1 and -2 seemed to be dependent on the presence of the SNAG domain. In contrast, an association of RBBP7 and/or GATAD2B with GFI1 is still detectable with the ΔSNAG mutant indicating that they could associate with another region of GFI1 such as the ZF domain (Fig. 2D). A GO term analysis indicated that biological processes including nucleosome disassembly and protein acetylation and the molecular functions transcription coregulator and lysine-acetylated histone binding were lost in the BioID with GFI1ΔSNAG (Suppl. Fig. 1D, E, Suppl. Data 2).

Nuclear GFI1 from Kasumi cell extracts was eluted by size exclusion chromatography (SEC) with peaks at around 2 MDa and 0.5 MDa (Fig. 2E, Suppl. Fig. 8). While the GFI1 2 MDa complex did not contain substantial amounts of LSD1, RCOR1, MTA2, or CHD4, all four proteins were found in the complex with GFI1 eluting at around 0.5 MDa (Fig. 2E, Suppl. Fig. 8). Immunoprecipitation of extracts from transfected HEK293T cells expressing a Flag-tagged version of GFI1 confirmed that LSD1, RCOR1, and MTA2 can associate with GFI1 (Suppl. Fig. 1F, Suppl. Fig. 10). Both GFI1 and LSD1 but not RCOR1 were enriched in extracts precipitated anti MTA2 antibodies from HEK293T cells expressing a Flag-tagged version of GFI1 (Fig. 2F, Suppl. Fig. 8). In the absence of GFI1, anti MTA2 antibodies could still precipitate LSD1, albeit at lower levels (Fig. 2F, Suppl. Fig. 8). Anti-RCOR1 antibodies precipitated both GFI1 and LSD1 but to a much lesser extent MTA2 regardless of whether GFI1 was expressed or not (Fig. 2F, Suppl. Fig. 8). This suggests that GFI1 may interact with components of the NuRD complex such as MTA2 independently from the LSD1/CoREST complex.

### GFI1 and CHD4 co-occupy sites of open chromatin and active transcription

We chose primary murine GMPs (lin^−^cKIT^+^SCA^−^CD16/32^+^CD34^+^ cells FACS-sorted from bone marrow, Suppl. Fig. 11), in which GFI1 is expressed^40^ to further investigate the association between NuRD and GFI1. 

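ChIP-seq recovers the DNA bound by a protein with an antibody and sequences it, so that enriched regions (peaks) mark where the protein sat on chromatin. For CHD4, the ATPase of the NuRD complex, 1 library from WT GMPs and 1 library from *Gfi1*-/- GMPs were used, and a difference between the genotypes therefore has no replicate check. The authors deposited 1 peak list per library in coordinates of the mouse genome GRCm38, with a fold enrichment and a −log10 q-value for every peak as their peak caller gave them. The paper's text does not name the peak caller or its threshold, and the read depth of the libraries is unknown. All peaks as deposited were used, and a CHD4 site was counted as kept when a CHD4 peak of the other genotype overlapped it by at least 1 bp. A library with fewer reads or with lower enrichment gives fewer peaks at equal occupation, so the length of a list is not a measure of the amount of bound CHD4. Peak lists cannot show whether *Gfi1* was deleted, and the genotypes are those that the authors give. The list for GFI1 held 3106 of 26963 peaks beyond the ends of the GRCm38 chromosomes, and 1534 peaks lay on numbered chromosomes that the mouse does not have. It was not used here, and the CHD4 sites were not separated by GFI1 occupation.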

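The list for CHD4 in WT GMPs held 35790 peaks that covered 15.1 Mb, with a median width of 335 bp. Their fold enrichment ranged from 1.61 to 101 with a median of 7.72, and their median −log10 q-value was 15.6. A −log10 q-value of at least 5 was reached by 34194 of these peaks. In *Gfi1*-/- GMPs the list held 7316 CHD4 peaks over 2.24 Mb, with a median width of 256 bp and a median fold enrichment of 6.38, and 6867 of them reached the same q-value.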

Chromatin Immunoprecipitation and sequencing (ChIP-seq) experiments with antibodies against murine GFI1 and CHD4 in wild type (WT) GMPs showed 3188 peaks for GFI1 and 4236 peaks for CHD4 and revealed that at 1128 sites occupation of GFI1 and CHD4 overlapped (Fig. 3A). The sites that are co-occupied by GFI1 and CHD4 are primarily at promoter- (~30%) and intergenic regions (~38%) (Fig. 3B). 

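Of the 35790 CHD4 sites of WT GMPs, 6632 overlapped a CHD4 peak of *Gfi1*-/- GMPs, a share of 18.5% (95% Wilson interval 18.1 to 18.9%, which covers counting error only), and 29158 did not. The share depended on the enrichment of the site in WT GMPs. When the sites were ordered by their fold enrichment into 10 groups of 3579, between 0.643% and 4.22% of the sites in the 6 weakest groups had a peak in *Gfi1*-/- GMPs, followed by 8.63%, 20.7% and 49.9% in the next groups. In the strongest group, with a fold enrichment of 21.2 or more, the share was 92.9% (92.0 to 93.7%). The setting that moved the result most was the use of the 4236 WT sites with the best q-value against all peaks of *Gfi1*-/- GMPs, where 90.9% of the sites had a peak. Of the 5044 CHD4 sites within 3 kb of a TSS, 15.8% were kept (14.8 to 16.8%), against 19.0% of the 30746 sites further away (18.5 to 19.4%). Sites at promoters were kept in 16.4% of cases, and random draws of sites outside promoters with the same fold enrichment gave 17.0% on average, with 95% of the 10000 draws between 16.1% and 17.9%, so that the promoter share lay within their range. Of the sites without a peak in *Gfi1*-/- GMPs, 14.6% were within 3 kb of a TSS.

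**Figure D1:**
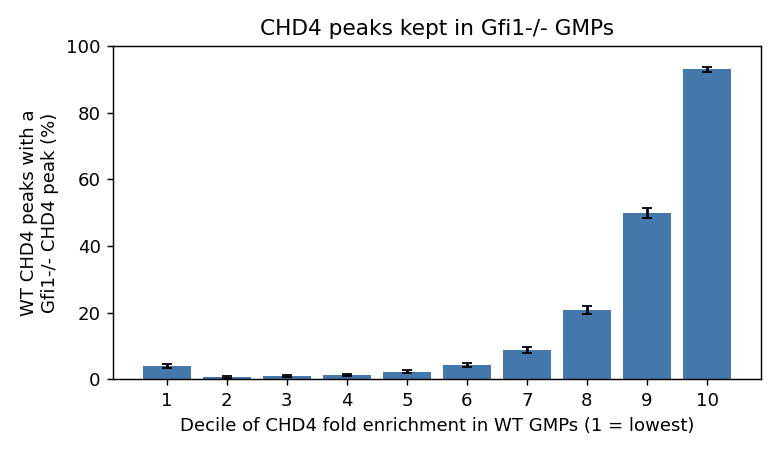
Share of CHD4 sites of WT GMPs with a CHD4 peak in *Gfi1*-/- GMPs (y axis, percent, with 95% Wilson intervals) for 10 groups of 3579 sites ordered by fold enrichment in WT GMPs (x axis, weakest to strongest). The share stays under 5% in the 6 weakest groups and reaches 92.9% in the strongest.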

When we compared the overall binding of CHD4 to chromatin in sorted GMPs from WT with gene-deficient (*Gfi1*^−/−^) mice, we observed that of the 1128 sites that were co-occupied by both GFI1 and CHD4 in WT cells, 841 lost enrichment of CHD4 when GFI1 was absent (Fig. 3C, D), most of them in regions <3 kb from the TSS. At the remaining 287 sites, CHD4 was still enriched regardless of GFI1’s presence or absence (Fig. 3C, D). Except for 9 CHD4 enriched sites, no significant gain in CHD4 bound sites was observed in *Gfi1*^*−/−*^ GMPs (Fig. 3C). 

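Of the 7316 CHD4 peaks of *Gfi1*-/- GMPs, 71 overlapped no CHD4 peak of WT GMPs, a share of 0.970% (95% Wilson interval 0.770 to 1.22%). Their median fold enrichment was 5.47 and the highest was 19.4. When a site had to have its summit within 200 bp of a WT summit, the number without a counterpart was 874. Because CHD4 was lost from many of the shared sites when *Gfi1* was deleted, the paper proposes that GFI1 itself recruits CHD4 there, and it states separately that CHD4 did not move to new sites on a large scale.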

The 3108 sites that were occupied only by CHD4 in WT cells, remained largely unaffected by *Gfi1* deficiency, i.e., CHD4 remained at these sites (Fig. 3C).

**Fig. 3:**
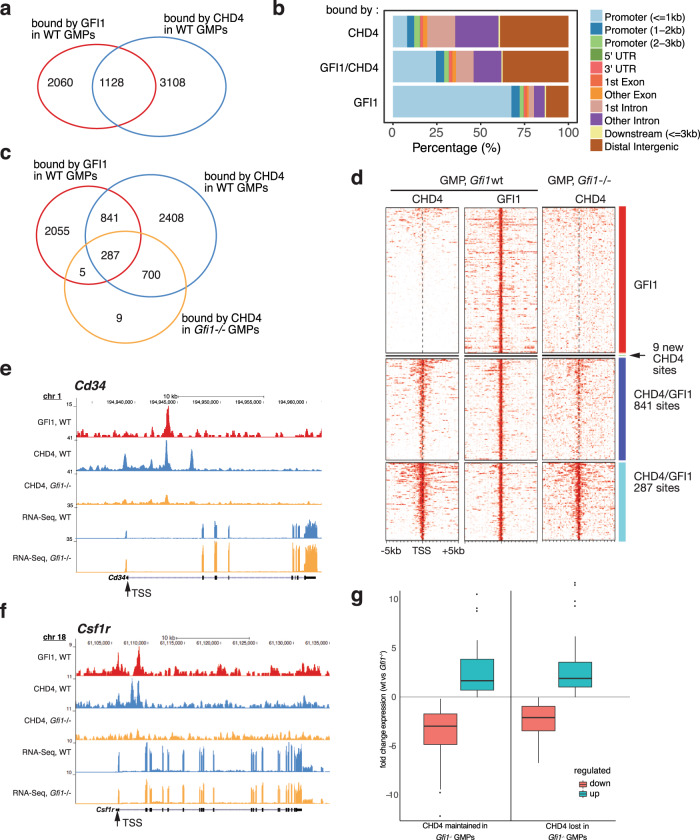
GFI1 and NuRD complex member CHD4 co-occupy sites at chromatin from granulocyte myeloid progenitors (GMPs). **a** Venn diagram indicating the number of sites occupied by GFI1, CHD4, or both in GMPs according to ChIP-seq experiments done with GMPs. **b** Relative distribution of sites occupied by GFI1, CHD4, or both in percent of all sites in promoter regions, 3′ and 5′ untranslated regions (UTRs), introns, exons, or other distal regions. **c** Venn diagram indicating the number of sites occupied by GFI1 in WT GMPs, CHD4 in WT GMPs and CHD4 in GFI1 deficient GMPs. **d** Heatmap of ChIP-seq results for sites occupied by GFI1, or GFI1 and CHD4 in WT GMPs or in GMPs sorted from GFI1 deficient mice (*Gfi1* KO). Genes are sorted according to GFI1 occupation. Red: genes occupied by GFI1, but not by CHD4, dark blue: *N* = 841: sites occupied by both CHD4 and GFI1 in wt GMPs which lose CHD4 occupation when *Gfi1* is deleted (i.e., in *Gfi1* KO GMPs), pale blue: *N* = 287: sites occupied by both CHD4 and GFI1 in wt GMPs which maintain CHD4 occupation when *Gfi1* is deleted (i.e., in *Gfi1* KO GMPs). **e** Schematic depiction of the locus encoding murine CD34 and **f** the *Csf1r* locus encoding M-CSFR. Shown is the enrichment of reads after ChIP-seq with antibodies against GFI1 or CHD4 in GMPs from either WT or *Gfi1* KO mice and the enrichment of reads after an RNA-seq experiment from WT of *Gfi1* KO GMPs. The transcription start site is indicated (TSS, transcription start site). Annotations represent locations on the mouse genome version GRCm38 (mm10). **g** The promoters of the genes targeted by GFI1 and by CHD4 were separated into two groups according to the presence of CHD4 in *Gfi1* KO cells (w_CHD4 and wo_CHD4). The groups were then separated into two subgroups according to the direction of the fold change in expression after *Gfi1* deletion (up or down). For the comparison w_CHD4_up vs. wo_CHD4_up, the *p*-value is 0.80. For the comparison w_CHD4_down vs. wo_CHD4_down, the *p*-value is 0.0095. The lower and upper hinges correspond to the first and third quartiles (the 25th and 75th percentiles). The whiskers extend up to 1.5 times the inter-quartile range and data beyond this point were plotted individually.

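The summits of the CHD4 peaks were assigned to the GENCODE M21 annotation of GRCm38, with promoters taken from 2 kb upstream to 500 bp downstream of a TSS. In WT GMPs 2801 of the 35790 summits lay at promoters, a share of 7.83% (95% Wilson interval 7.55 to 8.11%). Introns held 44.8% of the summits, intergenic regions 45.0%, 3′ UTRs 1.15%, coding exons 1.04% and 5′ UTRs 0.137%. With promoters taken as 1 kb on either side of the TSS, the promoter share was 7.25%. The distribution in *Gfi1*-/- GMPs was similar, with 7.12% of 7316 summits at promoters (6.55 to 7.73%), 42.9% in introns and 47.6% in intergenic regions.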

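*Cd34* (ENSMUSG00000016494) lies on chromosome 1 of GRCm38 from 194938819 to 194961279 on the plus strand, and 12 CHD4 peaks of WT GMPs lay in the gene or within 10 kb of it. The strongest was an intronic peak from 194943215 to 194944213 with a fold enrichment of 30.1, followed by a second intronic peak from 194946431 to 194946832 with a fold enrichment of 20.1. The *Cd34* promoter carried a peak from 194938623 to 194939121 with a fold enrichment of 16.0. *Csf1r* (ENSMUSG00000024621, chromosome 18, 61105572 to 61132149, plus strand) had 2 CHD4 peaks, both intronic, from 61107628 to 61107976 with a fold enrichment of 7.94 and from 61108521 to 61108803 with a fold enrichment of 7.14. *Csf1* (ENSMUSG00000014599, chromosome 3, 107741048 to 107760469, minus strand) had a promoter peak from 107759939 to 107760663 with a fold enrichment of 8.30, and a peak outside the gene from 107769518 to 107770016 with a fold enrichment of 12.4. Occupation by GFI1 at these sites was not analysed here.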

Examples for loci occupied by GFI1/CHD4 are the genes *Cd34*, *Csf1r* (encoding M-CSFR), or *Csf1* (encoding M-CSF) (Fig. 3E, Suppl. Fig. 2A). 

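In *Gfi1*-/- GMPs 3 CHD4 peaks were listed at *Cd34*, and none were listed at *Csf1r* or *Csf1* within the gene or 10 kb of it. The *Cd34* peaks were an intronic peak from 194943542 to 194943873 with a fold enrichment of 9.43 in its own list, a promoter peak from 194938707 to 194938977 with a fold enrichment of 5.55 and an intronic peak from 194941802 to 194941990 with a fold enrichment of 5.47. Each overlapped a WT peak, so that 9 of the 12 WT peaks at *Cd34* had no peak in *Gfi1*-/- GMPs. The absence of a peak from a single list is not a measured absence of CHD4, and peaks of the enrichment seen at *Csf1r* in WT GMPs fall in groups where few sites of the whole genome were kept. RNA-seq of *Gfi1*-/- GMPs was not analysed here.

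**Figure D2:**
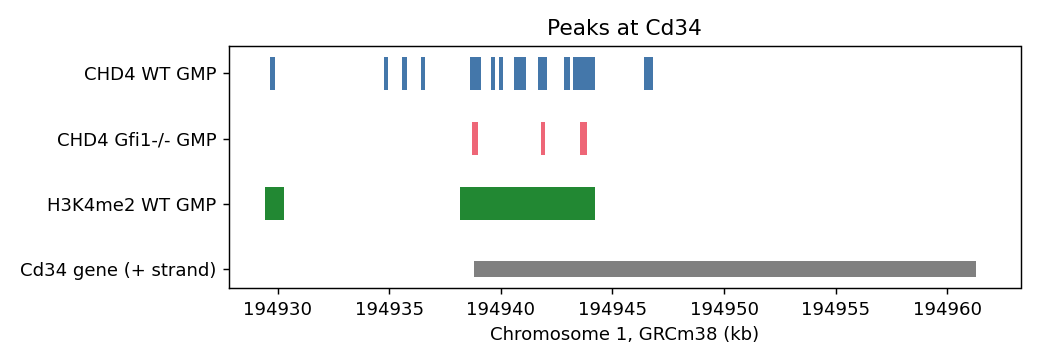
Map of the *Cd34* locus on chromosome 1 of GRCm38 (x axis, kb) with the CHD4 peaks of WT and *Gfi1*-/- GMPs, the H3K4me2 peaks of WT GMPs and the gene, each box drawn from the start to the end of the peak. The 3 peaks of *Gfi1*-/- GMPs lie inside WT peaks at the promoter and in introns.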

*Gfi1* deletion is associated with a loss of CHD4 at these sites and RNA-seq data showed that this leads to the upregulation of *Cd34* mRNA (Fig. 3E) but does not affect *Csf1r* and *Csf1* mRNA levels (Fig. 3F and Suppl. Fig. 2A, B, Suppl. Table 3). 

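Primers for ChIP-qPCR are listed in Suppl. Table 3 for *Mmp8*, *Cfp*, *Hal*, *Jun*, *Rhobtb1*, *Fcgr4*, *Hoxa9* and *Meis1* besides *Cd34* and *Csf1r*, and the CHD4 peaks within 10 kb of these genes were counted in both lists. *Mmp8* had 18 CHD4 peaks in WT GMPs, the strongest with a fold enrichment of 49.0, and 5 of them had a peak in *Gfi1*-/- GMPs. Of the 2 WT peaks at *Hal*, 1 was kept, and of the 7 at *Rhobtb1*, 2 were kept. *Meis1* kept 1 of 9. *Jun* with 6 WT peaks, *Fcgr4* with 3, *Cfp* with 2 and *Hoxa9* with 1 had no CHD4 peak in *Gfi1*-/- GMPs. The primer pair for *Mmp8* matched chromosome 9 from 7558304 to 7558391, inside a WT peak and inside a *Gfi1*-/- peak of fold enrichment 7.27. The pairs for *Cfp* (chromosome X, 20931551 to 20931649) and the *Fcgr4* promoter (chromosome 1, 171018857 to 171018954) lay in WT peaks with fold enrichments of 13.0 and 7.44 and in no *Gfi1*-/- peak. The pair for *Jun* (chromosome 4, 95051860 to 95051976) spans the gap between WT peaks with fold enrichments of 4.25 and 4.09, which hold 45 and 18 of its 117 bp, and the pair for the *Fcgr4* enhancer (chromosome 1, 171018368 to 171018462) lay in no CHD4 peak of either list.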

For further validation, we chose five other genes selected from the group of 841 loci where CHD4 binding was lost in the absence of GFI1 according to the ChIP-seq data. ChIP-qPCR on these gene loci for CHD4 in primary WT and *Gfi1*^*−/−*^ GMPs showed loss of CHD4 enrichment confirming the results of the CHD4 ChIP-seq experiment (Suppl. Fig. 2C, Suppl. Table 3). RNA-seq and flow cytometric analysis demonstrated that *Chd4* mRNA and CHD4 protein levels were not altered in *Gfi1*^*−/−*^ GMPs compared to WT GMPs (Suppl. Fig. 2D, E). Genes that lost CHD4 binding at their promoters in the absence of GFI1 or maintained CHD4 did not show a significantly different upregulation or downregulation of gene expression in *Gfi1*^*−/−*^ vs. wt GMPs (Fig. 3G). Also, upregulation or downregulation of GFI1 target gens in *Gfi1*^*−/−*^ vs. wt GMPs did not correlate with the presence or absence of CHD4 (Suppl. Fig. 3A, B, Suppl. Table 3). This suggested that the deletion of GFI1 affects gene expression independently of the presence of CHD4.

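For H3K4me2, a mark of active or primed promoters and enhancers, 1 ChIP-seq library from WT GMPs was used, without a replicate. The authors deposited 37643 peaks in GRCm38 coordinates that covered 49.8 Mb, with a median fold enrichment of 2.89 (at most 7.98) and a median −log10 q-value of 2.41. The read depth is unknown, and a stricter q-value removes most of a list with such low values. Promoters were those of 21951 protein-coding genes in the GENCODE M21 annotation. The promoters at all TSSs of a gene were counted as 1 promoter, so the numbers of promoters are numbers of genes. A promoter counted as occupied by CHD4 when a CHD4 peak of WT GMPs had its summit at any of these TSSs. This held for 2094 promoters. It counted as marked when an H3K4me2 peak overlapped it at any TSS, so the peaks need not lie at the same TSS. Genes with more TSSs can pass both criteria more easily, which can widen the differences between CHD4 promoters and others. The size of this effect was not tested. The list for H3K4me3 held 2180 of 20218 peaks beyond the ends of the GRCm38 chromosomes and was not used here. H3K27ac, H3K27me3, H3K9me3, H3K4me1 and the ATAC-seq data of GMPs were not analysed here.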

To test whether GFI1/CHD4 complexes affect chromatin remodeling, we performed ATAC-seq and ChIP-seq analyses of GMPs with antibodies against methylated and acetylated histone H3. The obtained data were filtered for promoter regions defined here as regions located between less than 2 kb upstream and less than 500 bp downstream of the transcription start sites (TSS), and separately also for enhancer regions selected based on the criteria defined in the Fantom5 enhancer atlas^41^. The data were ordered according to CHD4 occupation and were separated into three groups: occupation by CHD4 alone, by GFI1/CHD4 together, or by GFI1 alone (Fig. 4A). We observed that promoters occupied by GFI1 show higher levels of markers associated with active transcription such as H3K4me3 and H3K27ac than the promoters occupied by CHD4 alone. Promoters co-occupied by both GFI1 and CHD4 showed intermediate levels of H3K4me3 and H3K27ac (Fig. 4B). In contrast, promoters occupied by CHD4 showed higher levels of H3K27me3 H3K9me3 and H3K4me2, all associated with transcriptional repression, than promoters occupied by GFI1 or by both GFI1 and CHD4 (Fig. 4B), with a similar pattern for the levels of H3K4me2 and H3K4me3, which are markers of transcriptional activation (Fig. 4B). This situation is exemplified by the promoter regions of the genes encoding the GFI1 targets *Csf1* (Fig. 4C) and *Csf1r* (suppl. Fig. 4), which are both expressed in GMPs (Suppl. Fig.  2A, B, Suppl. Table 3 and Fig. 3F).

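In GMPs 1895 of the 2094 promoters occupied by CHD4 carried an H3K4me2 peak, a share of 90.5% (95% Wilson interval 89.2 to 91.7%), against 59.5% of the 19857 other promoters (58.8 to 60.2%). The median fold enrichment of these peaks was 3.54 at CHD4 promoters and 3.57 at the others. Among genes with a mean TPM (transcript abundance scaled to a sum of 1000000 per library) of at least 1 in GMPs, the shares were 97.4% of 1597 CHD4 promoters (96.5 to 98.1%) and 92.5% of 9750 others (91.9 to 93.0%). With a −log10 q-value of at least 5 the order among expressed genes changed, to 38.4% (35.9 to 40.8%) against 40.2% (39.3 to 41.2%), and these intervals overlap. The CHD4 promoters were not separated here into those with and without GFI1.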

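At *Csf1* an H3K4me2 peak of GMPs from 107758659 to 107760732 on chromosome 3 covered the TSS, with a fold enrichment of 3.89. At *Csf1r* the H3K4me2 peak from 61104234 to 61109440 on chromosome 18 covered the TSS and both intronic CHD4 peaks, with a fold enrichment of 3.68. In RNA-seq of WT GMPs the TPM was 4.95 ± 1.77 (SD, n = 3) for *Csf1* and 204 ± 24.1 (SD, n = 3) for *Csf1r*.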

**Fig. 4:**
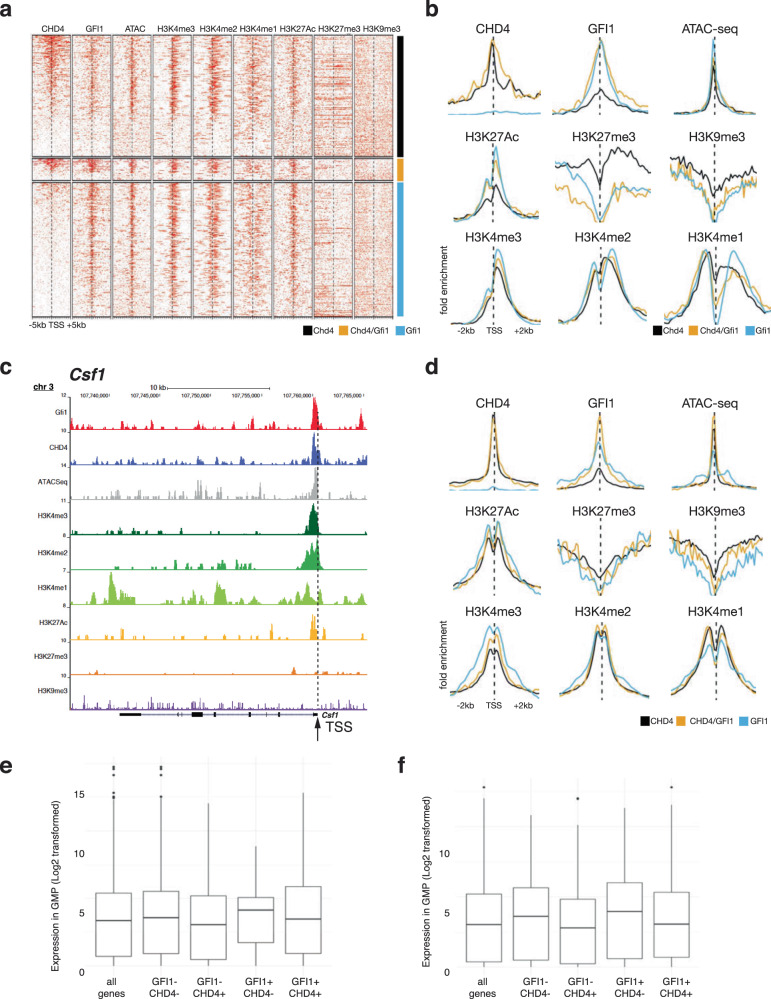
GFI1 and GFI1/CHD4 occupy actively transcribed regions. **a** Heatmap of ATAC-seq and ChIP-seq analyses were obtained with antibodies against GFI1, CHD4, and methylated and acetylated histone H3 from GMPs. Shown are reads for promoter regions with 5 kb 5′ and 3′ of TSS ordered according to CHD4 occupation and were separated into three groups: occupation by CHD4 alone, by GFI1 and CHD4, and by GFI1 alone. (TSS transcription start site). **b** Aggregation plots for promoters occupied by GFI1, CHD4, and methylated and acetylated histone H3 with the data shown in (**a**). Shown is the fold enrichment over a region of 2 kb 3′ and 5′ of the TSS. (TSS transcription start site). The differences in epigenetic marks for regions bound by CHD4 and or GFI1 in (**b**) and (**d**) (see below) are due to background signals since in some cases reads are counted which do not necessarily represent sites because cut off parameters were kept identical throughout the experiment. The signal in (**b**) and (**d**) represent the intensity of the reads that were mapped in the selected regions. To ensure all regions are compared between samples, the same parameters were used for the peak calling step in the same category. **c** Exemplary depiction of the ATAC-Seq and ChIP-Seq data at the GFI1 target gene *Csf1*. Indicated are the tracks corresponding to the individual experiments, the gene, and the TSS. Annotations represent locations on the mouse genome version GRCm38 (mm10). **d** Aggregation plots for enhancers occupied by GFI1, CHD4, and methylated and acetylated histone H3. Shown is the fold enrichment over a region of 2 kb 3′ and 5′ of the TSS (transcription start site). **e** Analysis of RNA-seq data from GMPs of genes that are next to the promoters or **f** enhancers and were occupied by GFI1, CHD4, or both CHD4 and GFI1. The lower and upper hinges correspond to the first and third quartiles (the 25th and 75th percentiles). The whiskers extend up to 1.5 times the interquartile range and data beyond this point were plotted individually.

H3K9 and H3K27 methylation and acetylation patterns at enhancers correlated similarly with GFI1 and CHD4 occupation to those at promoters (Fig. 4D). Also, we found relatively higher levels of H3K4me1 and lower levels of H3K4me3 at enhancers occupied by CHD4 only and a relative loss of H3K4me1 and gain of H3K4me3 at sites occupied by GFI1 only and values for GFI1/CHD4 occupation in between (Fig. 4D). Analysis of RNA-seq data from GMPs of genes that are next to the promoters or enhancers defined here and were occupied by GFI1 showed higher expression levels than the genes next to sites bound by CHD4 or both CHD4 and GFI1 (Fig. 4E, F, respectively). These findings indicate that GFI1/CHD4 complexes occupy active or bivalent promoters and also active enhancers. These sites have a more closed chromatin configuration when CHD4 is present and have a more open chromatin conformation when GFI1 is present.

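The expression of genes with a CHD4 peak at their promoter was compared with that of all other genes in 3 RNA-seq libraries of WT GMPs, on the scale of log2(TPM + 1). The median of 2088 genes with a CHD4 promoter was 3.80 ± 0.051 (SD, n = 3 libraries), against 0.87 ± 0.013 (SD, n = 3) for 19771 genes without one. The difference within a library was between 2.87 and 2.99 on the log2 scale, larger than the spread between libraries. None of 10000 random gene lists of the same size had a median as high, and 95% of their medians lay between 0.91 and 1.54. At least 1 TPM in GMPs was reached by 76.5% of the genes with a CHD4 promoter and by 49.3% of the others, and among the genes that reached it the medians were 4.76 and 4.85. With a pseudocount of 0.1 in place of 1, the setting that moved the value most, the difference was 3.81. The genes were not separated by GFI1 occupation here, and enhancers of the FANTOM5 atlas were not used here.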

### De novo motif analysis highlights myeloid-specific gene network

Next, we compared our ChIP-seq data for GFI1 and CHD4 binding and H3K4 methylation with a data set for the transcription factor CEBPα, also done in GMP cells, which has been shown to co-occupy promoter sites together with GFI1 in myeloid cells^42^. The data were again analyzed for promoter regions as defined above, they were ordered according to GFI1 binding and were separated into four groups: occupation by GFI1 alone, by GFI1/CEBPα, by GFI1/CEBPα/CHD4, and by GFI1/CHD4 (Fig. 5A). A de novo motif analysis^43^ of consensus DNA binding sites at promoter regions revealed that the loci bound by GFI1 or by GFI1/CEBPα were very highly enriched for the GFI1/GFI1B DNA binding motif, as expected, but the enrichment was even higher for the consensus DNA binding motif for the transcription factor IRF1, which contains the 5′-AANNGAAA-3′ core sequence for all IRF factors (Fig. 5B). In addition, ETS2, STAT3, and SOX3 binding motifs were highly enriched at sites occupied by GFI1, but in contrast, KLF, SPI1, RUNX, and ATF3 binding motifs were highly enriched at sites occupied by GFI1/CEBPα (Fig. 5B). At sites where GFI1 and CHD4 are both present, neither *Irf* nor *Gfi1* consensus sites were enriched. However, the binding motifs for SPI1 (PU.1) and the related factor SPI-C were found to be enriched with the highest *E* values (Fig. 5B). Sites occupied by GFI1/CHD4/CEBPα showed again enrichment for the PU.1 and SPI-C motifs, but in addition also the binding sequences for CEBPα and RUNX1 (Fig. 5B). This differential enrichment of binding motifs suggests that GFI1 or GFI1/CEBPα complexes bind to other genomic loci that those occupied by GFI1/CHD4 or GFI1/CEBPα/CHD4 complexes. Aggregation plots showed that H3K4me2 and H3K4me1 methylation levels at promoter regions occupied by GFI1 or GFI1/CEBPα complexes are differentially depleted or enriched at the TSS or 3′ of the TSS, respectively, according to the presence of CHD4 (Fig. 5C). The data suggest that GFI1 is more efficient in the depletion of H3K4me2 and -me1 marks in the presence of CHD4 (Fig. 5C). This also suggests that GFI1 and CEBPα are associated with promoters with a higher transcriptional activity than those where CHD4 is also present either together with GFI1 or GFI1/CEBPα complexes, and, in addition, suggesting again that the presence of CHD4 is associated with repressive histone marks.

**Fig. 5:**
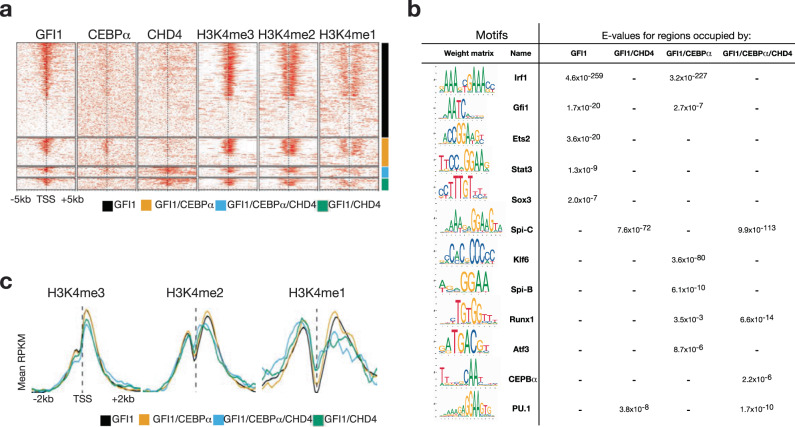
De novo motif analysis and histone methylation aggregation plots for sites occupied by GFI1, CHD4, and CEBPα in GMPs. **a** Comparison of ChIP-seq data for the occupation of GFI1, CHD4, and H3K4 methylation at promoter regions in GMPs with an analogous ChIP-seq data set for the transcription factor CEBPα. Data are ordered according to GFI1 occupation and are separated into four groups: occupation by GFI1 alone, by GFI1/CEBPα, by GFI1/CEBPα/CHD4, and by GFI1/CHD4. **b** De novo motif analysis of consensus DNA binding sites at promoter regions by GFI1 alone, by GFI1/CEBPα, by GFI1/CEBPα/CHD4, and by GFI1/CHD4. **c**) Aggregation plots of histone H3K4 methylation at promoters as defined in (**a**) for regions 2 kb 5′ or 3, of the TSS (transcription start site).

### Chromatin remodeling by GFI1, CHD4, or both CHD4 and GFI1 during neutrophil differentiation

The developmental steps from GMPs to mature neutrophils have been clarified using surface markers to define pre-neutrophils (preNeu), immature neutrophils (immNeu), and mature neutrophils (matNeu) stages^44^. 

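RNA-seq of GMP, preNeu and matNeu cells of WT mice gave 3 libraries per cell type. The authors deposited a table of TPM values for 34896 genes, in which each library sums to 1000000, so that the read depth is unknown. The labels name the cell type of a library in 2 places, and these differ for 13 of the 18 libraries of the study, among them all 9 RNA-seq libraries; the titles were followed. TPM of *Cd34*, a marker by which GMPs are sorted, was 470 ± 39.0 (SD, n = 3) in the libraries titled GMP, 2.21 ± 1.02 (SD, n = 3) in preNeu and 1.92 ± 0.402 (SD, n = 3) in matNeu. Between 10754 and 12256 genes per library had a TPM of at least 1, and the lowest correlation between libraries of the same cell type was 0.960. The 10 most abundant genes held 9.15 to 9.78% of all TPM in GMPs, 24.1 to 28.3% in preNeu and 12.7 to 15.9% in matNeu cells. The gene with the highest TPM was *Mpo* in GMPs, *Ngp* in preNeu and *Lyz2* or *S100a8* in matNeu cells. Since TPM is a share of the library, abundant transcripts in 1 cell type lower the values of all other genes there. The 13061 genes with at least 1 TPM in at least 3 libraries were tested by limma on log2(TPM + 1), in 1 fit over the 9 libraries, with p-values adjusted by Benjamini and Hochberg. Fold changes on this scale are understated for genes of low TPM. Over all tested genes the median log2 change was −0.92 in matNeu cells against GMPs and −0.52 in preNeu cells against GMPs, and changes of single genes are to be read relative to these values.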

To explore how sites that are occupied by GFI1, CHD4, or both in GMPs are altered during neutrophil differentiation with regard to chromatin openness or H3K4 dimethylation levels, we sorted GMP, preNeu and matNeu populations from bone marrow following a published strategy^44^ (Suppl. Fig. 5A, Suppl. Fig. 12, Suppl. Table 5). Monitoring GFP expression in these same subsets isolated from *Gfi1*:GFP knockin mice^45^ showed that the *Gfi1* gene is expressed and the promoter is active (Suppl. Fig. 5B, Suppl. Table 5). However, analysis by western blot of the sorted cells showed that GFI1 protein expression levels are higher in matNeus than in preNeu or immatNeu cells (Suppl. Fig. 5C, Suppl. Fig. 13, Suppl. Table 5). 

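Among 5 genes of chemotaxis, *Ccr1* had a TPM of 5.77 ± 1.35 (SD, n = 3) in GMPs, 51.7 ± 10.2 (SD, n = 3) in preNeu and 1091 ± 168 (SD, n = 3) in matNeu cells, a log2 change of 7.34 in matNeu cells against GMPs (standard error 0.20, adjusted p = 3.3e-10 from limma). *Trem1* rose by 4.64 on the log2 scale (standard error 0.16, adjusted p = 1.1e-09 from limma). *Ccl3*, *Ccrl2* and *Dock2* were also higher in matNeu cells, with log2 changes of 3.64, 3.07 and 1.25. In preNeu cells against GMPs the order differed, with a log2 change of 2.96 for *Ccr1* and 1.94 for *Trem1*, while *Ccl3* changed by −1.60. The changes of *Dock2* (0.34, adjusted p = 0.0663 from limma) and *Ccrl2* (0.36, adjusted p = 0.389 from limma) in preNeu cells were not significant. *Ccl3* was low in preNeu cells, with TPM values of 1.54, 0 and 1.01 in the 3 libraries.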

RNA-seq reads of groups of genes specific for chemotaxis or phagocytosis were obtained and were congruent with the published pattern (Suppl. Fig. 6A, B, Suppl. Table 5), similar to other genes regulated during myeloid differentiation indicating that the sorted populations represent indeed preNeu and matNeu cells as previously reported^44^ (Suppl. Fig. 7, Suppl. Table 5).

Next, we performed both ATAC-Seq and ChIP-Seq experiments to determine whether and how chromatin openness and H3K4 di-methylation levels change at the loci that are occupied by GFI1 and CHD4 or both in GMPs during neutrophil differentiation. 

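For ATAC-seq, which marks open chromatin by the insertion of a transposase, and for H3K4me2, 1 library per cell type was used for preNeu and matNeu cells, with no replicates. The authors deposited H3K4me2 peak lists of 49578 peaks over 97.9 Mb in preNeu cells and 44094 peaks over 80.4 Mb in matNeu cells, in GRCm38 coordinates. The median fold enrichment was 4.55 in preNeu cells and 3.78 in matNeu cells, and the median width was 1223 bp and 1136 bp, against 909 bp in GMPs. The lists therefore differ in how much of the genome they cover, and a larger covered length raises the share of sites with a peak. The ATAC-seq lists of preNeu and matNeu cells both covered 10.2 Mb, and every peak was identical in position, fold enrichment and q-value. They were counted as 1 list, for which it is not settled whether it comes from preNeu or matNeu cells, and no comparison between the stages was made. The ATAC-seq data of GMPs were not analysed here, and neither was the coverage after NCIS normalization, which the peak lists do not contain.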

Data were filtered as described above for promoter and enhancer regions, were ordered according to CHD4 occupation, and were separated into three groups: occupation in GMPs by CHD4 alone, by GFI1/CHD4, and by GFI1 alone (Fig. 6A, B, Suppl. Table 5). We compiled the data for the locus of a typical myeloid-specific enhancer localized in the 3′ region of the *PLBD1* gene^42^ and several sites downstream (Fig. 6C, Suppl. Table 5). Sites 3′ of the *Plbd1* gene that are occupied by GFI1/CHD4 in GMPs showed a decrease in ATAC-seq reads and low-level H3K4me2 marks compared to the site within the *Plbd1* gene where CHD4 is present without GFI1. 

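*Plbd1* (ENSMUSG00000030214) lies on chromosome 6 of GRCm38 from 136612070 to 136661928 on the minus strand. In WT GMPs 6 CHD4 peaks lay in the gene, the strongest in an intron from 136654377 to 136654981 with a fold enrichment of 27.8, and no CHD4 peak was listed at the locus in *Gfi1*-/- GMPs. In GMPs an H3K4me2 peak from 136655143 to 136655567 with a fold enrichment of 2.58 lay beside the strongest CHD4 peak, and another from 136660933 to 136662041 with a fold enrichment of 3.73 lay at the promoter. In preNeu cells a single H3K4me2 peak from 136652717 to 136663488 covered all 6 CHD4 peaks (fold enrichment 8.77 in its own list), and in matNeu cells a peak from 136651867 to 136664771 did so (fold enrichment 8.23). The ATAC-seq list that stands for both stages had an intronic peak from 136658723 to 136659614 with a fold enrichment of 4.61 and a peak outside the gene from 136671628 to 136671810 with a fold enrichment of 3.21. The TPM of *Plbd1* was 2.33 ± 0.125 (SD, n = 3) in GMPs, 983 ± 58.6 (SD, n = 3) in preNeu and 1227 ± 110 (SD, n = 3) in matNeu cells, a log2 change of 8.52 between GMPs and matNeu cells (standard error 0.11, adjusted p = 8.65e-12 from limma).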

At this site, ATAC-seq levels increased and H3K4me2 levels accumulated in preNeu and matNeu cells (Fig. 6C, Suppl. Table 5).

**Fig. 6:**
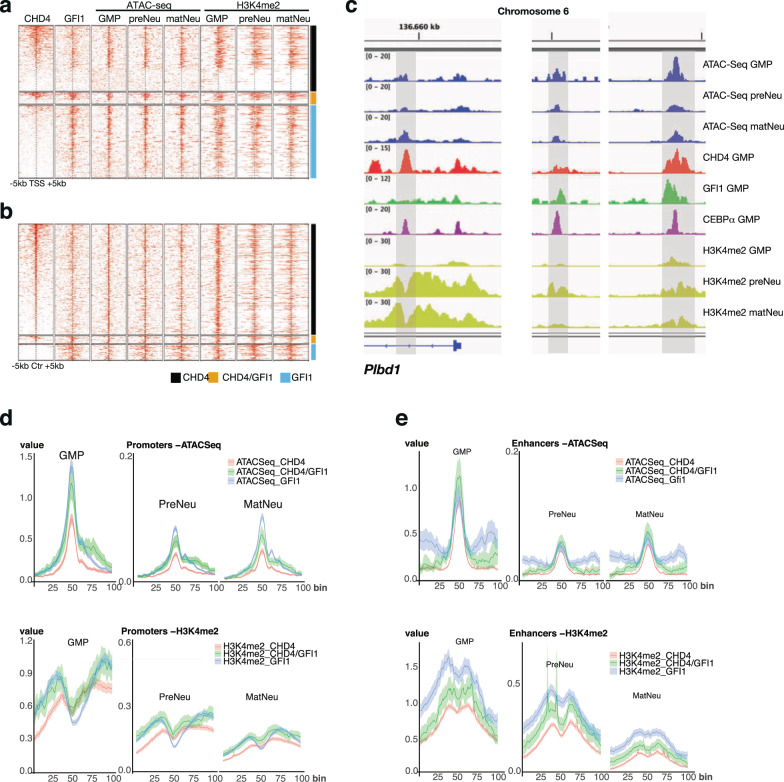
H3K4 methylation and chromatin status at sites occupied by GFI1, CHD4, or both CHD4 and GFI1 during neutrophil differentiation. **a** Heatmap of data from ChIP-Seq and ATAC-Seq experiments and to determine the occupation of GFI1, CHD4, and H3K4 di-methylation patterns during neutrophil differentiation from GMPs via preNeu (preneutrophils) to matNeu (mature neutrophils). Data were filtered for promoter regions, ordered according to CHD4 occupation, and were separated into three groups: occupation by CHD4 alone, by GFI1/CHD4 and by GFI1 alone. **b** Heatmap of data from ChIP-Seq and ATAC-Seq experiments as in (**a**), but for enhancer regions. **c** ATAC-Seq and ChIP-seq read on loci covering the myeloid-specific enhancers at the 3′ end of the *Plbd1* gene and at downstream regions for sites occupied by GFI1, CHD4, or both, CEBPa and carrying the indicated histone marks. Annotations represent locations on the mouse genome version GRCm38 (mm10). **d** Metagene analysis for ATAC-seq reads and H3K4me2 levels (**e**) in RPM values for GMPs, preNeu, and matNeu cells at promoters occupied by CHD4 alone, by GFI1/CHD4, and by GFI1 alone. Shown are regions 2 kb 5′ and 3′ of the TSS. **e** Metagene analysis for ATAC-seq reads and for H3K4me2 levels in mean RKPB for GMPs, preNeu and matNeu cells at enhancers occupied by CHD4 alone, by GFI1/CHD4, and by GFI1 alone. Shown are regions 2 kb 5′ and 3′ of the site of the enhancer (Ctr).

To better quantify and facilitate the integration of signals from GMPs, preNeu, und matNeu cells of regions that are occupied by GFI1, CHD4, or both GFI1 and CHD4 in GMPs, we performed a Metagene analysis^46^. This allowed us to directly compare the enrichment profiles of H3K4me2 and ATAC-seq signals between cell types and experiments and to visualize the result. We used the same definition of promoter and enhancer regions as in the previous analyses to extract the enrichment signal, which was then normalized using the NCIS algorithm^47^. This permitted us to compare the mean coverage values between cell types (GMP, preNeu, matNeu), since the normalization integrates both background noise and the size of the library (RPM). Bins cover 1000 base pairs 5′ and 3′ of the TSS for the promoter region and of the defined center region (Ctr) of the enhancer (at 50 bins).

Using the ChIP-seq data from GMPs, we compiled values from 2190 promoter sites occupied by GFI1, 1779 sites occupied by CHD4, and 341 sites occupied by both CHD4 and GFI1. We observed that mean coverage of ATAC-seq RPM values for these promoters was around 15-fold lower in preNeu and matNeu cells than in GMPs (Fig. 6D, Suppl. Table 5). Also, within preNeu and matNeu cells, they were significantly lower at sites that were occupied by CHD4 than those occupied by GFI1 in GMPs (*p* < 10^−30^, red lines Fig. 6D, Suppl. Table 1), indicating that chromatin regions close during neutrophil differentiation and that sites occupied in GMPs by CHD4 are more contracted than sites occupied in GMPs by GFI1 or GFI1/CHD4. Similarly, at the same sites, the mean coverage of H3K4me2 levels were lower overall in preNeu and matNeu cells compared to GMPs (Fig. 6D, Suppl. Table 5). They were also lower at the promoter sites occupied by GFI1 compared to sites occupied by CHD4 or GFI1/CHD4 complexes at the TSS (blue line Fig. 6D, Suppl. Table 2, Suppl. Table 5), suggesting that GFI1 may be active in removing methyl groups from H3K4 in GMPs and preNeu cells and that this is modified when CHD4 is present together with GFI1.

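In the ATAC-seq list, 1209 of the 2094 promoters occupied by CHD4 in GMPs overlapped a peak, a share of 57.7% (95% Wilson interval 55.6 to 59.8%), against 36.4% of the 19857 other promoters (35.8 to 37.1%). A promoter again stood for all TSSs of a gene, so the CHD4 and ATAC-seq peaks need not lie at the same TSS. The difference of 21.3 percentage points was 7.31 when all lists were restricted to peaks with a −log10 q-value of at least 5. Among genes expressed in GMPs the shares were 68.7% of CHD4 promoters (66.4 to 70.9%) and 69.0% of the others (68.1 to 69.9%), which is within the intervals. This depended on the peaks used, since among expressed genes the share with an ATAC-seq peak was lower for CHD4 promoters with a −log10 q-value of at least 5, at 36.0% (33.6 to 38.4%) against 42.8% (41.8 to 43.8%), and with the paper's number of best CHD4 peaks, at 55.3% (48.7 to 61.8%) against 69.2% (68.4 to 70.1%). Outside promoters 8.07% of 32989 CHD4 sites overlapped an ATAC-seq peak (7.78 to 8.37%). The paper reports lower ATAC-seq coverage than in GMPs, and lower coverage at CHD4 than at GFI1 sites. It infers from this that chromatin closes during neutrophil differentiation and that CHD4 sites are the more contracted. A comparison with GMPs or with GFI1 sites was not made here.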

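Promoters occupied by CHD4 in GMPs carried an H3K4me2 peak in 92.2% of cases in preNeu cells (95% Wilson interval 90.9 to 93.2%) and in 90.8% of cases in matNeu cells (89.5 to 91.9%). The share in matNeu cells minus that in GMPs was 0.287 percentage points (95% interval −1.48 to 2.06). This interval takes the shares as independent, although both are over the same 2094 promoters. It therefore cannot decide whether so small a difference is present. With as many best peaks from each list as GMPs had, the difference was −0.812, and with a −log10 q-value of at least 5 it was 48.4. A peak was present in all 3 cell types at 1814 of the 2094 promoters (86.6%), in GMPs alone at 46 (2.20%), and in preNeu or matNeu cells but not in GMPs at 99 (4.73%). At the 19857 other promoters the shares were 58.6% in preNeu and 56.2% in matNeu cells. The presence of a peak is not a level of H3K4me2, and the direction of a change in level between cell types is not settled by these lists.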

For enhancers, we included values from 382 sites occupied by GFI1, 2375 sites occupied by CHD4, and 173 sites occupied by both CHD4 and GFI1 in GMPs. The RPM values of ATAC-seq reads indicated a highly significant chromatin contraction for these sites in preNeu and matNeu cells versus GMPs (Fig. 6E, Suppl. Data 1, Suppl. Table 5), but no differences were seen in each cell type between enhancer centers that were occupied by GFI1, CHD4, or GFI1/CHD4 in GMPs, only at regions 5′ and 3′ of the center when occupied by GFI1 (Fig. 6E, Suppl. Data 2, Suppl. Table 5). H3K4me2 values at these enhancers were again lower in preNeu and matNeu cells than in GMPs (Fig. 6E, Suppl. Data 2, Suppl. Table 5). However, sites at the enhancer centers occupied in GMPs by CHD4 had significantly lower H3K4me2 levels than sites occupied by GFI1 (Fig. 6E, red lines and blue lines, respectively, Suppl. Table 5), whereas sites occupied by GFI1/CHD4 had intermediate levels (Fig. 6E, green line, Suppl. Data 2, Suppl. Table 5). This indicates that in GMPs GFI1 and CHD4 act differently on H3K4 methylation at enhancer sites than at promoters and that this differential pattern is retained in preNeu and matNeus cells.

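Outside promoters, where the FANTOM5 enhancers were not used and all CHD4 sites were taken instead, 11416 of 32989 sites had an H3K4me2 peak in GMPs, a share of 34.6% (95% Wilson interval 34.1 to 35.1%). The share was 57.3% in preNeu cells (56.8 to 57.8%) and 50.1% in matNeu cells (49.5 to 50.6%). The share in matNeu cells was 15.5 percentage points above that in GMPs, and 11.9 with as many best peaks from each list. When the best peaks of each list were taken up to the covered length of the GMP list, a setting chosen after seeing the data, the difference was −16.0 in matNeu cells and −18.5 in preNeu cells, but this setting leaves 15133 peaks in matNeu and 12177 in preNeu cells against 37643 in GMPs. The direction of the difference therefore depended on how the lists were made equal.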

### Genes occupied by CHD4, GFI1, or both belong to the different categories

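By limma on log2(TPM + 1), 10041 of 13061 genes differed between matNeu cells and GMPs at an adjusted p-value under 0.05, of which 2976 were higher and 7065 lower in matNeu cells. Between preNeu cells and GMPs 7706 genes differed, 1925 higher and 5781 lower, and between matNeu and preNeu cells 8197 differed, 2995 higher and 5202 lower. The split into higher and lower depended on the scaling, since 29.6% of the genes called between matNeu cells and GMPs were higher with TPM as deposited, 45.2% with TPM rescaled by the median ratio and 50.2% after quantile normalization. The 1710 tested genes with a CHD4 peak at their promoter had a median log2 change of −0.05 between GMPs and matNeu cells, with 665 higher and 723 lower, against −1.16 for the 10168 tested protein-coding genes without one, of which 2012 were higher and 6086 lower. By limma's camera with a preset correlation of 0.01 between genes the set stood above the other genes (p = 1.8e-06 over 9 libraries, not a permutation test), but not with the correlation estimated from the data (0.0699, p = 0.112). The check by fry (p = 0.261, over the same libraries and not a permutation test) tests the set's own changes against 0 and so does not bear on its place above the other genes. Leaving out any of the 3 GMP libraries gave a median between 0.03 and 0.05. These fits applied the TPM filter anew, so genes that reached 1 TPM only in the 3 GMP libraries were no longer tested. The shift therefore mixes a changed set of genes with the missing library, and the sign of the median is not settled. Classes with GFI1 were not formed here.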

Next, we reordered the Chip-Seq and ATAC-seq data once again according to CHD4 occupation at promoter and enhancer sites but now separated them into 6 groups: occupation by CHD4 alone, by GFI1/CHD4, or by GFI1 alone and according whether these groups of genes were up or downregulated during the differentiation from GMPs to preNeu and matNeus (Fig. 7A, B, Suppl. Table 5). 

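Suppl. Table 2 lists examples of genes occupied by CHD4 alone under the immune system process, and their change from GMPs to matNeu cells was taken from the limma fit. All 14 genes listed as upregulated were higher in matNeu cells, with log2 changes from 5.24 to 9.74, and all 14 had an adjusted p-value under 0.05. Of 12 genes listed as downregulated 11 were tested, and all 11 were lower, but by −0.23 to −0.02 on the log2 scale, and none had an adjusted p-value under 0.05, neither over all genes nor adjusted over the list alone. A CHD4 peak of WT GMPs lay at the promoter of all 14 and of all 12 genes. The study chose these examples on the same libraries, so the counts are not independent evidence.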

A GO classification showed that genes occupied by CHD4 alone are found in pathways typical for the immune and inflammatory response regardless of whether they were upregulated or downregulated during differentiation from GMPs to matNeu cells (Fig. 7B, Suppl. Table 5). 

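The genes listed in Suppl. Table 2 under nucleosome assembly for sites of both CHD4 and GFI1 were histone genes. Of 13 listed as downregulated 9 were tested, all 9 were lower in matNeu cells than in GMPs, and 5 passed an adjusted p-value of 0.05, namely *Hist1h1b* (log2 change −4.43), *Hist1h3d* (−2.64), *Hist1h4k* (−2.30), *Hist1h3g* (−1.68) and *Hist1h4d* (−1.67). Of 13 tested genes listed as upregulated 12 were higher and 7 passed, the largest change being 4.81 for *Hist1h2br*, and *Hist4h4* was lower (−0.06). These histone genes were named after their values were seen. Histone genes exist in near-identical copies between which reads can be split, so the values of single genes are uncertain. Of the genes listed under metabolic processes for GFI1, all 17 tested upregulated genes were higher, with log2 changes from 1.28 to 6.71, and 17 passed. Of the 16 downregulated genes 14 were lower, between −0.14 and 0.05 for the whole list, and none passed. *Atxn1* and *Rsf1*, named after their values were seen, were the genes with a change above 0.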

Up and downregulated genes co-occupied by both CHD4 and GFI1 encode regulators of chromatin assembly and nucleosome organization, while genes occupied by GFI1 alone are involved in metabolic processes (Fig. 7C, Suppl. Table 2, Suppl. Table 5), suggesting that GFI1, CHD4, and the GFI1/CHD4 complex regulate separate defined groups of genes during neutrophil differentiation.

**Fig. 7:**
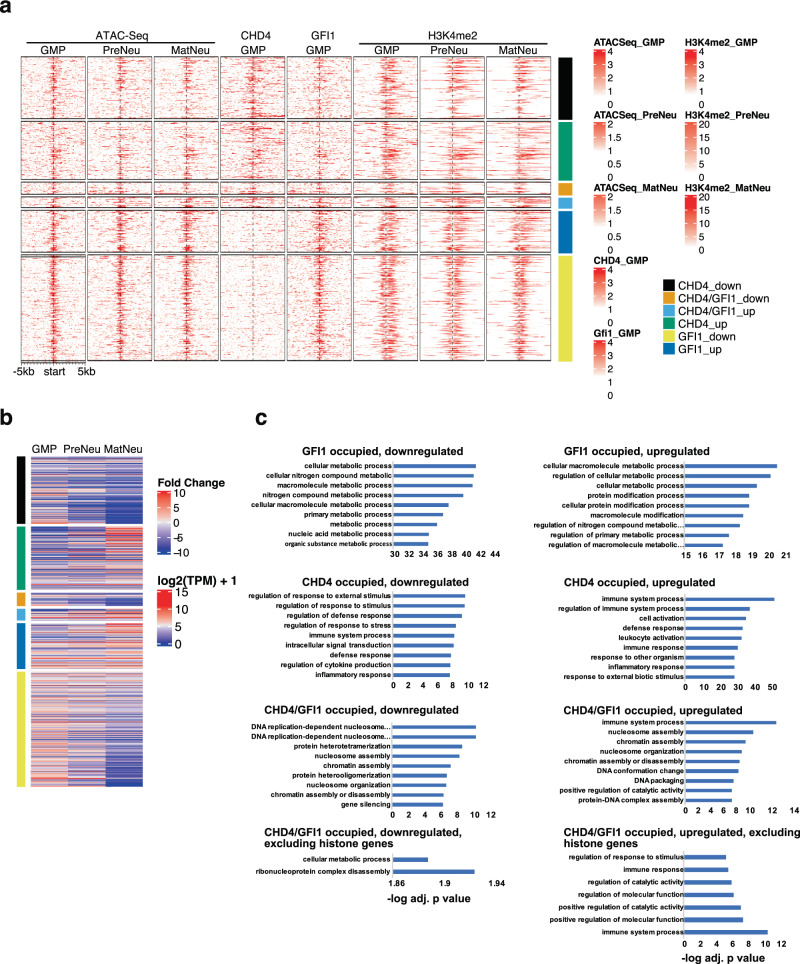
Chromatin status and H3K4 dimethylation pattern during neutrophil differentiation. **a** Heatmap of Chip-Seq and ATAC-seq data obtained in GMPs, preNeu, and matNeu cells ordered according to CHD4 occupation at promoter sites in GMPs. The data were separated into six groups: occupation by CHD4 alone, by GFI1/CHD4 complexes, or by GFI1 alone and according to whether these groups of genes were up or down regulated during the differentiation from GMPs to preNeu and matNeu cells. Scale bars indicate read coverage. **b** Heatmap of RNA-Seq data from GMPs, preNeu, and matNeu cells, ordered according to genes with promoters occupied by CHD4 alone, by GFI1/CHD4 complexes or by GFI1 alone and according whether these groups of genes were upregulated or downregulated during the differentiation from GMPs to preNeu and matNeu cells. **c** GO classification of genes occupied by CHD4 alone, by GFI1/CHD4 complexes, or by GFI1 alone and according to whether these groups of genes were up or downregulated during the differentiation from GMPs to preNeu and matNeu cells. Examples of genes for common pathways are given in Suppl. Table 2.

## Discussion

In the present study, we describe results of BioID experiments indicating that the SNAG domain and zinc-finger transcriptional repressor GFI1 associates with several chromatin remodeling complexes such as the NuRD complex, which also contains LSD1 and members of the LSD1/CoREST complex such as RCOR1, -2 and -3, but also the CtBP and SWI/SNF chromatin remodeling and repressor complexes. We chose to elucidate the biological meaning of the interaction with the NuRD complex since we find that GFI1 can associate with almost all its components. We have focused on the chromodomain helicase CHD4, one of the NuRD complex components, and have used primary murine cells representing stages of neutrophil differentiation as a model system given the particularly important role of GFI1 in this process. We demonstrate that GFI1 can recruit CHD4 to specific sets of target genes that regulate processes such as nucleosome organization and chromatin assembly. While GFI1 occupies target gene promoters containing its own cognate DNA consensus sequence and those for IRF1, GFI1/CHD4 complexes target genes at consensus sites for ETS-related factors such as SPI1 (PU.1) and SPIC. Analysis of histone modifications and chromatin structure indicates that GFI1 and GFI1/CHD4 complexes occupy active or bivalent promoters and active enhancers, both up and downregulated during neutrophil differentiation.

Previous studies showed that GFI1 binds to LSD1 and HDACs^1,9,48^, but these histone-modifying enzymes are also members of the NuRD complex. It is thus possible that GFI1 enters into association with the NuRD complex either via LSD1 or HDACs or through CHD4 or MTA2, the proteins identified here to bind to GFI1. Immunoprecipitation and mass spectrometry data, BioID experiments with full-length GFI1 and a GFI1 mutant that lacks the SNAG domain, biochemical analyses with mutated and truncated GFI1 proteins support a model in which GFI1 associates with the CHD4 and MTA2 components of the NuRD complex through several regions including the SNAG and zinc finger domains. Given that the SNAG domain specifically and directly interacts with LSD1^1,8^, it is possible that GFI1 associates with LSD1 and at the same time with components of the NuRD complex such as CHD4 and MTA2. SEC fractionation data support this view, since the GFI1 complexes that elute around 400–500 kDa contain LSD1 and RCOR1, but also CHD4 and MTA2. Data from the SEC however also indicate that GFI1 is a member of other, high molecular weight complexes eluting at around 2 MDa, in which NuRD components or members of the LSD1/CoREST complex are much less abundant. This would be in agreement with the notion that GFI1 acts as a member of several different chromatin remodeling complexes, which is also supported by our BioID results. The precise nature of the 2 MDa GFI1 complex, however, remains to be determined.

Since we can demonstrate that GFI1 and CHD4 co-occupy promoter and enhancer sites in GMPs, it is conceivable that GFI1 recruits the NuRD complex to these regions in the chromatin. For a considerable fraction of these sites, the recruitment is likely to occur directly through GFI1, since the deletion of GFI1 abrogates CHD4 occupation. The deletion of GFI1 did not lead to a large redistribution of CHD4 to new sites as it was observed in similar experiments with the transcription factor IKAROS in B lymphocytes^33^, which underlines an important difference to our study with myeloid cells. According to the existing model, sites occupied by GFI1 should be depleted of H3K4me2, -me1, and H3K9acetyl marks and be transcriptionally silent^1,49^. However, our ChIP-seq data suggest that GFI1 and CHD4 and GFI1/CHD4 complexes are located at transcriptionally active promoters in GMPs. The enrichment of markers for active transcription such as acetylation at H3K27 and di- and tri-methylation at H3K4 and the depletion of markers indicating transcriptional repression such as tri-methylation of H3K27 and H3K9 at sites where GFI1 binds support this notion. However, while H3K4me1 that indicates active transcription is strongly depleted at the TSS of GFI1 occupied genes, it is possible that these are rather bivalent promoters, which are characterized by the presence of both active and repressive histone marks.

Similarly, enhancers occupied by GFI1, CHD4, and GFI1/CHD4 complexes show H3K4me1 and H3K27 acetylation and absence or depletion of H3K27me3 or H3K9me3 marks, which is consistent with active enhancers as opposed to inactive or poised enhancers, which would be characterized by the presence of both H3K4me1 and H3K27me3. Of interest here is that sites occupied by CHD4 show relatively lower levels of active histone marks and relatively higher levels of histone marks associated with inactive promoters and enhancers compared to sites occupied by GFI1 alone. Sites occupied by both GFI1 and CHD4 consistently show levels in between suggesting that GFI1 can modulate the effect of the NuRD complex on chromatin remodeling. RNA-seq data show that genes associated with promoters or enhancers occupied only by GFI1 are expressed at a higher level than genes occupied only by CHD4, while genes associated with promoters or enhancers occupied by both GFI1 and CHD4 have expression levels that fall in between these extremes. This supports the view that GFI1 is associated with active promoters and enhancers and can modulate the effect of the NuRD complex. This suggests also that the presence of the NuRD complex at sites occupied by GFI1 reduces transcription relative to sites occupied by GFI1 alone.

The active chromatin found here at sites occupied by GFI1 and GFI1/CHD4 complexes in progenitor cells such as GMPs seems at first sight to contradict the established function of both GFI1 and the NuRD complex as transcriptional repressors. In particular, H3K4me2 levels were expected to be depleted at GFI1-occupied sites given its association with LSD1, but this was not always observed when comparing values from aggregation plots. However, it is conceivable that GFI1 or GFI1/NuRD complexes are in a poised state in GMPs and become active only upon differentiation signals that enable them to repress the transcription of genes specific for neutrophil differentiation. Aggregation plots from ATAC-seq analyses suggest more accessibility at promoter sites at a narrow region around the TSS compared to the enhancer sites. However, the pattern of the ATAC-seq plot is different at enhancers where it is broader compared to promoters, where it is narrower. This does not allow to conclude that promoters are more accessible than enhancers but rather indicates that different mechanisms are probably in place controlling accessibility at enhancer versus promoter sites occupied by GFI1.

Our Metagene analyses, which allowed a quantification and direct comparison between cell types and experiments, provided some clarification and indicated that chromatin openness and H3K4me2 levels at sites occupied by GFI1, CHD4, and GFI1/CHD4 complexes are strongly reduced when GMPs differentiate into preNeu and matNeu cells. In addition, chromatin was more compacted at enhancers bound by CHD4 than at those occupied by GFI1 or GFI1/CHD4. Interestingly, however, H3K4me2 patterns were lowest at the TSS of promoters occupied by GFI1 alone relative to sites occupied by CHD4 or GFI1/CHD4 complexes, which would be in agreement with the presumed function of GFI1 to enable the removal of methyl groups from H3K4 via LSD1. At enhancers, however, H3K4me2 levels are highest at sites occupied by GFI1 compared to sites bound by CHD4 or both GFI1 and CHD4, indicating that the role of GFI1 as a facilitator of chromatin remodeling may be different at promoters and enhancers.

Previous studies have shown that a regulatory network exists between the transcription factors PU.1, IRF8, C/EBPα, and GFI1 in myeloid differentiation and that GFI1 can bind to regions in chromatin together with PU.1 or C/EBPα or IRF8^49–51^. Evidence from our motif analysis suggests that CHD4 affects the role of GFI1 in this regulatory network. While GFI1 and GFI1/C/EBPα complexes bind to sites similarly enriched for IRF and GFI1 consensus binding sites, complexes that contain CHD4 are found at sites enriched for PU.1 binding sites but lack a GFI1 consensus site. This suggests that the presence of CHD4 redirects GFI1 to a different set of promoters, or at least to a different region of a promoter. This also points to the possibility that when in a complex with CHD4, GFI1 may not be required to directly contact DNA or does so through a component of the NuRD complex such as MTA2, which has a DNA binding domain^30^. The analysis of genes up and downregulated during neutrophil differentiation from GMPs via preNeu to matNeu cells supported this view since it showed that genes occupied by CHD4, GFI1, or GFI1/CHD4 complexes belong to different groups. We propose that in myeloid progenitors GFI1 tethers the NuRD complex through the binding to CHD4 and other components to a specific set of target genes with active or bivalent promoters and active enhancers but remains at a poised state. During neutrophil differentiation, CHD4, GFI1, and GFI1/CHD4 complexes enable the transcriptional regulation of different sets of target genes affecting the immune response, cellular metabolic processes, or nucleosome organization through chromatin remodeling. It has been reported that the deletion of *Chd4* leads in mice to the reduction of neutrophil granulocytes and B-cell precursors^52^, which are the same cells that require GFI1, and to an increase in erythroid precursors, which are known to require GFI1B. Although the biological role of the interaction of GFI1 and GFI1B with members of the NuRD complex remains to be investigated in more detail, and the absence of an in vivo model such as the use of *Chd4* gene-deficient mice represent a limitation of the present study, our findings suggest that the association of GFI1 and GFI1B with the NuRD complex is important for all early hematopoietic lineages, notably for the development of the myeloid lineage.

## Methods

### Mouse strains

The mice used in this study have been bred on to C57BL/6 genetic background and were maintained in a specific-pathogen-free plus environment at the Institut de recherches cliniques de Montreal (IRCM). The Institutional Animal Ethics Review Board of the IRCM approved all animal protocols and experimental procedures were performed in compliance with IRCM and CCAC (Canadian Council of Animal Care) guidelines. The work was performed under the IRCM identification number 2020-09 TM.

### BioID and MS data analysis

BioID experiments were carried out similarly to those in previous reports, with modifications^37,53,54^. Briefly, Flp-In T-REx HEK293T cell lines from 15-cm plates expressing GFI1WT-BirA*-Flag, GFI1ΔSNAG-BirA*-Flag in a tetracycline-inducible manner were treated with 50 µM biotin and 1 µg/ml tetracycline for 24 h. The following day, the medium was removed, and cells were washed three times with cold phosphate-buffered saline (PBS). Cell pellets were lysed in 1.5 ml radioimmunoprecipitation assay (RIPA) buffer [50 mM Tris-HCl (pH 7.4), 150 mM NaCl, 1% NP-40, 1 mM EDTA, 0.1% SDS, 0.5% sodium deoxycholate, Sigma protease inhibitor 1:500 (P8340-5ml, Sigma), 1 mM DTT, 1 mM PMSF, supplemented with 250 U benzonase (71205-3, EMD Millipore). The samples were sonicated at 30% amplitude for 30 sec (three 10 sec bursts with 2 s pauses) at 4 °C. Cleared cell lysates were incubated with 70 µl of pre-washed streptavidin–sepharose beads (17-5113-04, GE Healthcare) on a rotator for 3 h at 4 °C. Beads were then washed with 1 ml RIPA buffer, transferred to a fresh Eppendorf, and washed two times with 1 ml RIPA buffer. Beads were then washed three times in 1 ml of 50 mM ammonium bicarbonate (ABC) (AB0032, Biobasic). Samples were then subjected to reduction/alkylation with TCEP and iodoacetamide, and then trypsin digestion by the IRCM proteomics core facility. Trypsin-digested samples were resuspended in 2% acetonitrile prior to mass spectrometry analysis. Samples were analyzed by Orbitrap Fusion Mass Spectrometer (Thermo Fisher) at the IRCM proteomics core facility. Peptide searches and protein identification analyses for GFI1 WT-BirA*-Flag or GFI1 ΔSNAG-BirA*-Flag samples were performed similarly to those in previous reports^36,37,53–56^. BirA*-Flag controls and GFI1BWT-BirA*-Flag samples were generated in our previous work^37^. BioID-MS data were processed using the ProHits software^57,58^. The Proteowizard4 tool was used to convert RAW files to.mzXML files. MS/MS spectra were searched by using Human RefSeq version 57. Peptide search was carried out through Mascot and X!Tandem^59,60^. The Trans-Proteomic Pipeline (TPP) suite and iProphet integrated into ProHits were used for peptide validation and quantitation^55,60^.

### Dot plot analysis

Significance Analysis of INTeractome (SAINT) implemented in ProHits was used to score protein interactions based on the average number of spectral counts and for data filtering. In brief, SAINT files of the wild-type GFI1 (GFI1WT-BirA*-Flag) and GFI1-ΔSNAG (GFI1ΔSNAG-BirA*-Flag) and the wild-type GFI1B (GFI1BWT-BirA*-Flag) were filtered using BirA*-Flag controls. SAINT output files of GFI1/GFI1B (Fig. 1C), and GFI1/GFI1ΔSNAG (Fig. 2D) generated in ProHits were processed by using the ProHits-viz tools to carry out dot plot analyses^37,57,58,61^. Dot plots displaying the protein interaction data included the average number of spectral counts for each prey (AvgSpec), the relative prey abundance towards baits (relative abundance), and the Bayesian false discovery rate (BFDR) as confidence score for the indicated interacting proteins.

### Protein network analysis

Protein network analyses were performed by using Cytoscape^62^. The SAINT output file of GFI1-BirA*-Flag BioID/MS data was imported to Cytoscape. The existing protein–protein interaction network between preys identified in GFI1-BirA*-Flag BioID/MS screen was imported by using the Biogenet network analysis tool and merged with the GFI1-BirA*-Flag BioID/MS data^63^. The merged protein network was then subjected to MCODE clustering to visualize protein complexes that are connected with the GFI1 bait^64^.

### Preparation of nuclear extracts (NE) for SEC

Kasumi cells (2.5 billion) were harvested from cell culture media by centrifugation (at RT) for 10 min at 2000 rpm. Divided into two 50 mL falcons. Pelleted cells were suspended in five volumes of 4 °C PBS and collected by centrifugation; subsequent steps were performed at 4 nuclear extracts. The cells were suspended in five packed cell pellet volumes of buffer A (10 mM HEPES (pH 7.9), 1.5 mM MgCl2, 10 mM KCl, 0.5 mM DTT, 0.5 mM PMSF) and allowed to stand for 10 min. The cells were collected by centrifugation as before and suspended in two packed cell volumes (volume prior to the initial wash with buffer A) of buffer A and lysed by 15 strokes of a Dounce Homogenizer (B type pestle). The homogenate was checked microscopically for cell lysis and centrifuged for 10 min at 2000 rpm to pellet nuclei. The pellet obtained from the low-speed centrifugation of the homogenate was subjected to second centrifugation for 15 min at 25,000*g* (Beckman Coulter JA-25.15 Fixed Angle Rotor), to remove residual cytoplasmic material and this pellet was designated as crude nuclei. To extract the nuclear protein, 1.3 ml of IP lysis buffer (50 mM Sodium phosphate, 300 mM NaCl, 1 mM beta-ME (add fresh before use), 10% glycerol, 0.5% NP40, 0.5% Triton-x100, pH7.5) containing protease inhibitors (PIC: 40 µl/ml and PMSF: 0.5 mM) were added to the pellet, kept on ice for 15 min and vortexed every 2 min. Protein-DNA complex was sonicated 3 times for 10 s at 50% output using the Brason digital sonifier, once for 15 s at 50% output then put on ice for 10 min and centrifuged at 13,000 rpm for 10 min at 4 °C. Totally, 3.25 mL of supernatant (the equivalent of 2.5 × 10^9^ cells) and aliquoted into 250 µl (12 tubes) and 50 µl (5 tubes) at a concentration of 2.6 µg/µl.

### Size exclusion chromatography

Prior to SEC, 200 µl of NE were cleared by centrifugation at 16,000×*g* for 10 min at 4 °C and was size-fractionated on a Superose 6 10/300 SEC column connected to an AKTA-Purifier 10 (Cytiva). Prior to sample fractionation, the column was first calibrated using the high molecular weight gel filtration calibration kit (Cytiva). Before injection onto the column, the NE aliquot was cleared by centrifugation at 16,000×*g* for 10 min at 4 °C. Isocratic elution was carried out in 50 mM sodium phosphate pH 7, 150 mM NaCl, 10% glycerol, 0.5% NP40 and 0.5% Triton-X100, and 500 µl fractions were collected. For western blotting analysis, each fraction was precipitated by a TCA/DOC method adapted from the literature^65^. To every collected fraction, 4.25 µl of 2% DOC was added and vortexed before incubating the samples on ice for 30 min. One-tenth volume of 100% TCA was then added to the fraction, vortexing immediately upon addition of TCA. Samples were left on ice for another 30 min and proteins were recovered by centrifugation at 16,000×*g* for 15 min at 4 °C. Protein pellets were washed twice with 800 µl of −20 °C acetone, air dried, and resolubilized in 20 µl of 2× LDS sample loading buffer (BioRad) for two hours at 37 °C, with the last hour under agitation (1000 rpm) using a ThermoMixer (Eppendorf). DTT was added to the protein fractions that were further denatured for 10 min at 70 °C before loading and separating 75% of the material along with 5 µl of NE as input on 15-wells 4–15% Mini Protean TGX gels (BioRad). Proteins from the gel were transferred on a PVDF membrane overnight at 4 °C and 30 v in Towbin buffer containing 10% of methanol. The membranes were blocked in 5% non-fat milk proteins, and proteins of interest were probed with corresponding antibodies.

### GO term and CORUM analyses

Gene Ontology (GO) and the comprehensive resource of mammalian protein complexes (CORUM) analyses were carried out similarly to those in previous reports using the g:Profiler tool^37,66,67^. Briefly, molecular function, biological process or CORUM protein complex analysis of prey interactions recovered in GFI1WT-BirA*-Flag or GFI1ΔSNAG-BirA*-Flag BioID-MS screens are illustrated in heatmap analyses. Contaminant proteins such as non-specific interactions or false positives were filtered by using the Contaminant Repository for Affinity Purification (CRAPome) repository prior to the GO term analysis^68^. Reviewed UniProtKB entry for each prey protein analyzed in Significance analysis of INTeractome (SAINT) file from ProHits were searched in g:Profiler for GO term or CORUM analysis^61,67^. GO term enrichment scores were calculated based on the −log10 of corrected *P* values.

### Metagene analysis

The metagene profile of the enrichment of the ATACSeq and H3K4me2 ChIP-Seq experiments in GMP, preNeu, and matNeu cell types were produced with previously described bioinformatic procedures^47^. The signal was normalized using the NCIS algorithm^46^. The metagene profile of the enrichment of the ATACSeq and H3K4me2 ChIP-Seq experiments in GMP, preNeu, and matNeu cell types were produced using the metagene2 package version 1.0.0.^46^. Briefly, the signal was extracted from the alignment files in the promoter or enhancer regions targeted by each factor, the alignments were converted into coverage which were normalized using the NCIS algorithm^47^ and plotted using built-in functionalities from the metagene2 package.

### Flow cytometry analysis, sorting of GMPs

Hematopoietic cells were analyzed with LSR, or LSR Fortessa flow cytometer (BD Biosciences, Mountain View, CA) and analyzed using BD FACS Diva software (BD Biosciences) or FlowJo (for histogram overlays; Tree Star). For cell sorting, lineage negative BM cells were first depleted using a mouse lineage cell depletion kit (Miltenyi Biotec) then applied to a five-laser FACSAria II sorter (BD Biosciences) (Suppl. Figs. 11 and 12).

### Cell culture

THP-1 (ATCC TIB-202), KASUMI (ATCC CRL-2724) cells were maintained in RPMI media (Multicell) supplemented with 10% bovine growth serum (RMBIO Fetalgro) and 100 IU Penicillin and 100 μg/ml Streptomycin (Multicell). HEK293T (ATCC CRL-1573) cells were maintained DMEM media (Multicell) with the above-mentioned supplements. We verified that none of the cell lines used in this study were found in the Register of Misidentified Cell Lines maintained by the International Cell Line Authentication Committee. All cell lines used were tested and shown to be negative for mycoplasma contamination using PCR amplification using a mix of primers (https://bitesizebio.com/23682/homemade-pcr-test-for-mycoplasma-contamination/, 2015), also shown in the list of oligonucleotides (Suppl. Table 3).

### Western blots

Uncropped and unprocessed scans of the western blots are provided in the Supplementary material (Suppl. Figs. 8–10).

### Gene expression profiling by RNA-seq analysis

Bone marrow from 2 tibiae, 2 femora, and 2 humeri was harvested in PBS/2.5% FBS and pooled before lineage negative depletion using autoMACS Pro separator (Miltenyi Biotec). Cells were incubated with a lineage antibody cocktail (B220, CD3, CD4, CD8, GR1, CD11b, NK1.1, Il7R, CD19, Suppl. Table 4) and were sorted on FACSAria II sorter (BD Biosciences) to recover GMPs. RNA was extracted using MagMax-96 Total RNA Isolation kit (Ambion) and quality-checked with RNA 6000 Pico kit (Agilent). RNA-seq libraries were prepared from the RNA extracts using the Illumina TruSeq Stranded mRNA Kit according to the manufacturer’s instructions and sequenced using the TruSeq PE Clusterkit v3-cBot-HS on an Illumina HiSEq 2000 system. Sequencing reads were aligned to the mm10 genome using Tophat v2.0.10^69^. Reads were processed with Samtools^70^ and then mapped to Ensembl transcripts using HTSeq^71^. Differential expression was tested using the DESeq R package^72^ (R Core Team 2015, http://www.r-project.org/). A genome coverage file was generated and scaled to RPM using Bedtools^73^. RNA-seq data produced for this study are available under accession number GSE173533. RNA-Seq samples are in triplicate.

### Functional analysis

The enrichment of selected biological functions of interest (Suppl. Table 1) was also analyzed using the GSEA tool^74^. Normalized read counts for Ensembl genes from HTSeq were used and enrichment was calculated using 1000 Gene Set permutations. Unsupervised clustering analysis was done using the web tool ClustVis (https://biit.cs.ut.ee/clustvis/).

### Consensus motif analysis

Motif scanning was performed using the AME tool from the MEME Suite using the JASPAR CORE 2016 database^43^.

### Chromatin immunoprecipitation (ChIP)

ChIPs were performed on 1–20 × 10^6^ sorted cells. The cells were cross-linked with 1.5 mM EGS for 20 min and 1% formaldehyde for 8 min before quenching with 125 mM glycine. Cells were lysed in lysis buffer and sonicated using a Covaris E220 to generate 200–600 bp fragments^75^. Samples were immuno-precipitated with 2–5 µg of either anti- GFI1 (AF3540, R&D systems), anti-H3K4me1 (ab8895, Abcam), anti-H3K4me2 (ab11946; Abcam), anti-H3K4me3 (ab8580; Abcam) or anti-H3K9me3 (ab8898; Abcam). For antibodies see Suppl. Table 4. Libraries were generated according to Illumina’s instructions. Libraries were sequenced on the Illumina Hi-seq 2000 following the manufacturer’s protocols to obtain 50 bp paired-end reads. External datasets were obtained in the form of.bed files of peaks and.wig visualization tracks, aligned to the mm9 build, except for LSD1, which only included the.bed peak file. There is one replicate per sample for ChIP-Seq.

### Annotation databases used

For gene promoters, we used the Ensembl Genes 92 database, dataset GRCh38.p12. (https://useast.ensembl.org/index.html) For enhancer regions, we used the Fantom5 human_permissive_enhancers_phase_1_and_2 enhancers (February 2015) dataset (http://fantom.gsc.riken.jp).

### Statistics and reproducibility

Two-tailed student’s *t* test was used to calculate *p*-values where indicated and values of *p* < 0.05 were considered statistically significant. Statistical analysis was done with Graph-Pad Prism software (GraphPad Software, La Jolla, CA, USA). The number of samples is indicated in the respective Figure legends. Sample sizes were *n* = 3 in Suppl. Fig. 2b; *n* = 1 in Suppl. Fig. 2c and *n* = 4 in Suppl. Fig. 3a, b, *n* = 1 in Suppl. Figs. 6 and 7 and Figs. 3G, 4E, F. Statistical comparisons were performed using the stats::t.test R function (Fig. 6), metagene plots were produced using the metagene2 R package. On regions overlapping promoters (based on the TxDb.Mmusculus.UCSC.mm10.knownGene package) and enhancers (based on the Fantom5 database).

## Supplementary information

Transparent Peer Review File

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

## Data Availability

The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE^76^ partner repository with the dataset identifier PXD028945 and 10.6019/PXD028945. The raw ChIP-seq and RNA-seq data have been uploaded to the GEO Datasets repository^77^ (https://www.ncbi.nlm.nih.gov/gds) and are available under the following accession number: GSE173533. Previously published ChIP-seq and ATAC-Seq data, which are presented in Fig. 4 and suppl. Figure 4, are available under the following accession numbers: H3K27ac (GSM1441273), H3K27me3 (DRR023959), H3K9me3 (DRR023962), H3K4me1 (GSM1441289), and ATAC-Seq (DRR023962).

# Supplementary material for: GFI1 tethers the NuRD complex to open and transcriptionally active chromatin in myeloid progenitors
**Source:** Commun Biol. 2021 Dec 2;4:1356. doi: 10.1038/s42003-021-02889-2
**Supplement:** Supplementary file 2 — Supplementary Information

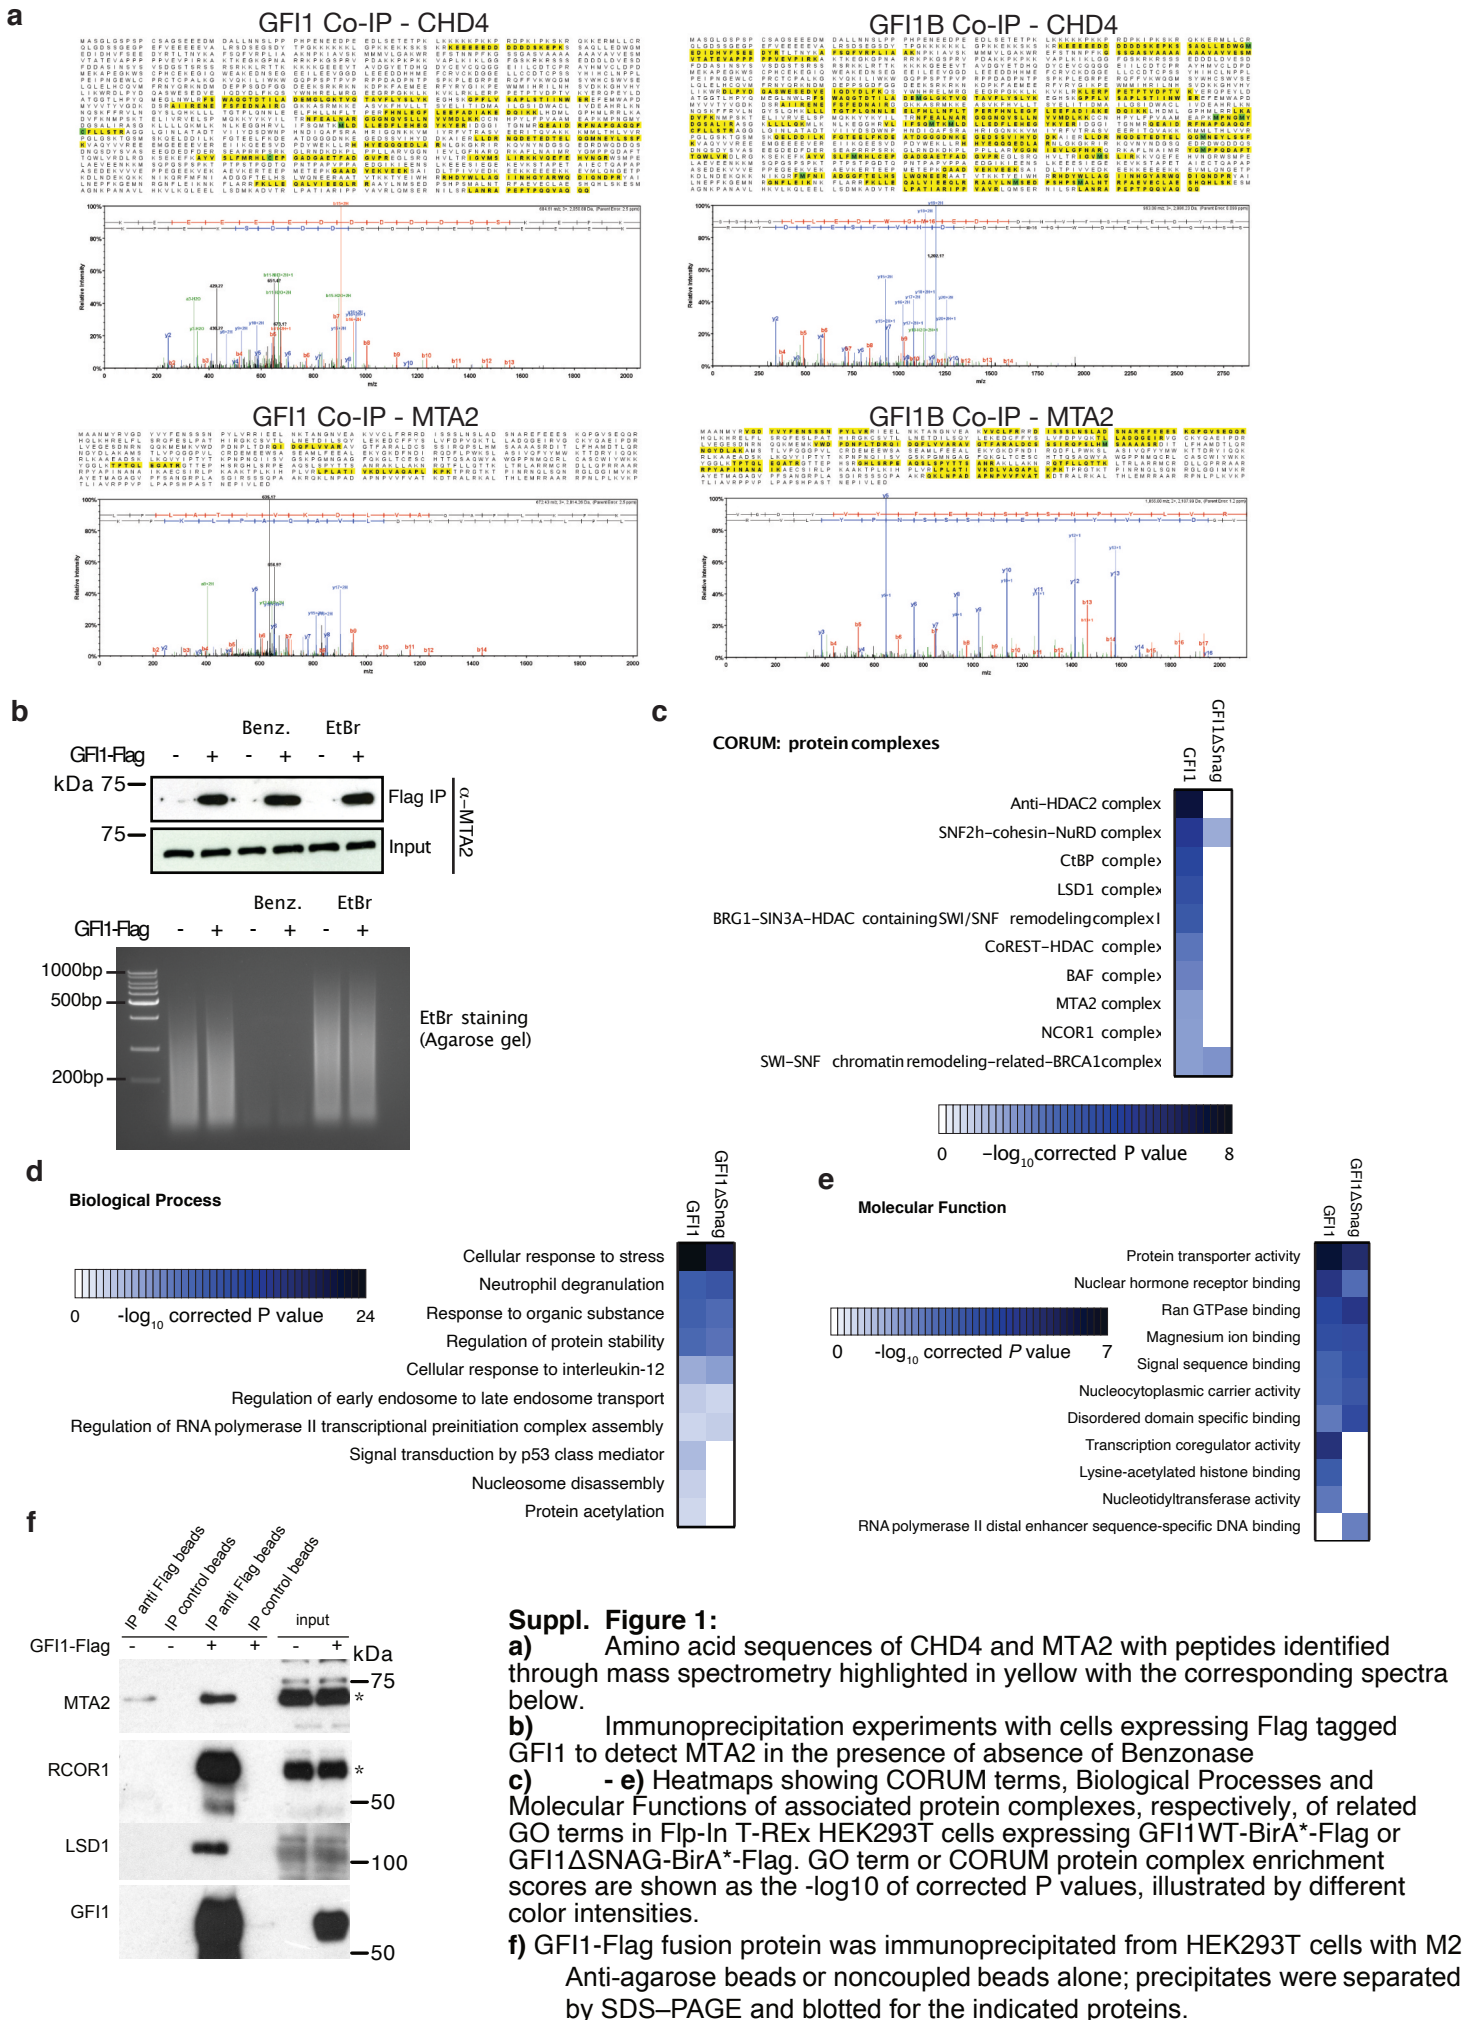

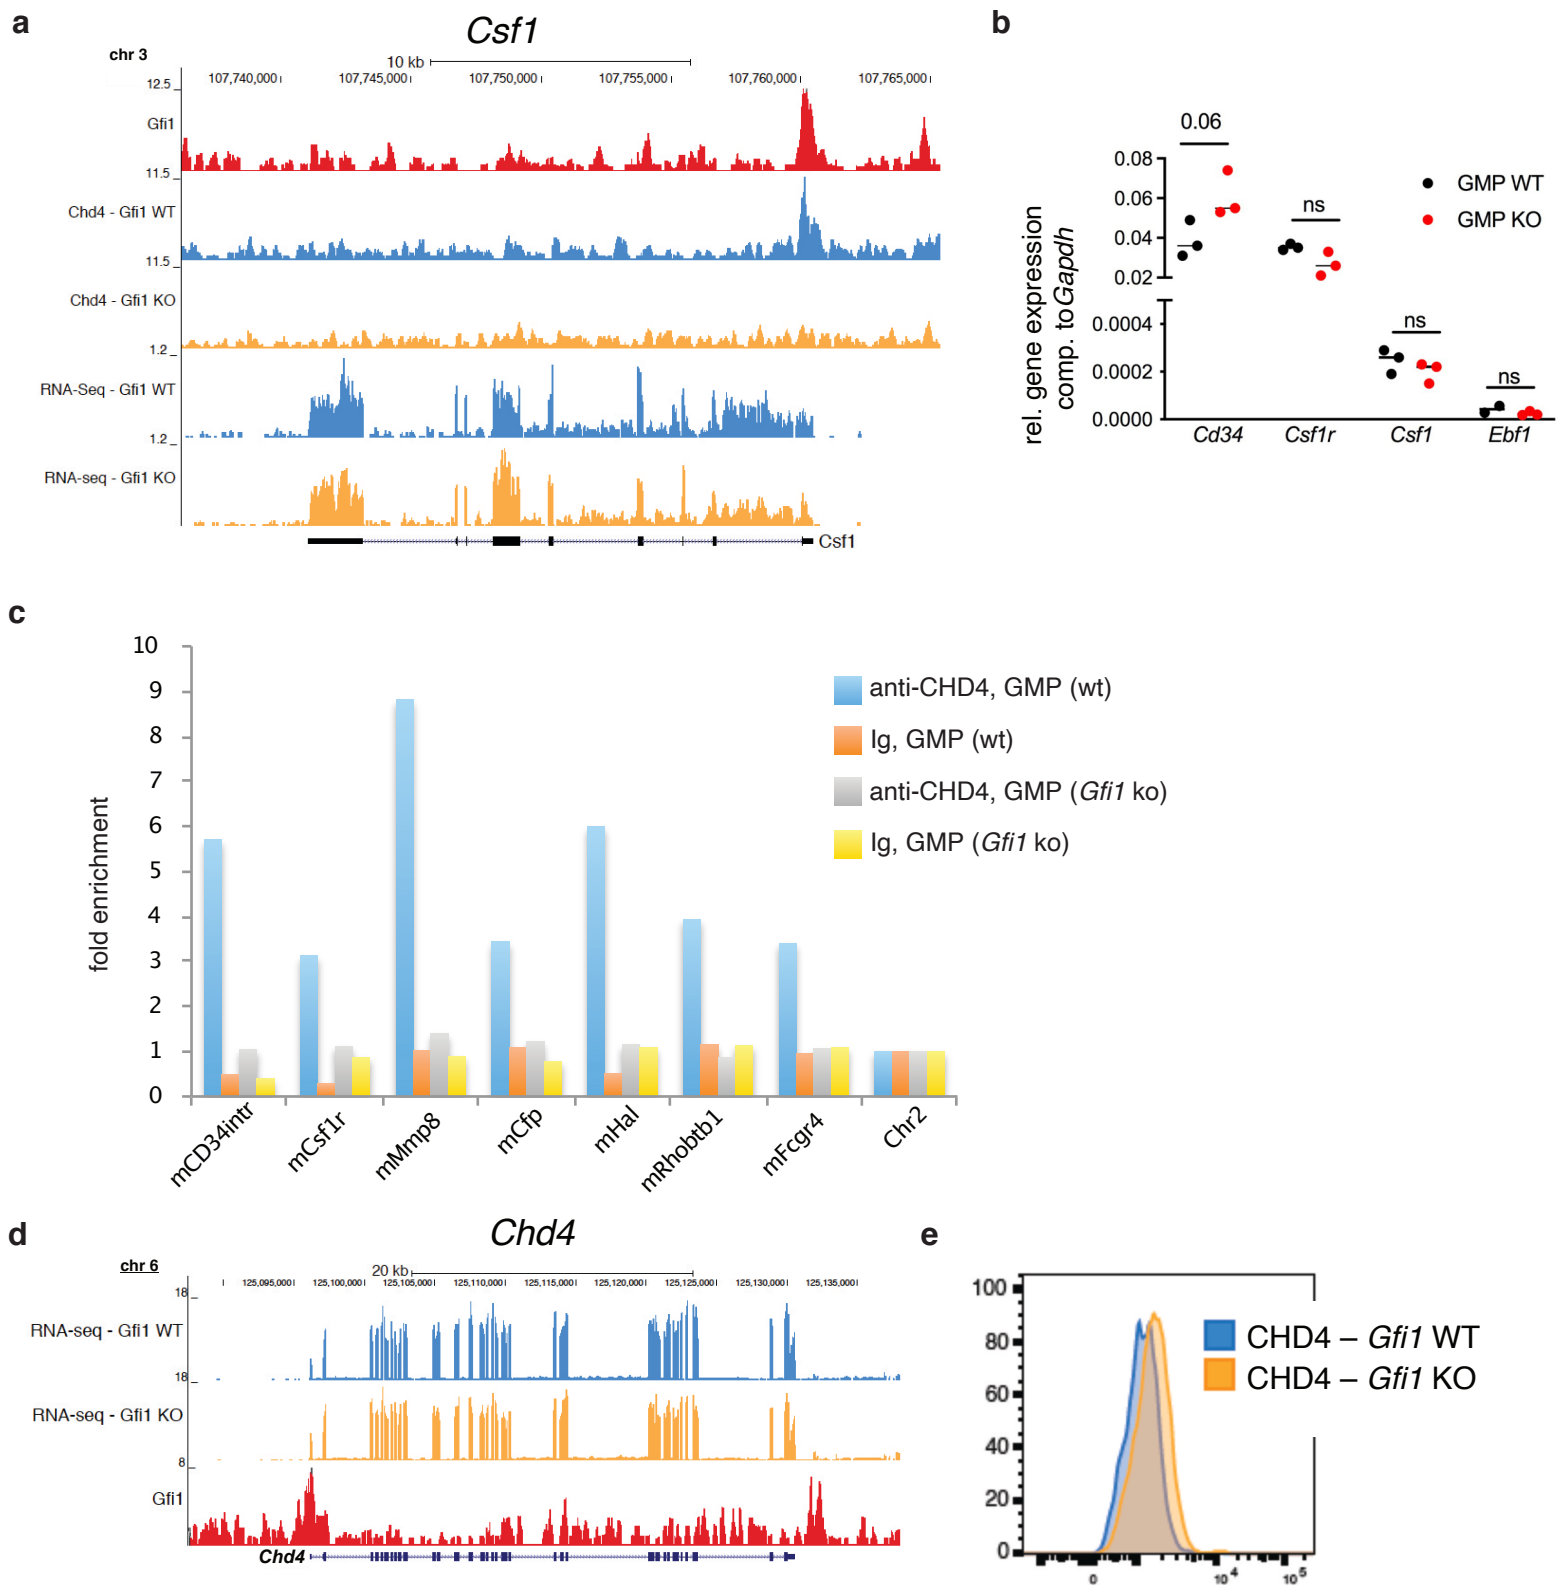

### Suppl. Figure 2:

**a)** Schematic depiction of the *Csf1* locus encoding M-CSF. Shown is the enrichment of reads after ChIP-seq with antibodies against GFI1 or CHD4 in GMPs from either WT or *Gfi1*KO mice and the enrichment of reads after an RNA-seq experiment from WT or *Gfi1* KO GMPs. The transcription start site is indicated (TSS). Annotations represent locations on the mouse genome version GRCm38 (mm10).

**b)** Expression measured by RT-QPCR of the indicated genes in GMPs from *Gfi1* wt and *Gfi1* knockout (KO) animals; (n = 3 for each genotype).

**c)** ChIP-qPCR for CHD4 in one sample of primary *Gfi1* WT and one sample of primary *Gfi1* KO GMPs of seven exemplary genes selected from the group of 841 loci where CHD4 binding was lost in the absence of GFI1.

**d)** RNA-seq profile of the *Chd4* gene in GMPs from WT or *Gfi1* KO mice. Annotations represent locations on the mouse genome version GRCm38 (mm10).

**e)** Flow cytometric profile for CHD4 (intracellular staining) in GMPs from WT or *Gfi1* KO mice.

**a**

***Gfi1* targets, upregulated in *Gfi1* KO**

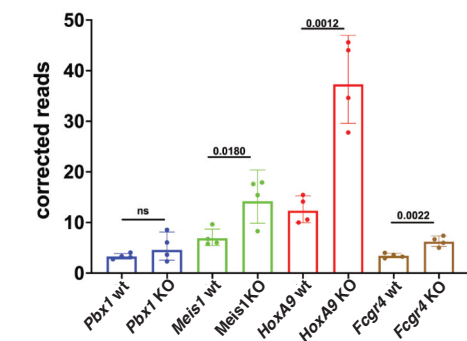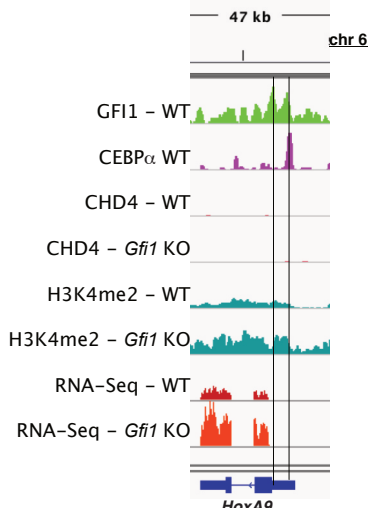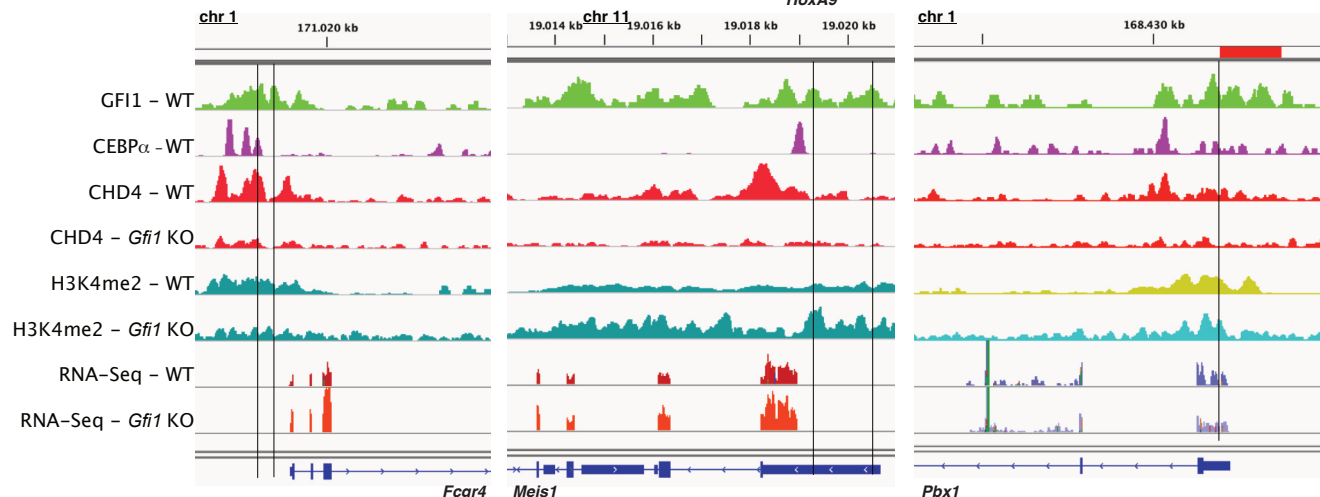

**b**

***Gfi1* targets, downregulated in *Gfi1* KO**

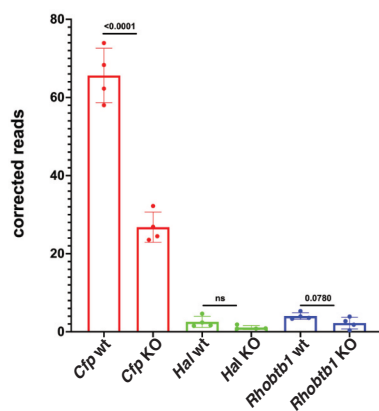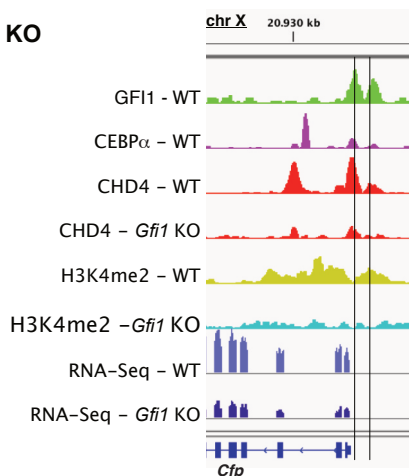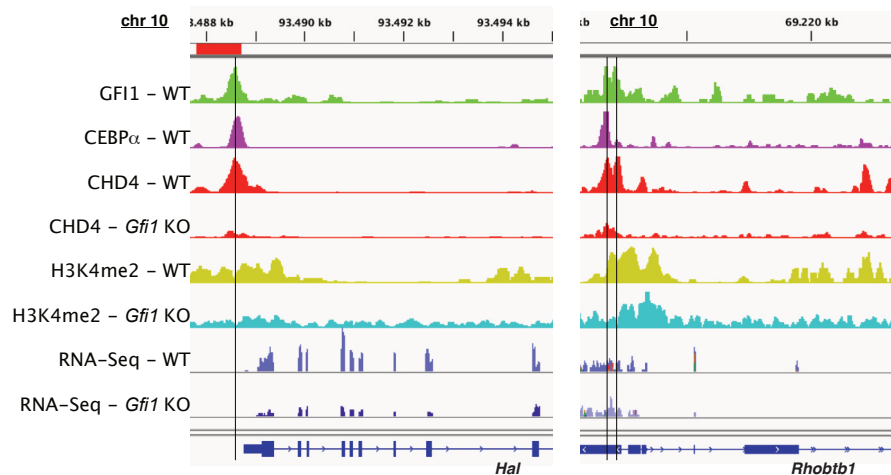

**Suppl. Figure 3**

Compilation of RNA-seq and ChIP seq data for known GFI1 target genes that are either upregulated (**a**) or downregulated (**b**) in *Gfi1* KO GMPs. RT-PCR data were compiled from four independent RNA-seq analyses performed with GMPs from wt or *Gfi1* KO animals as indicated; p-values were calculated using a t-test and are indicated. Annotations represent locations on the mouse genome version GRCm38 (mm10).

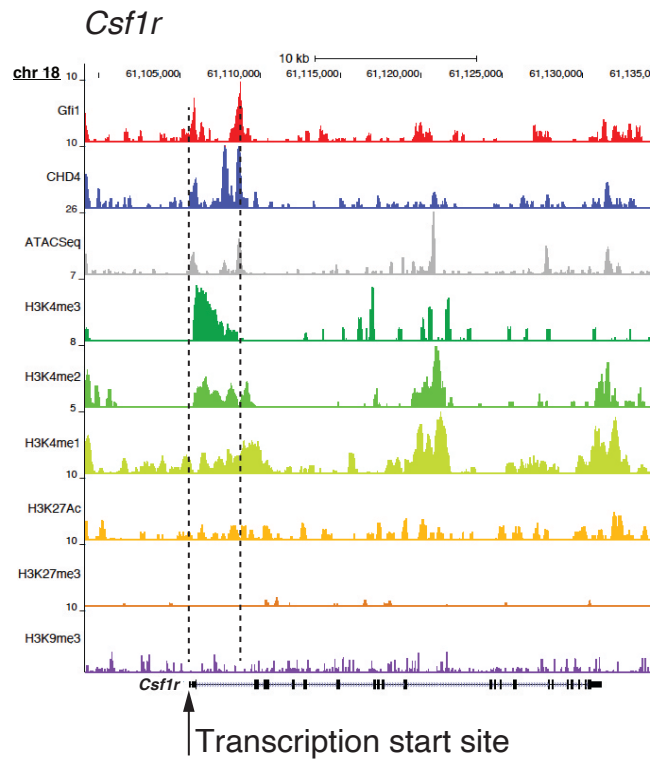

**Suppl. Figure 4**

Depiction of the ATAC-Seq and ChIP-Seq data at the GFI1 target gene *Csf1*. Indicated are the tracks corresponding to the individual experiments, the gene and the TSS. Annotations represent locations on the mouse genome version GRCm38 (mm10).

**a**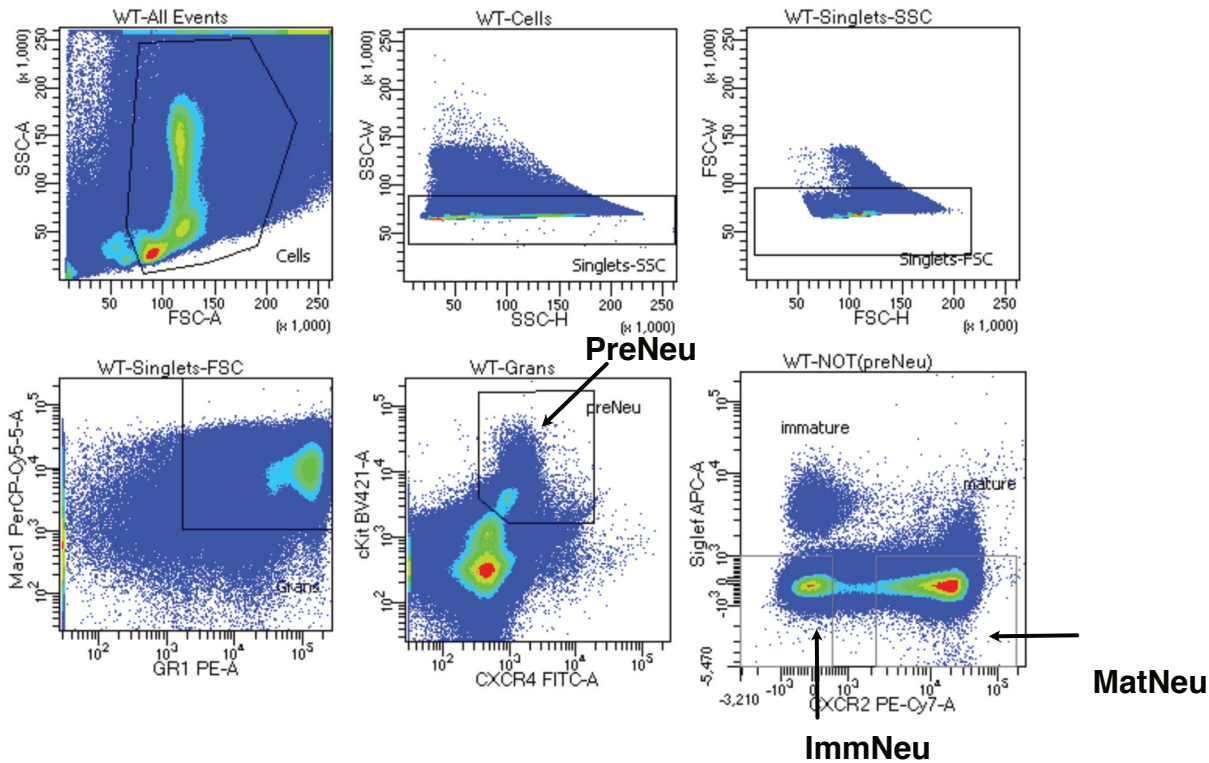**b**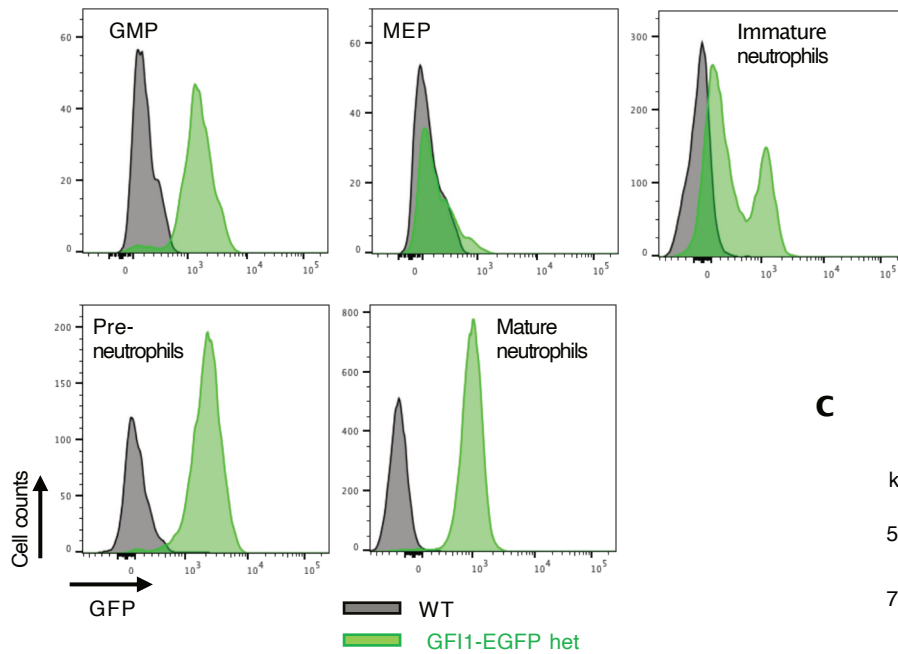**c**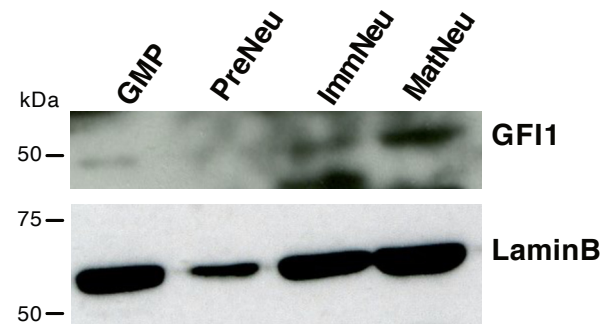**Suppl. Figure 5****Gfi1:GFP expression in cellular subsets of the neutrophil lineage**

**a)** Flow cytometric sorting strategy for pre-neutrophils (preNeu), immature Neutrophils (immatNeu) and mature Neutrophils (matNeu) cells according to the following markers: preNeu: MAC-1<sup>+</sup>GR1<sup>+</sup>cKIT<sup>+</sup>CXCR4<sup>+</sup>, immatNeu: Mac1<sup>+</sup>Gr-1<sup>+</sup>CXCR4<sup>+</sup>cKIT<sup>+</sup>SiglecF<sup>+</sup>CXCR2<sup>-</sup>, matNeu: MAC-1<sup>+</sup>GR1<sup>+</sup>CXCR4<sup>+</sup>cKit<sup>+</sup>SiglecF<sup>+</sup>CXCR2<sup>+</sup>, see Ref 44.

**b)** GFP intensity of the neutrophil lineage cell sub populations of total bone marrow from heterozygous *Gfi1*:GFP knockin mice, expressing a GFP cDNA under the control of the *Gfi1* promoter (ref 45). GMP: lin<sup>-</sup>cKIT<sup>+</sup>SCA1<sup>+</sup>CD16/32<sup>+</sup>CD34<sup>+</sup>, Pre-neutrophils: Gr-1<sup>+</sup>MAC-1<sup>+</sup>cKit<sup>+</sup>CXCR4<sup>+</sup>, immature Neutrophils: GR1<sup>+</sup>MAC-1<sup>+</sup>cKIT<sup>+</sup>CXCR4<sup>+</sup>SIGLECFCXCR2<sup>-</sup>, Mature Neutrophils: GR1<sup>+</sup>MAC-1<sup>+</sup>cKIT<sup>+</sup>CXCR4<sup>+</sup>SIGLECFCXCR2<sup>+</sup>, MEP (lin<sup>-</sup>cKIT<sup>+</sup>SCA1<sup>+</sup>CD16/32<sup>+</sup>CD34<sup>+</sup>), which do not express GFI1 (Ref 40), are used as a control.

**c)** Western blot for GFI1 and Lamin expression using nuclear extracts from the cell populations indicated in **a)**

**a**

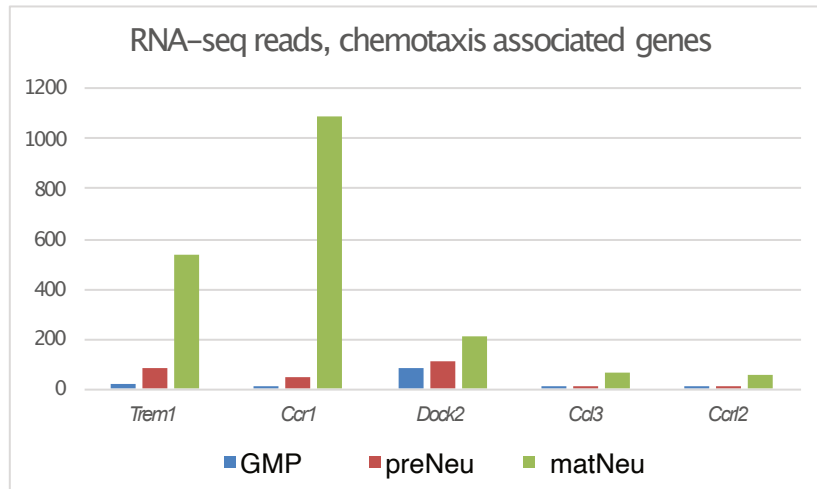

**b**

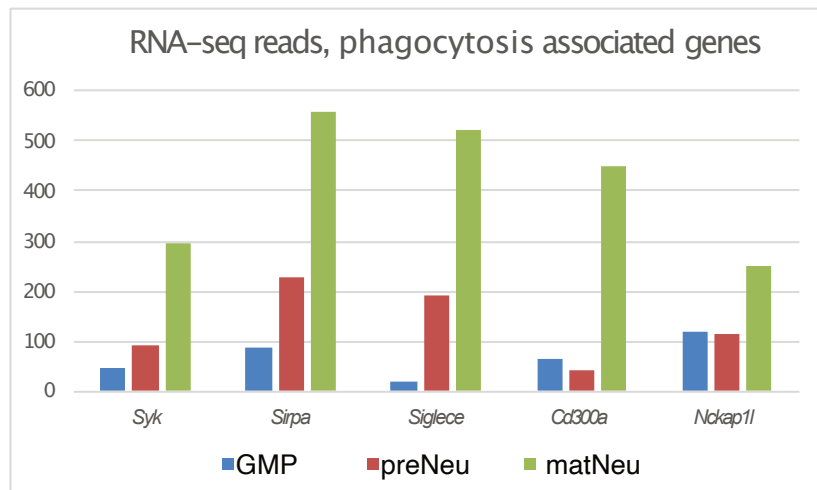

**Suppl. Fig. 6**

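The 5 genes of phagocytosis were all higher in matNeu cells than in GMPs. *Siglece* changed most, by 4.77 on the log2 scale (standard error 0.14, adjusted p = 5.95e-10 from limma), from a TPM of 18.2 ± 2.68 (SD, n = 3) in GMPs through 191 ± 14.4 (SD, n = 3) in preNeu to 520 ± 58.4 (SD, n = 3) in matNeu cells. *Cd300a*, *Sirpa* and *Syk* had log2 changes of 2.73, 2.66 and 2.58, and *Nckap1l* changed by 1.06 (standard error 0.14, adjusted p = 3.0e-05 from limma). In preNeu cells *Cd300a* was lower than in GMPs, by −0.67 on the log2 scale, and *Nckap1l* was not significantly changed, by −0.09 (adjusted p = 0.614 from limma). With the TPM values rescaled by the median ratio between libraries, the difference of *Cd300a* in preNeu cells was −0.16. For all 10 genes of chemotaxis and phagocytosis every matNeu library exceeded every GMP library (exact permutation test, two-sided p = 0.1, the smallest p that 3 libraries against 3 allow), a separation that chance gives in 10% of genes.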

**a), b)** RNA-seq normalized reads of genes associated with chemotaxis or phagocytosis according to ref. 44.

**a**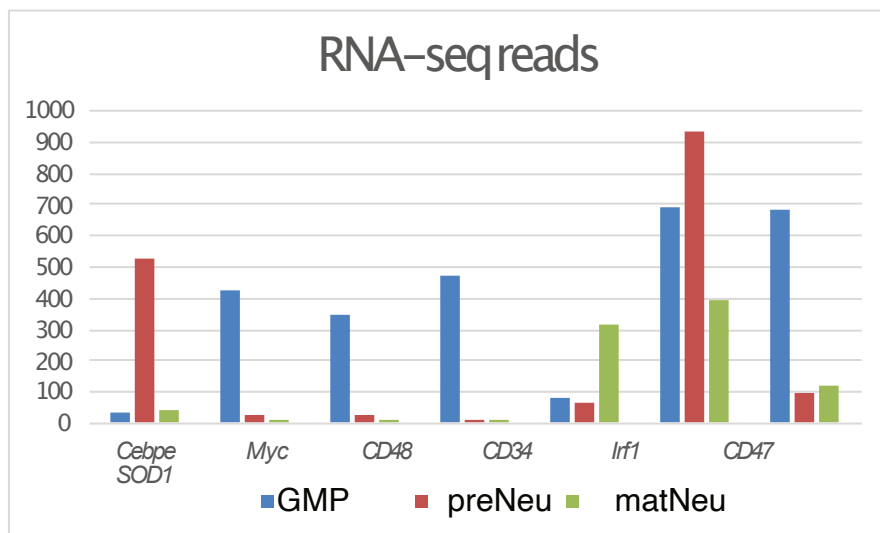**b**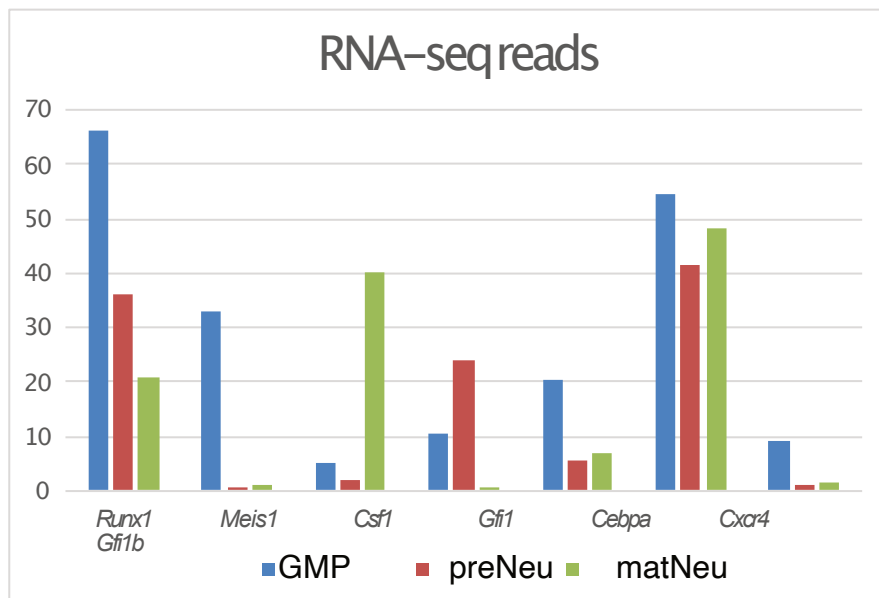**c**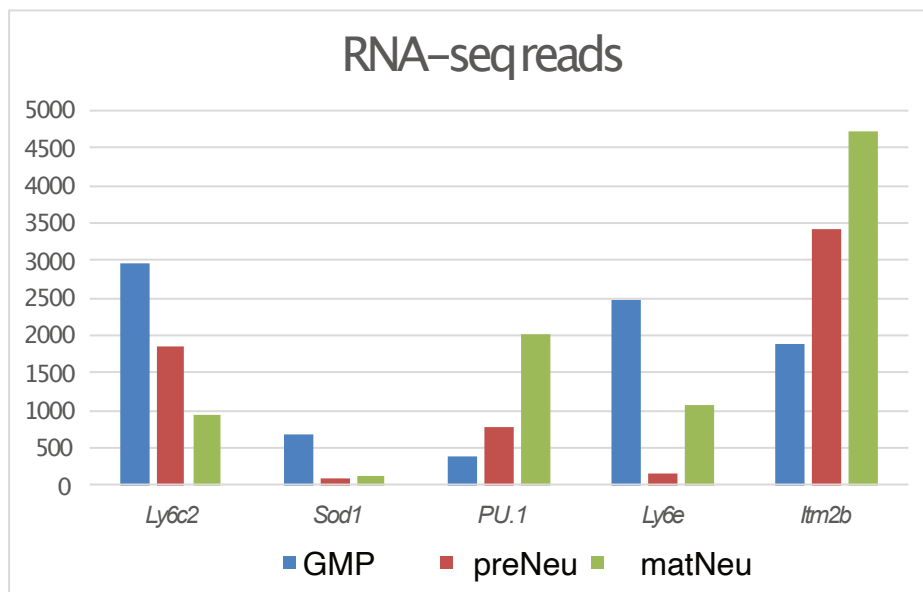**Suppl. Fig. 7**

**a) - c)** RNA-seq normalized reads of genes associated with myeloid differentiation according to Ref 44.

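Of the 18 genes plotted, 4 were higher in matNeu cells than in GMPs at an adjusted p-value under 0.05 from limma, namely *Csf1* (log2 change 2.75), *Spi1* (2.48), *Irf1* (1.99) and *Itm2b* (1.32), and 12 were lower. *Myc* fell most, by 8.37 on the log2 scale (standard error 0.23, adjusted p = 3.65e-10 from limma), from a TPM of 429 ± 39.2 (SD, n = 3) in GMPs to 25.0 ± 7.16 (SD, n = 3) in preNeu and 0.302 ± 0.194 (SD, n = 3) in matNeu cells. *Cd34* fell by 7.34, *Cd48* by 5.31 and *Meis1* by 4.21. *Cebpe* was highest in preNeu cells, with a TPM of 525 ± 79.2 (SD, n = 3) against 31.2 ± 16.3 (SD, n = 3) in GMPs and 44.3 ± 7.75 (SD, n = 3) in matNeu cells, and its log2 change of 0.61 between GMPs and matNeu cells was not significant (adjusted p = 0.103 from limma). *Cxcr4* changed by −0.18 (adjusted p = 0.286 from limma). With TPM values rescaled by the median ratio between libraries, *Cd47* went from −0.82 to 0.07, *Cxcr4* to 0.69, *Ly6e* from −1.18 to −0.29 and *Cebpe* to 1.46. *Gfi1* had a TPM of 8.01, 5.88 and 17.5 in the GMP libraries, of 20.1, 23.2 and 29.2 in the preNeu libraries, and of 0, 0 and 0.145 in the matNeu libraries. *Ly6c2* and *Ly6e* belong to a family of related genes, between which reads may have been shared. Since these profiles match those published for the same populations, the paper reasons that the sorted cells are preNeu and matNeu cells.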

**Suppl. Fig. 8**  
Whole Western  
blots for Fig.  
2a, b

CHD4/Mi-2

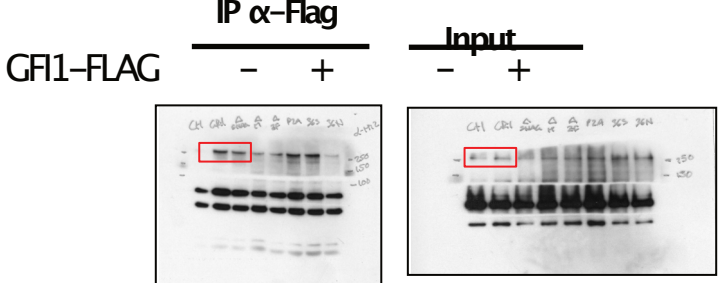

MTA2

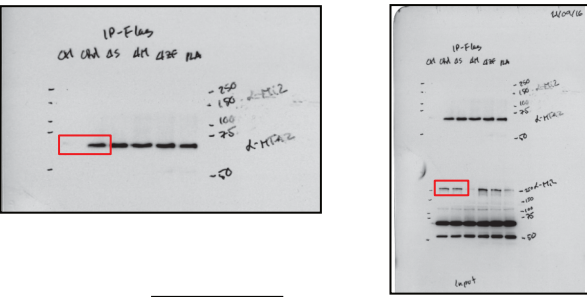

HDAC1

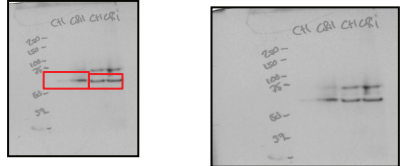

RBBP4/6

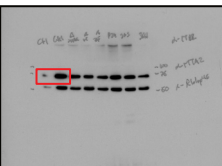

RBBP4/6

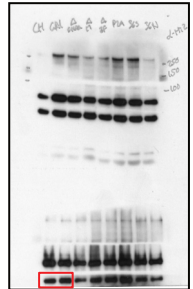

LSD1

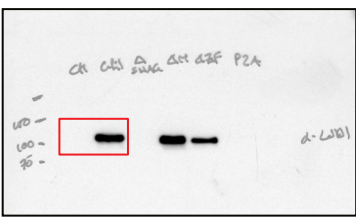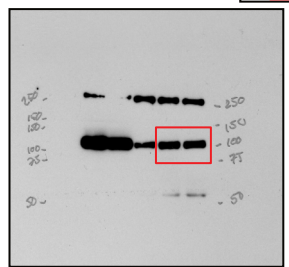

Flag

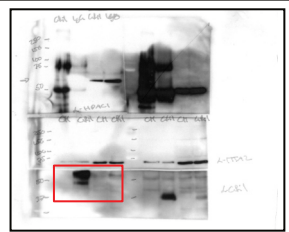

Suppl. Fig. 8  
Whole Western  
blots for Fig.  
2a, b

CHD4/Mi-2

IP  $\alpha$ -Flag      Input  
CF1B-FLAG      -      +      -      +

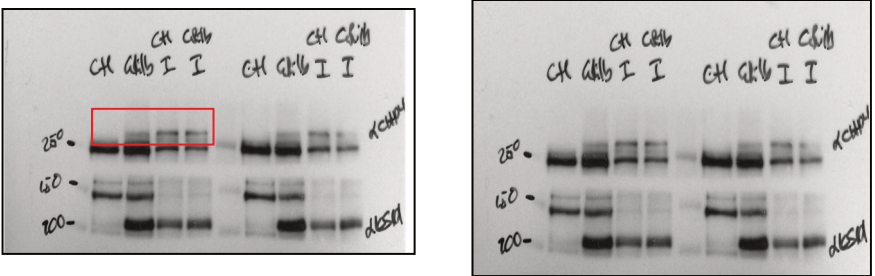

HDAC1

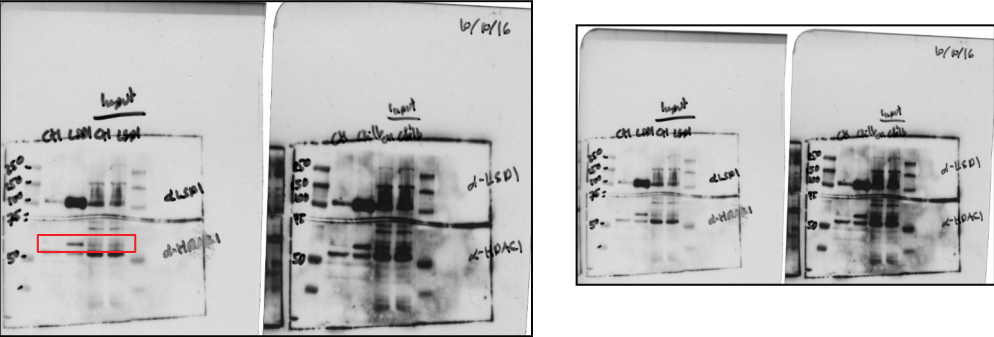

Rbbp4/6

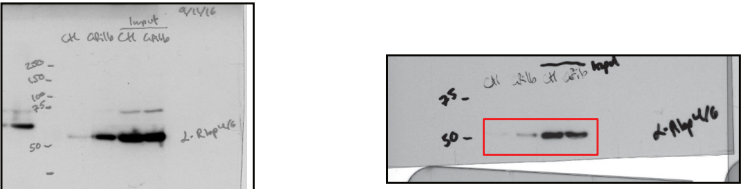

LSD1

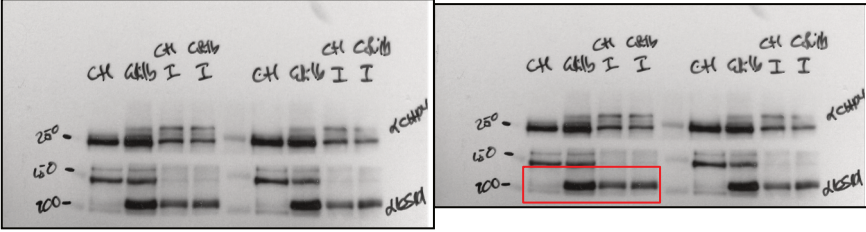

Flag

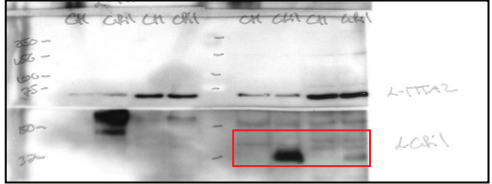

IP  $\alpha$ -Flag      Input

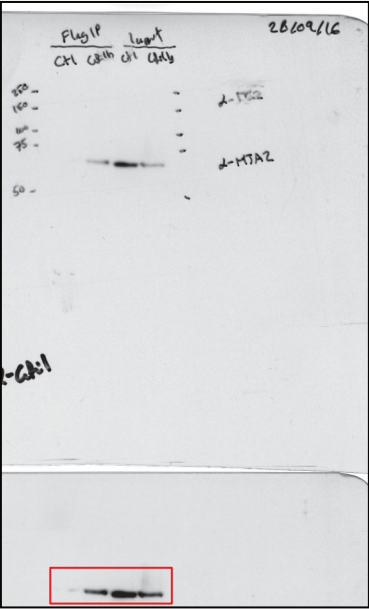

MTA2

**Suppl. Fig. 8**  
Whole Western  
blots for Fig.  
2a, b

THP1

IP      Input

GFI1 IgG   GFI1 IgG

CHD4

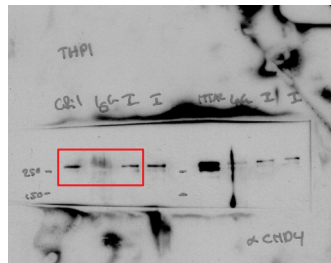

CHD4

THP1

IP      Input

MTA2 IgG   MTA2 IgG

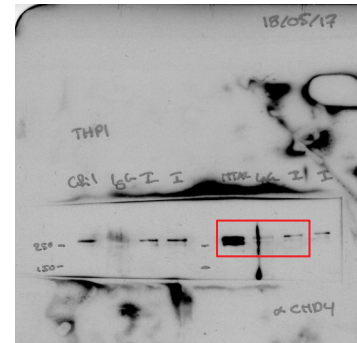

MTA2

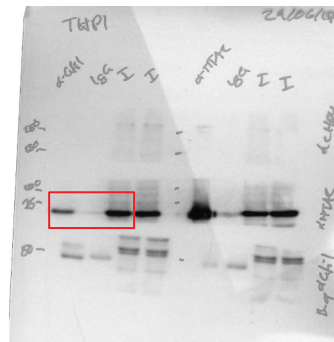

MTA2

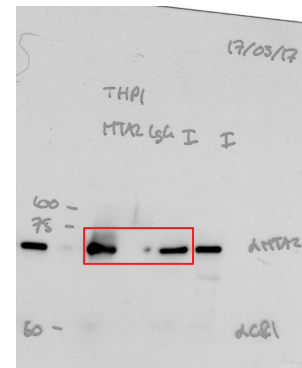

GFI1

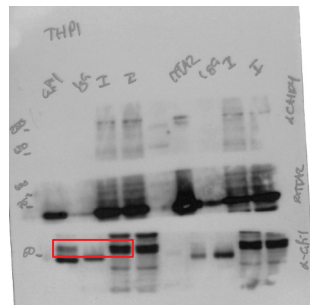

GFI1

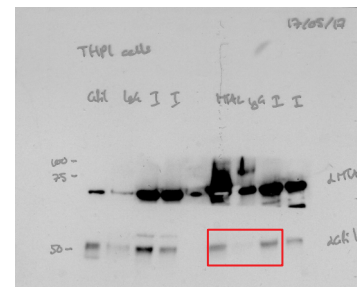

# Suppl. Fig. 8

## Whole Western blots for Fig. 2c

Control-Flag  
GF1-Flag  
GF1-DSNAC-Flag  
GF1-DM-Flag  
GF1-DZF-Flag  
GF1-N160-Flag  
GF1-ZFs-Flag

IP:  $\alpha$ -MTA2  
IB:  $\alpha$ -Flag

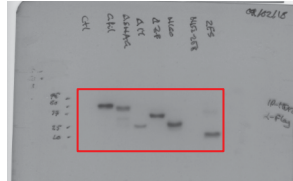

Input {  $\alpha$ -Flag  
 $\alpha$ -MTA2

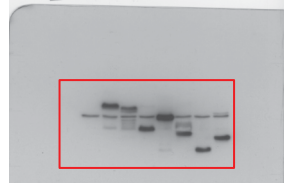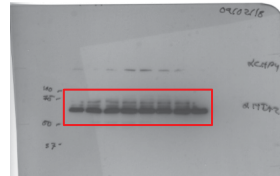

Control-Flag  
GF1-Flag  
GF1-DSNAC-Flag  
GF1-DM-Flag  
GF1-DZF-Flag  
GF1-N160-Flag  
GF1-N152-258-Flag  
GF1-ZFs-Flag

IP:  $\alpha$ -CHD4  
IB:  $\alpha$ -Flag

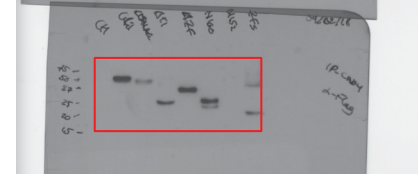

Input {  $\alpha$ -Flag  
 $\alpha$ -CHD4

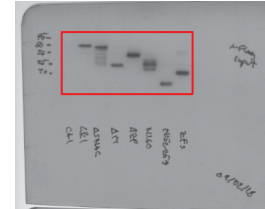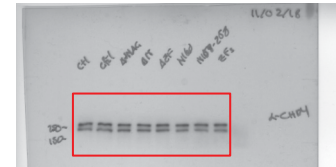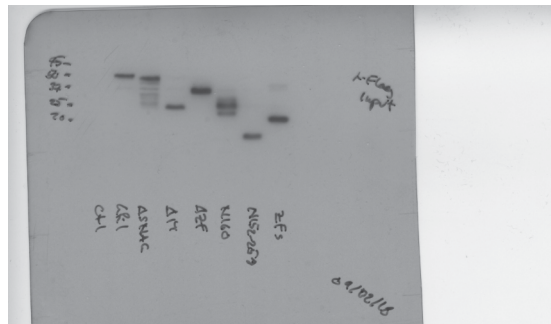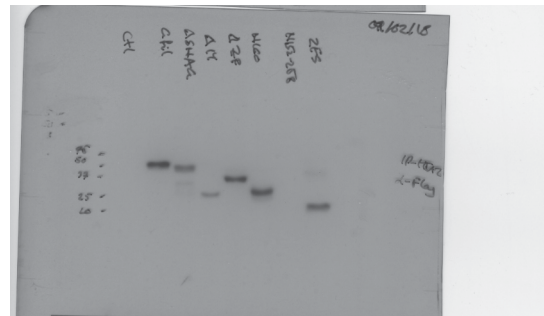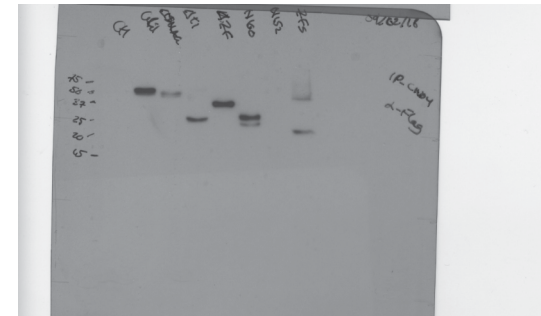

Suppl. Fig. 8  
Whole Western  
blots for Fig. 2e

GF1

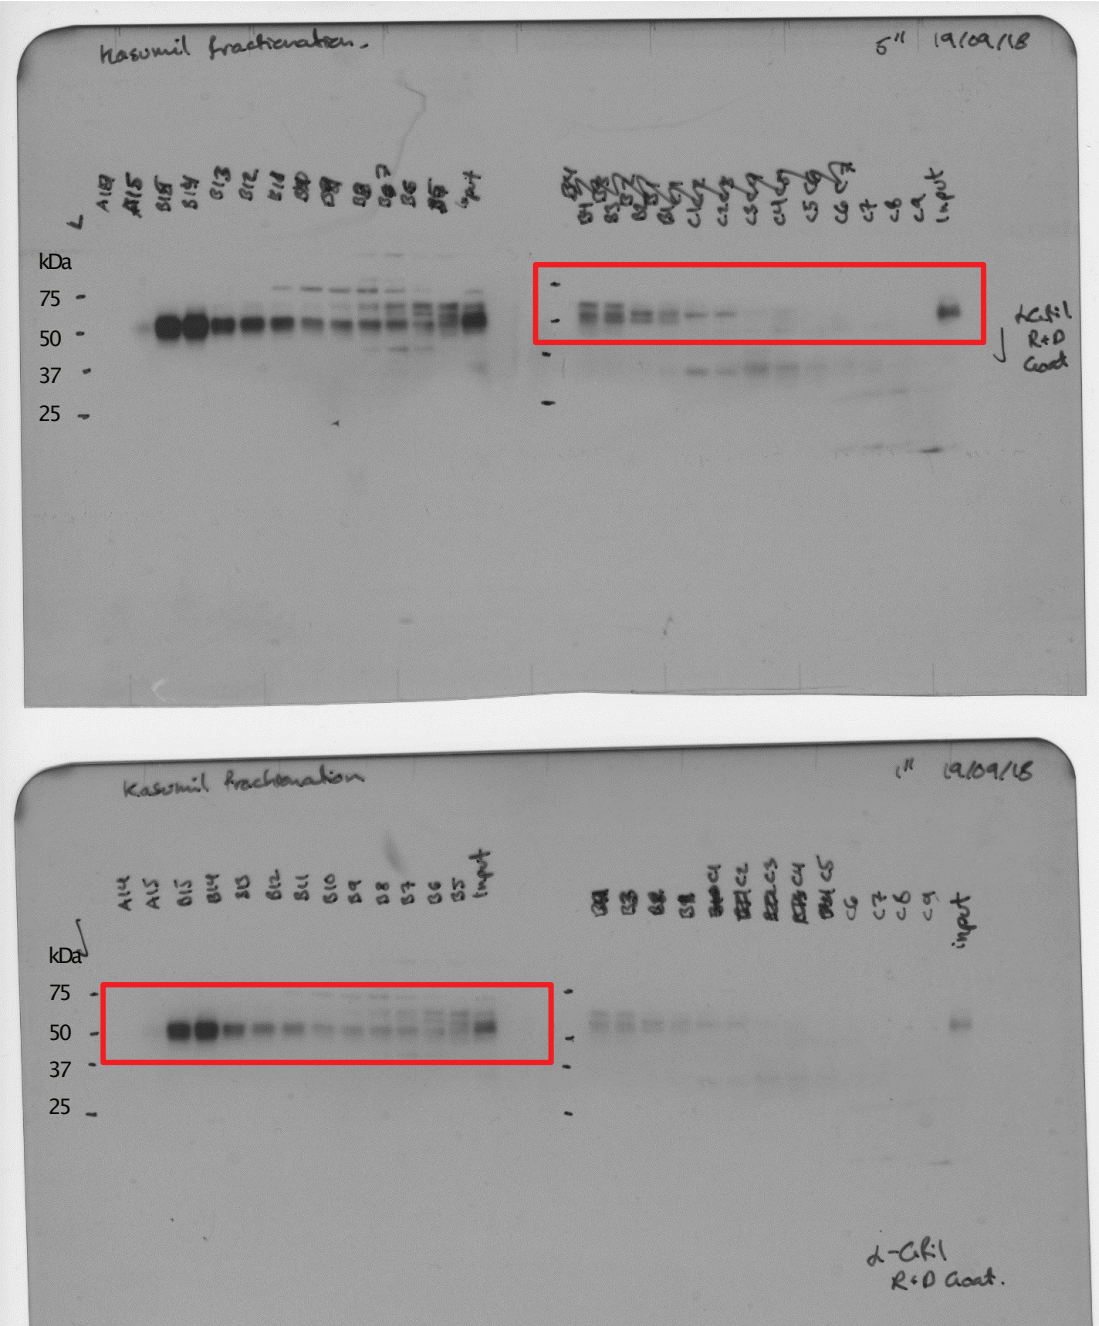

**Suppl. Fig. 8**  
Whole Western  
blots for Fig. 2e

CHD4

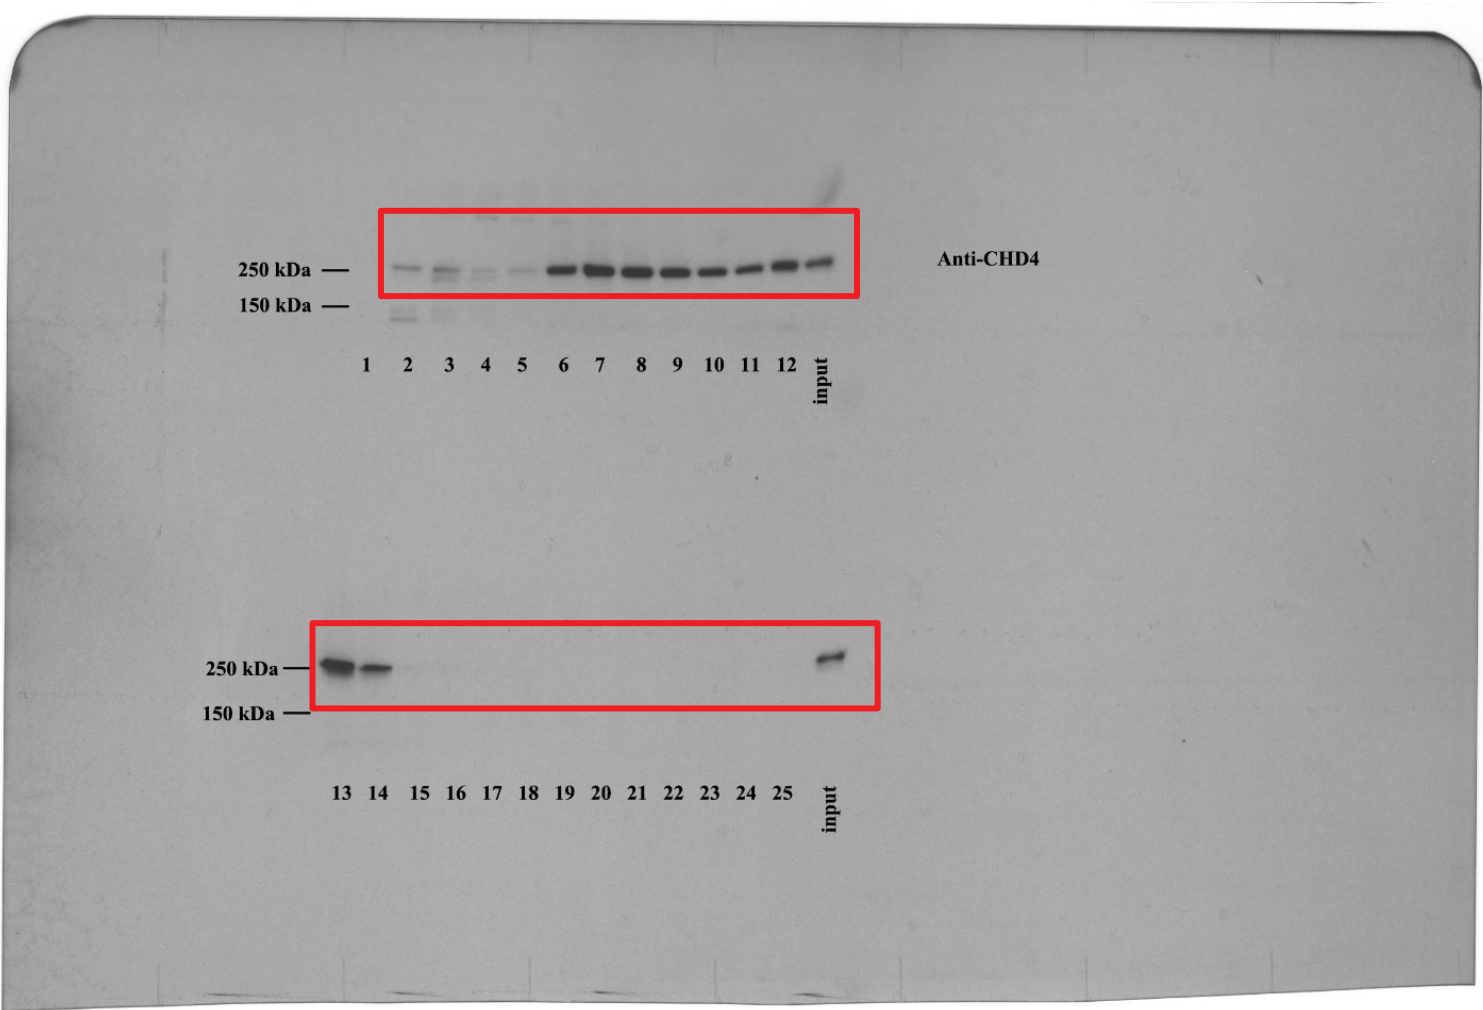

**Suppl. Fig. 8**  
Whole Western  
blots for Fig. 2e

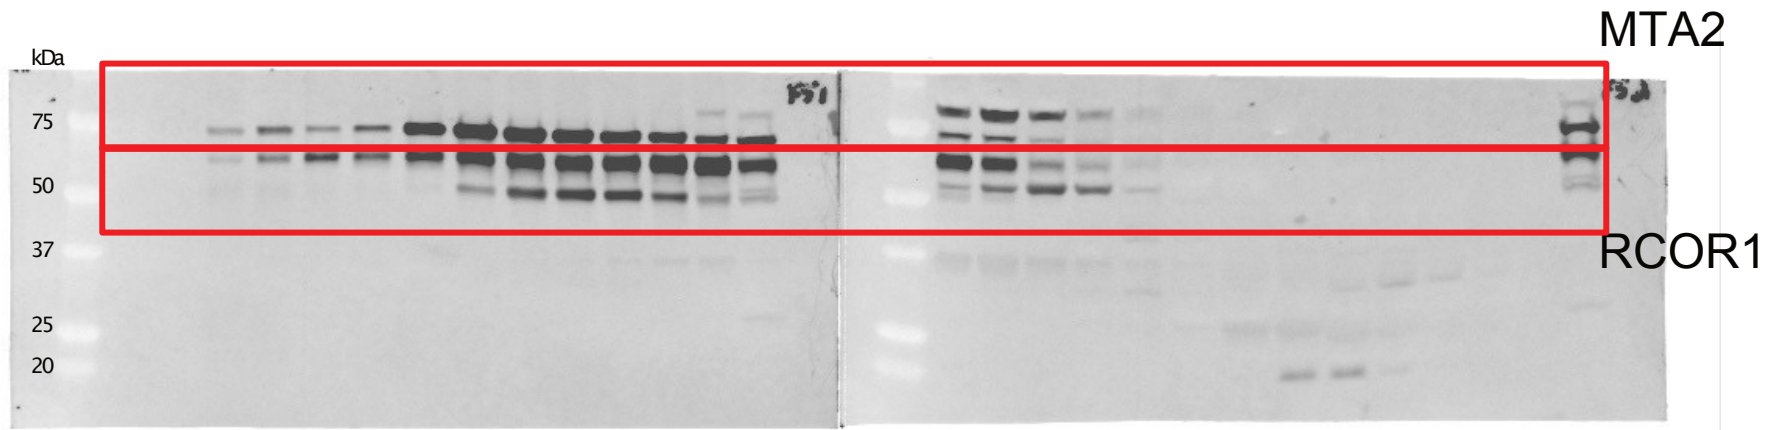

Suppl. Fig. 8  
Whole Western  
blots for Fig. 2e

LSD1

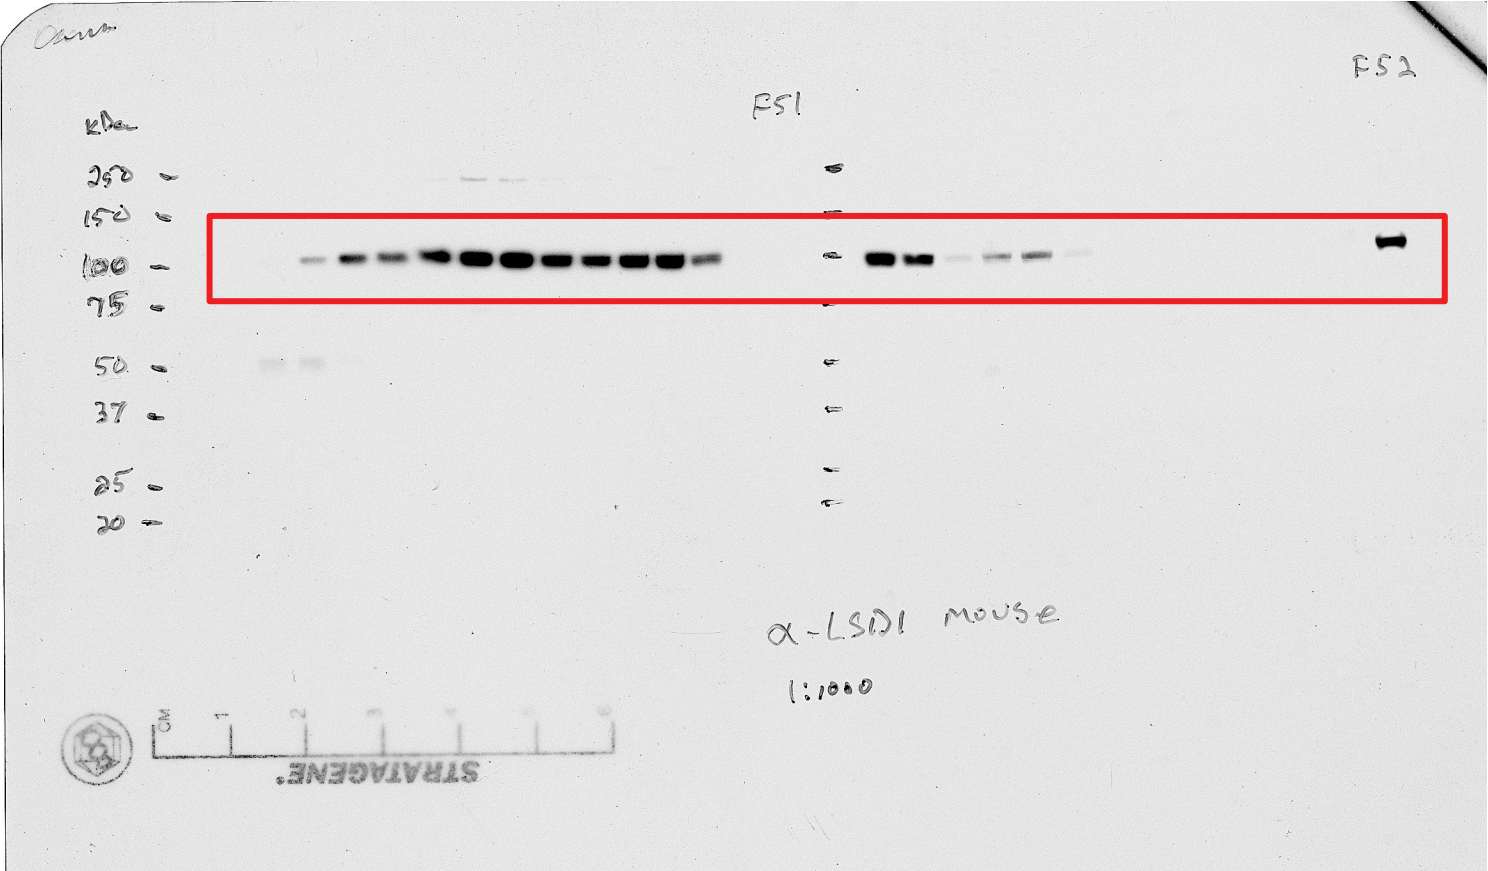

Suppl. Fig. 8

Whole Western

blots for Fig. 2f

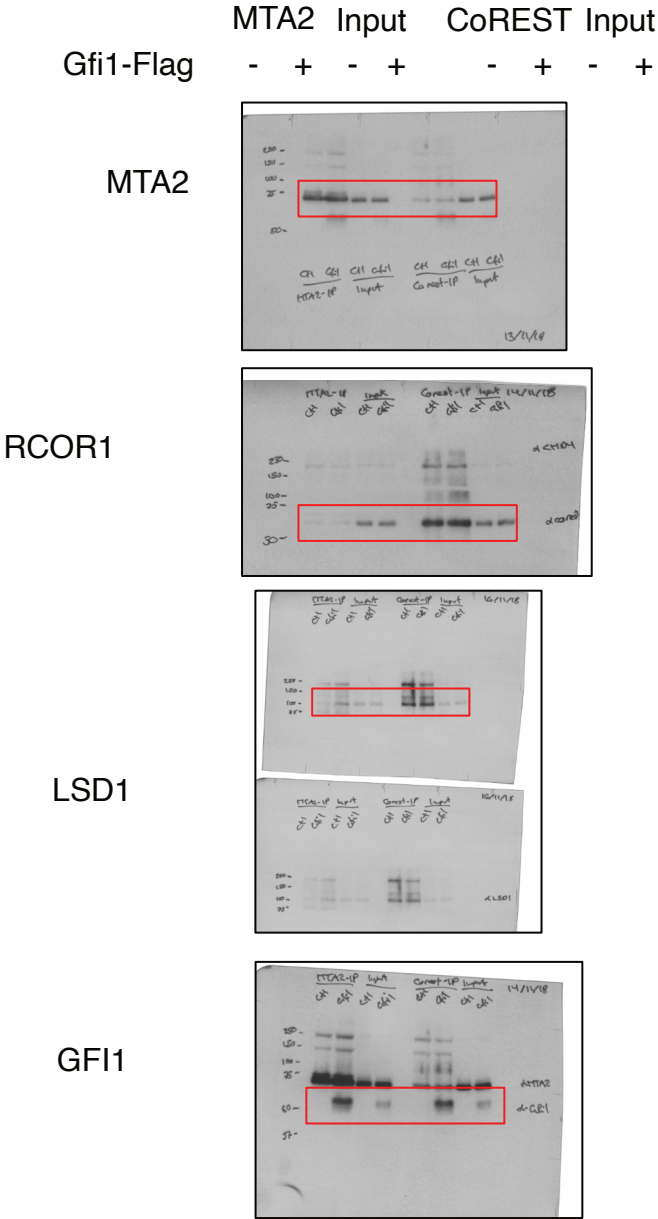

**Suppl. Fig. 9**  
Whole Western  
blots for suppl.  
Fig. 1c

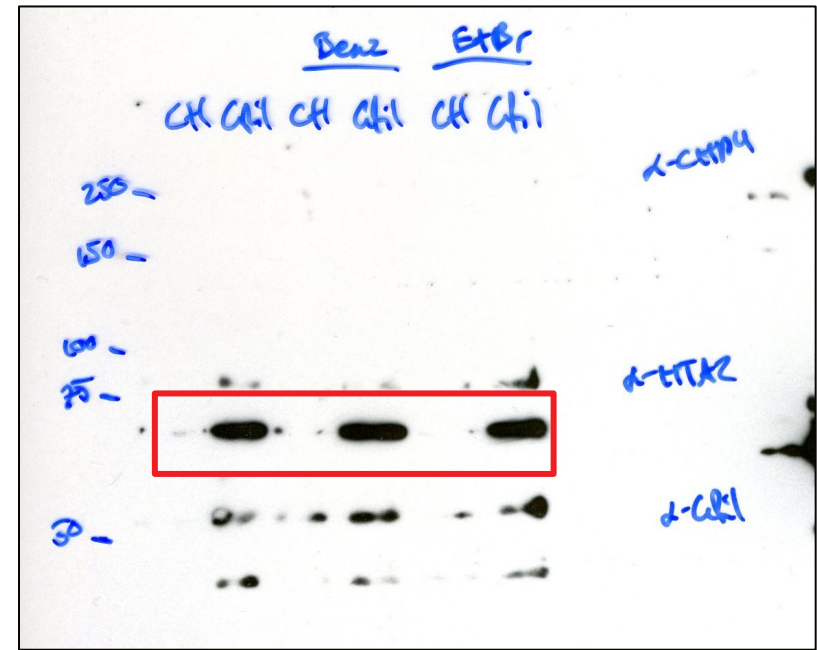

|           |   |   |   |       |   |      |  |
|-----------|---|---|---|-------|---|------|--|
|           |   |   |   | Benz. |   | EtBr |  |
| Gfi1-Flag | - | + | - | +     | - | +    |  |

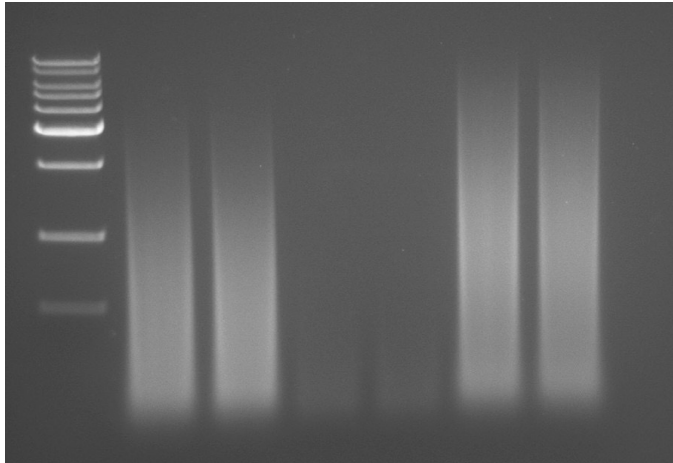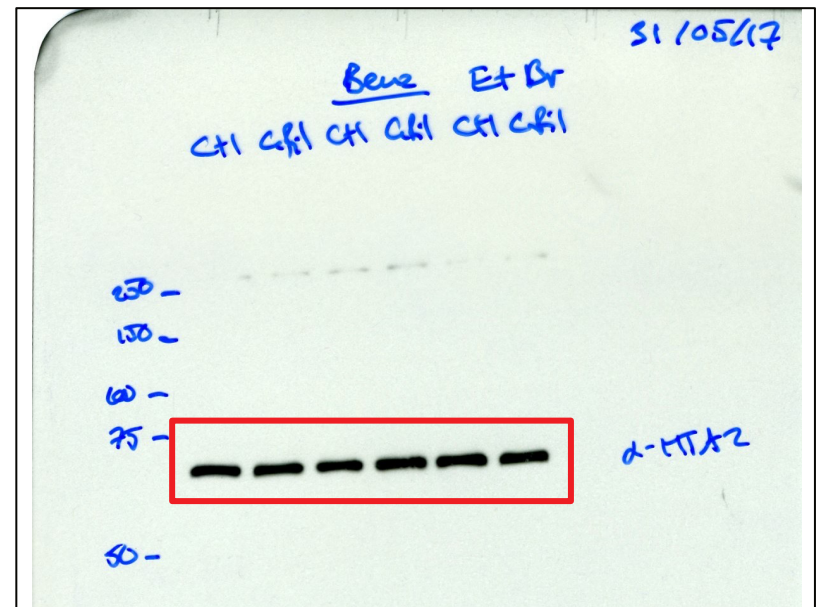

Whole Western  
blots for suppl.  
Fig. 1f

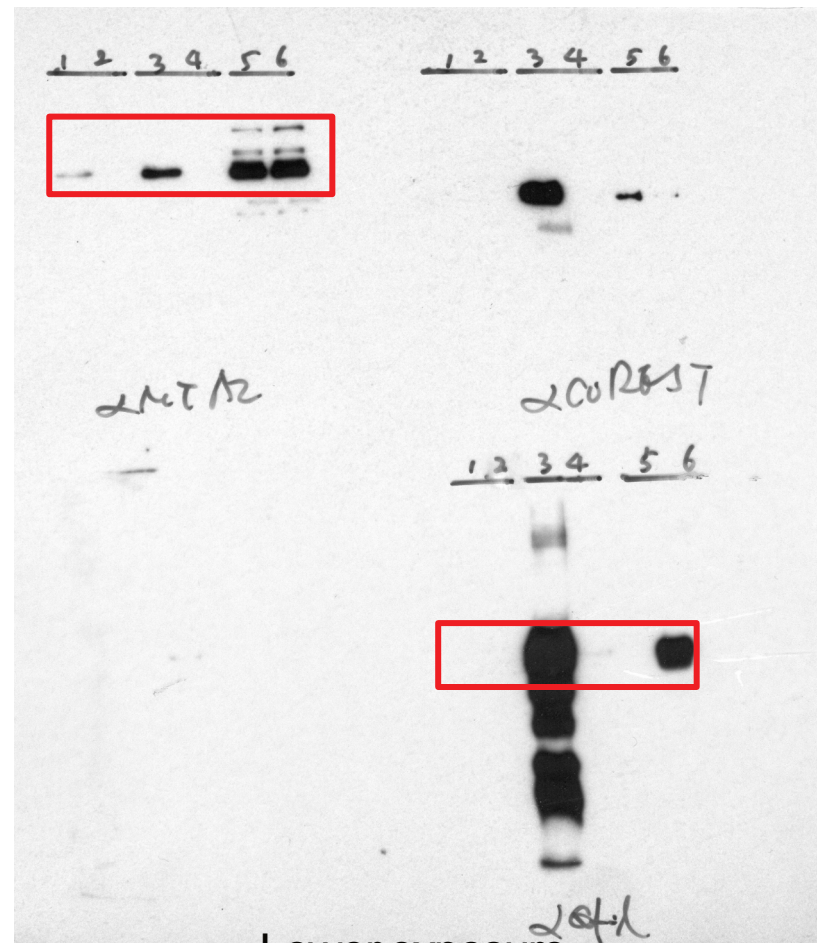

Lower exposure

## Suppl. Fig. 11

### Gating strategy for isolating GMPs from bone marrow

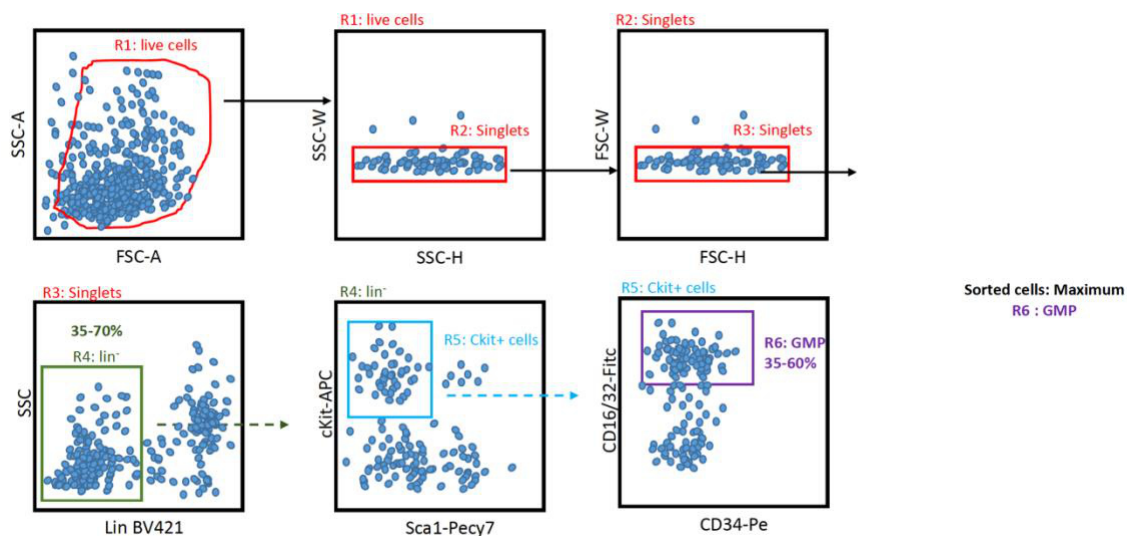

To obtain GMPs : FSC-A/SSC-A gating of bone marrow cells was done to obtain cells in gate R1; further gating through SSC-W/SSC-H and FSC-W/FSC-H to obtain singlets in gate R3 removing any non-single cells such as doublets, clumps or debris. Mouse lineage cell depletion kit (Miltenyi Biotec) was used to establish gate R4 (against SSC). Cells from R4 were gated by staining for c-KIT and SCA1 and c-KIT<sup>+</sup>, SCA1<sup>-</sup> cells were gated by staining with antibodies against CD16/32 versus CD34 to obtain gate R6, which represent GMPs.

**Suppl. Fig. 12**  
**Gating strategy for isolating**  
**preNeu and matNeu cells**  
**from bone marrow**

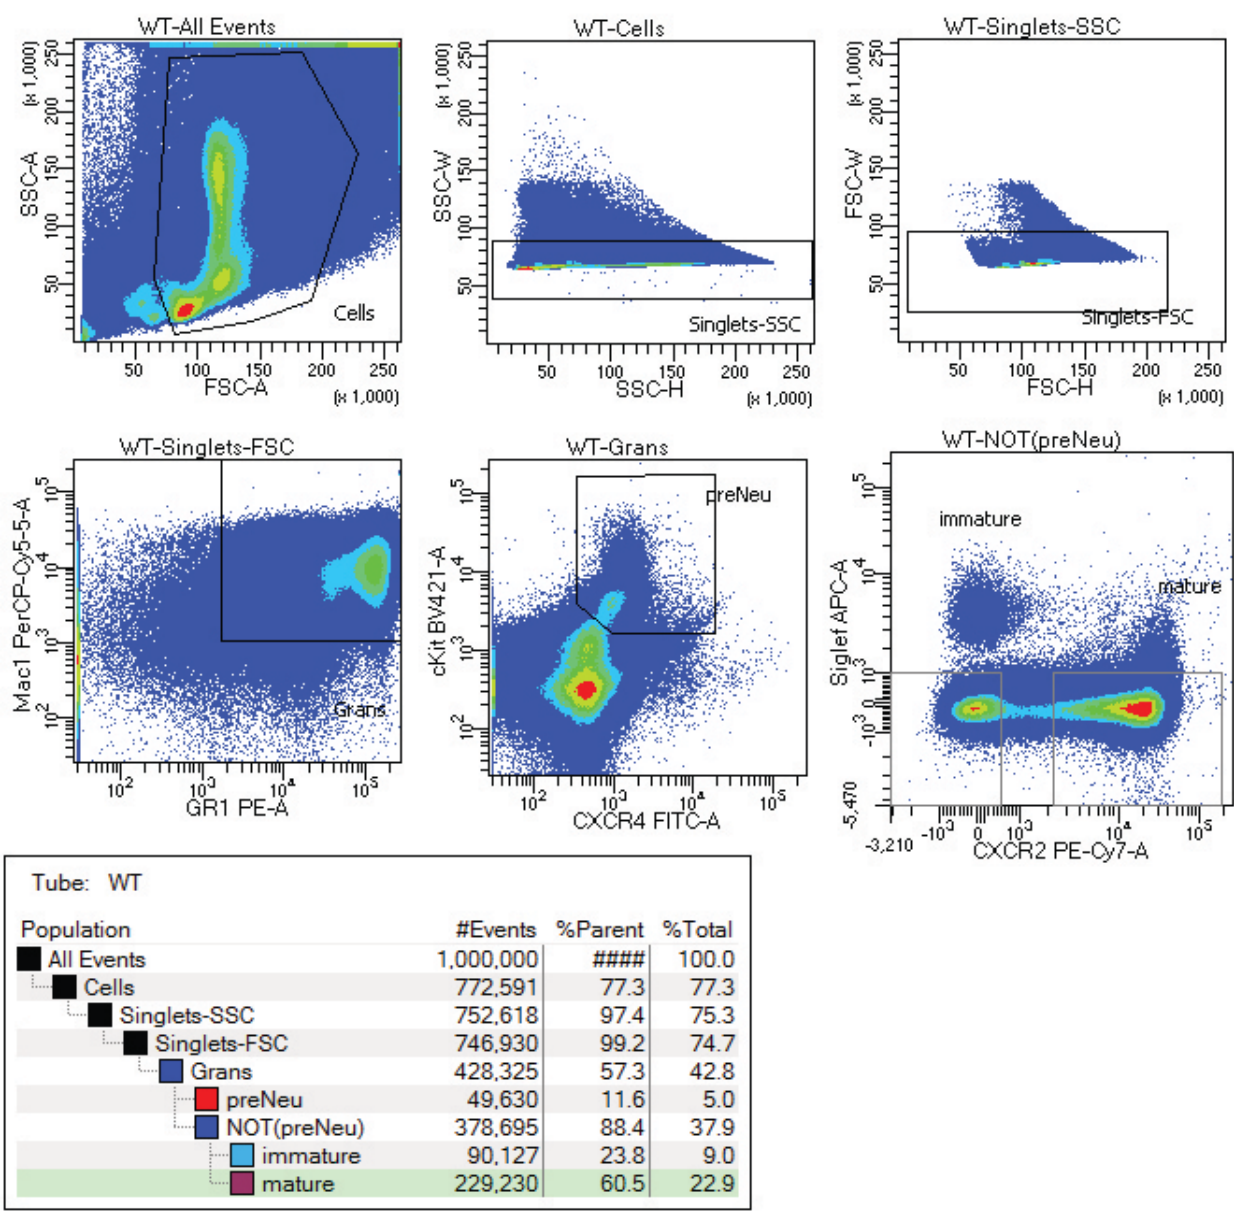

**preNeu:** 4 000 000 x 1 tube + 1 097 989 cells  
**immature:** 4 000 000 X 3 tubes + 505 870 cells  
**mature:** 4 000 000 x 6 tubes + 1 031 714 cells

To obtain pre neutrophils (PreNeu) and mature neutrophils (MatNeu): As for GMP sorting, FSC-A/SSC-A gating of bone marrow cells was done to obtain cells in gate R1; further gating through SSC-W/SSC-H and FSC-W/FSC-H to obtain singlets in gate R3 removing any non-single cells such as doublets, clumps or debris. Next, Mac-1+, Gr-1 + were gated on R3 to obtain granulocytes. This population was further gated to obtain cKIThi, CXCR4med cells and then the mature neutrophil population that is Siglec-, CXCR2+.

**Suppl. Fig. 13**  
Whole Western  
blots for suppl.  
Fig. 5b

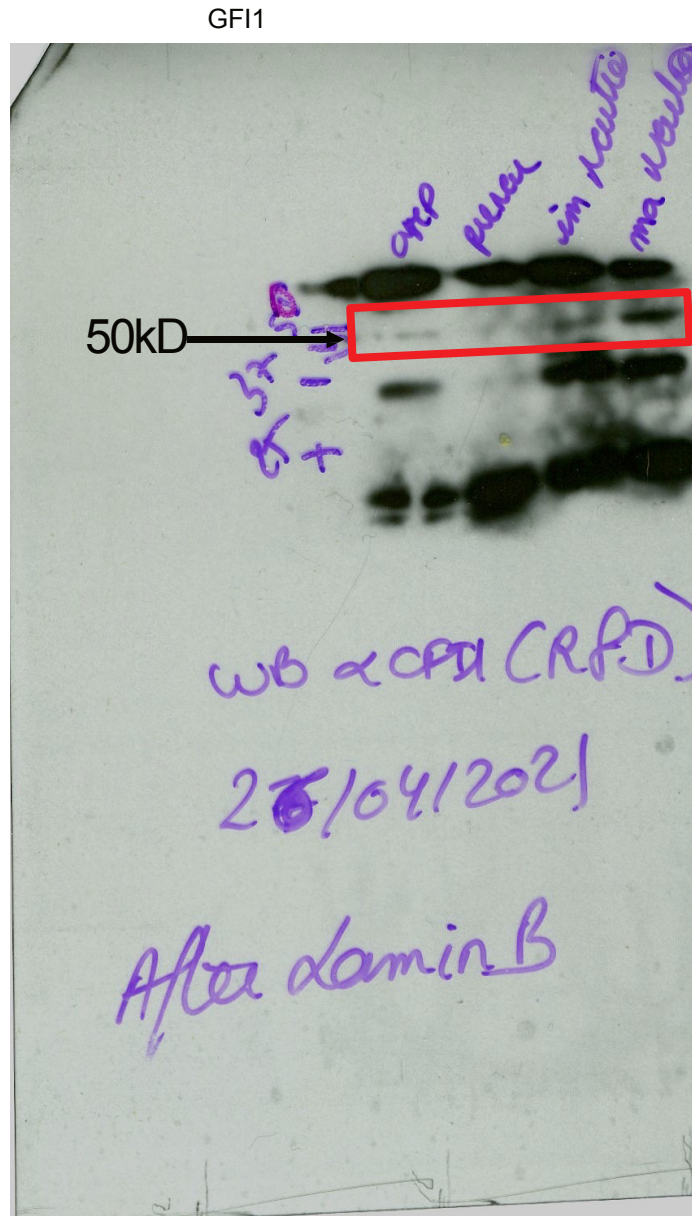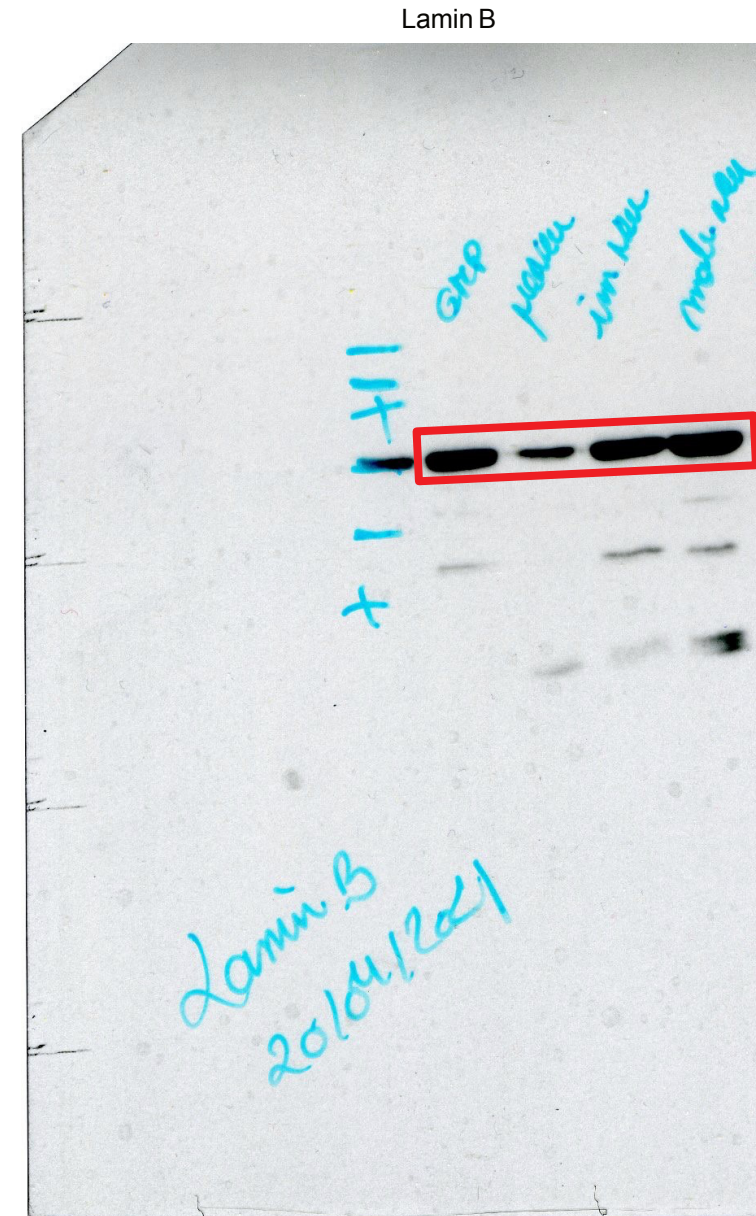

Suppl. Table 1

| group1                   | group2                   | pvalue      | fdr         |          |
|--------------------------|--------------------------|-------------|-------------|----------|
| H3K4me2_GMP_CHD4         | H3K4me2_GMP_CHD4/Gfi1    | 0,388959964 | 0,400073106 | Promoter |
| H3K4me2_GMP_CHD4         | H3K4me2_GMP_Gfi1         | 3,0832E-05  | 9,2496E-05  |          |
| H3K4me2_GMP_CHD4/Gfi1    | H3K4me2_GMP_Gfi1         | 0,00268003  | 0,004824053 |          |
| H3K4me2_PreNeu_CHD4      | H3K4me2_PreNeu_CHD4/Gfi1 | 0,024944722 | 0,029933666 |          |
| H3K4me2_PreNeu_CHD4      | H3K4me2_PreNeu_Gfi1      | 1,98228E-09 | 1,01946E-08 |          |
| H3K4me2_PreNeu_CHD4/Gfi1 | H3K4me2_PreNeu_Gfi1      | 2,88873E-07 | 1,15549E-06 |          |
| H3K4me2_MatNeu_CHD4      | H3K4me2_MatNeu_CHD4/Gfi1 | 0,00754659  | 0,012348966 |          |
| H3K4me2_MatNeu_CHD4      | H3K4me2_MatNeu_Gfi1      | 0,019114389 | 0,026466077 |          |
| H3K4me2_MatNeu_CHD4/Gfi1 | H3K4me2_MatNeu_Gfi1      | 0,000110681 | 0,000267533 |          |
| ATACSeq_GMP_CHD4         | ATACSeq_GMP_CHD4/Gfi1    | 5,45645E-05 | 0,000151102 |          |
| ATACSeq_GMP_CHD4         | ATACSeq_GMP_Gfi1         | 1,16249E-32 | 1,39499E-31 |          |
| ATACSeq_GMP_CHD4/Gfi1    | ATACSeq_GMP_Gfi1         | 0,021706006 | 0,028382655 |          |
| ATACSeq_PreNeu_CHD4      | ATACSeq_PreNeu_CHD4/Gfi1 | 0,000111472 | 0,000267533 |          |
| ATACSeq_PreNeu_CHD4      | ATACSeq_PreNeu_Gfi1      | 1,83812E-43 | 3,30862E-42 |          |
| ATACSeq_PreNeu_CHD4/Gfi1 | ATACSeq_PreNeu_Gfi1      | 0,00030706  | 0,000650244 |          |
| ATACSeq_MatNeu_CHD4      | ATACSeq_MatNeu_CHD4/Gfi1 | 0,000971985 | 0,00194397  |          |
| ATACSeq_MatNeu_CHD4      | ATACSeq_MatNeu_Gfi1      | 1,01358E-45 | 3,64888E-44 |          |
| ATACSeq_MatNeu_CHD4/Gfi1 | ATACSeq_MatNeu_Gfi1      | 2,95617E-06 | 9,67472E-06 |          |
| H3K4me2_GMP_CHD4         | H3K4me2_GMP_CHD4/Gfi1    | 0,022075398 | 0,028382655 | Enhancer |
| H3K4me2_GMP_CHD4         | H3K4me2_GMP_Gfi1         | 1,1483E-17  | 6,88981E-17 |          |
| H3K4me2_GMP_CHD4/Gfi1    | H3K4me2_GMP_Gfi1         | 0,000274254 | 0,000617071 |          |
| H3K4me2_PreNeu_CHD4      | H3K4me2_PreNeu_CHD4/Gfi1 | 0,001469442 | 0,002784206 |          |
| H3K4me2_PreNeu_CHD4      | H3K4me2_PreNeu_Gfi1      | 5,39382E-28 | 3,88355E-27 |          |
| H3K4me2_PreNeu_CHD4/Gfi1 | H3K4me2_PreNeu_Gfi1      | 1,60435E-06 | 5,77566E-06 |          |
| H3K4me2_MatNeu_CHD4      | H3K4me2_MatNeu_CHD4/Gfi1 | 0,005913535 | 0,010137489 |          |
| H3K4me2_MatNeu_CHD4      | H3K4me2_MatNeu_Gfi1      | 2,18322E-28 | 1,9649E-27  |          |
| H3K4me2_MatNeu_CHD4/Gfi1 | H3K4me2_MatNeu_Gfi1      | 1,10396E-08 | 4,96783E-08 |          |
| ATACSeq_GMP_CHD4         | ATACSeq_GMP_CHD4/Gfi1    | 0,012029081 | 0,018828127 |          |
| ATACSeq_GMP_CHD4         | ATACSeq_GMP_Gfi1         | 0,408054971 | 0,408054971 |          |
| ATACSeq_GMP_CHD4/Gfi1    | ATACSeq_GMP_Gfi1         | 0,091715442 | 0,103179872 |          |
| ATACSeq_PreNeu_CHD4      | ATACSeq_PreNeu_CHD4/Gfi1 | 0,013266204 | 0,019513086 |          |
| ATACSeq_PreNeu_CHD4      | ATACSeq_PreNeu_Gfi1      | 0,024441512 | 0,029933666 |          |
| ATACSeq_PreNeu_CHD4/Gfi1 | ATACSeq_PreNeu_Gfi1      | 0,369143642 | 0,390857973 |          |
| ATACSeq_MatNeu_CHD4      | ATACSeq_MatNeu_CHD4/Gfi1 | 0,013550754 | 0,019513086 |          |
| ATACSeq_MatNeu_CHD4      | ATACSeq_MatNeu_Gfi1      | 0,077456047 | 0,089948958 |          |
| ATACSeq_MatNeu_CHD4/Gfi1 | ATACSeq_MatNeu_Gfi1      | 0,313178777 | 0,341649574 |          |

**Supplementary Table 1**

P-values and FDR values for Metagene analysis

**Suppl. Table 2: Compilation of functional enrichment analyses using gprofiler <https://biit.cs.ut.ee/gprofiler/gost>.**

| CHD4 occupied genes:                                                                                                                                | GFI1 occupied genes:                                                                                                                                                   | CHD4 and GFI1 occupied genes:                                                                                                                                                        | CHD4 and GFI1 occupied genes:                                                                                                                                       |
|-----------------------------------------------------------------------------------------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| downregulated, Immune system process                                                                                                                | downregulated, Metabolic processes                                                                                                                                     | downregulated, Nucleosome assembly                                                                                                                                                   | downregulated, Cellular metabolic process                                                                                                                           |
| RIM38,<br>VAV3, CTSH,<br>PRKCQ,<br>INPP4B,<br>TNFAIP8,<br>ITGA4,<br>REST,<br>RAP1A,<br>PIK3R1,<br>MRC1,<br>GBP5,                                    | ERC1,<br>LARP4B,<br>MORC3,<br>MAP2K2,<br>ATXN1,<br>ANKRD13A,<br>RSF1,<br>VTI1A,<br>HERC3,<br>PIP5K1A,<br>APAF1,<br>NIPBL,<br>APLP2,<br>RIPK2, GIT2,<br>ZFP263          | Hist1h4h,<br>Hist1h3e,<br>Hist1h2bp,<br>Hist1h3a,<br>Hist1h3i,<br>Hist1h2bm,<br>Hist1h4d,<br>Hist1h4j,<br>Hist2h3c2,<br>Hist1h4k,<br>Hist1h3g,<br>Hist1h3d,<br>Hist1h1b              | VAV3, HAL, P<br>HIP, TNFRSF<br>14, TAX1BP1<br>, RAP1A, DHR<br>S3, DGLUCY,<br>RBPMS, DHX<br>8, CLTC, ENC<br>1, DSTYK, EIF<br>4A2, SGK3, E<br>TV6, RNASE4<br>, GTF2A1 |
| upregulated, Immune system process                                                                                                                  | upregulated, Metabolic processes                                                                                                                                       | upregulated, Nucleosome assembly                                                                                                                                                     | upregulated, Immune system process                                                                                                                                  |
| SIRPB1C,<br>SIRPB1A,<br>FPR2,<br>SIRPB1B,<br>CD300LD,<br>ITGAX,<br>LILRB4A,<br>CXCL2,<br>PLA2G7,<br>BST1,<br>S100A8,<br>CLEC4D,<br>WFDC17,<br>TLR13 | PROK2,<br>IERS5,<br>DUSP1,<br>GADD45G,<br>TRIB1,<br>BTG1,<br>PAPLN, ID3,<br>APOBR,<br>JUNB, BTG2,<br>ARSG, KLF6,<br>JUND,<br>PBXIP1,<br>TRP53INP2,<br>CEBPD,<br>ARID3B | Hist1h2br,<br>Hist1h2bb,<br>Hist1h3c,<br>Hist1h1c,<br>Hist1h4n,<br>Hist1h3h,<br>Hist1h4c,<br>Hist1h2be,<br>Hist1h1e,<br>Hist2h3b,<br>Hist1h3f,<br>Hist1h2bj,<br>Hist1h4i,<br>Hist4h4 | TRIM38, VA<br>V3, CTSH, PR<br>KCQ, INPP4B<br>, TNFAIP8, IT<br>GA4, REST, R<br>AP1A, PIK3R<br>1, MRC1, GB<br>P5, IL15RA, R<br>AB29, GPR18<br>, NLRC5, FZD            |

## Supplementary Table 2

Genes occupied by CHD4, GFI1 or both CHD4 and GFI1 and were up or downregulated from GMP to matNeu cells were mapped to the Gene Ontology, biological function database. Shown are the top 6 or 7 GO groups according to their adjusted p value. Below the representation of the GO pathways, a short list of examples of genes is shown.

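The 8 short lists hold 121 entries of 107 distinct genes, of which 12 are listed more than once. Of the entries 113 were tested, 95 of them (84.1%) changed from GMPs to matNeu cells in the direction under which they are listed, and 48 did so at an adjusted p-value under 0.05 from limma (47 when adjusted over the list alone). A CHD4 peak of WT GMPs lay at the promoter for 90 of the 121 entries. The 18 genes listed as downregulated under cellular metabolic process were all lower, from −0.70 to −0.01 on the log2 scale, and 5 passed, namely *Gtf2a1*, *Etv6*, *Sgk3*, *Eif4a2* and *Cltc*, which were named after their values were seen. None of the 15 tested genes listed as upregulated under immune system process for sites of both CHD4 and GFI1 was higher, with log2 changes from −0.34 to −0.02, and 11 of these 15 are also listed as downregulated for CHD4 alone, so that each counts once for and once against the listed direction. With TPM rescaled by the median ratio between libraries 58.4% of the 113 entries changed in the listed direction. Without matNeu replicate 2, 71.6% of the entries that still passed the TPM filter did so.

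**Figure D3:**
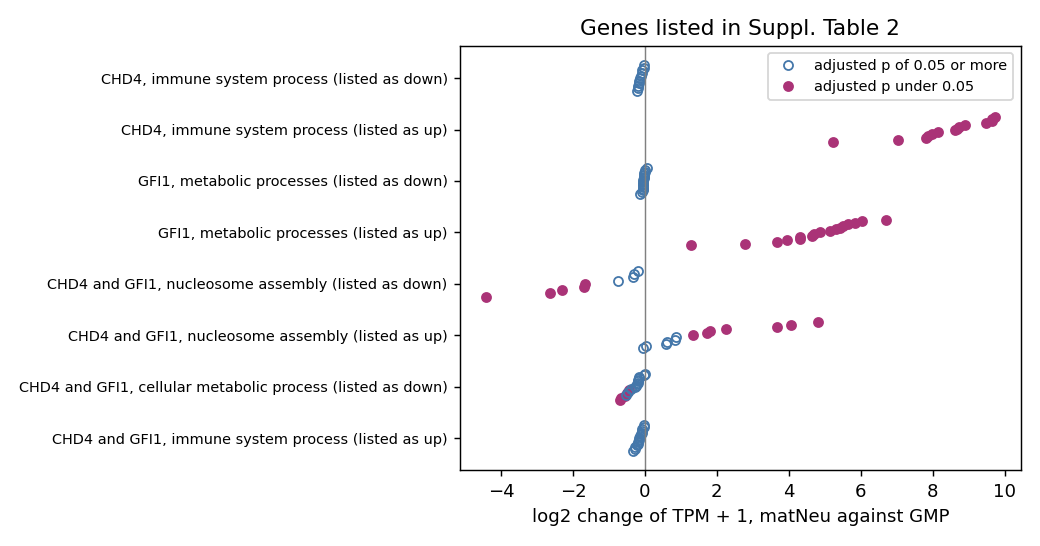
Log2 change of TPM + 1 between GMPs and matNeu cells (x axis) of each tested gene in the short lists of Suppl. Table 2, 1 line per list, filled where the adjusted p-value from limma was under 0.05. In 4 of the lists, all changes lie between −0.70 and 0.05.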

# Suppl. Table 3

## List of oligonucleotides

### Primers for CHD4CHIP-qPCR on WT and gfi1 KO GMPs

| Gene           | Forward                  | Reverse                   |
|----------------|--------------------------|---------------------------|
| CD34 promoter  | GGAGAGCCCAATATCCCCCAC    | CTGCATTCTCCTGTACCGCT      |
| CD34 intron    | AGCGACTTGTGGGACTTTGT     | GCCCTTCCTTCTGCTTTTGC      |
| Csf1r          | GTGAGAGCCCAAGTGTCGAA     | GTGTGGGCGGAAACACATTG      |
| Mmp8           | GCTTTGTTGAATGACTCCCCC    | GAGGCAACATAGCTAACCGCA     |
| Cfp            | AGGGTGACAAAGCAGCTACA     | TGGGAGGGTATGGCCTCATT      |
| Hal            | TTGCTCAACCGGTGTTTGT      | TGGTAAAACGCATCCTCTCGG     |
| Jun            | AAGAAGCTCACAAGTCCGGG     | TTGTTACCGGTCCTCTGGGT      |
| Rhobtb1        | CTCGTCTCGTTGCAGGACTA     | CTAACTTGCTCCTGTCCGC       |
| Fcgr4 enhancer | TCAAATGTACGCTAAGAAGTTGGT | TCAACCTACATTTTCTTTCAAAACG |
| Fcgr4 promoter | AGGAAACTGGTGAGATGGACT    | ACCACAGATATCCGGAACCC      |
| HOxa9          | TCATAATTTCCGCCGGTCCG     | CAGCAGGAAGGAGTCCACAT      |
| Meis1          | CCACCACTACTCCCGGTTC      | CCGTGCGTGTGTAAAGTGTG      |

### Primers for Expression analysis WT and Gfi1 KO GMPs

| Gene  | Forward              | Reverse              |
|-------|----------------------|----------------------|
| Cd34  | TGATGAACCGTCCGAGTTGG | CTTCCCAACAGCCATCAAGG |
| Csf1r | CTTGGGAGCCTGTA CTACG | CTAGCATAGCCTCGGCCTTC |
| Csf1  | CCTTCTTCGACATGGCTGGG | GTTCTGACACCTCCTTGCCA |
| Ebf1  | TGCCATCCGAGTTCAGACAC | ATCTGCCTGGTGTCCCTTTG |
| Gapdh | ACTGAGCAAGAGAGGCCCTA | TATGGGGGTCTGGGATGGAA |

### Primers for the detection of Mycoplasma contamination

|          | Forward              | Reverse              |          |
|----------|----------------------|----------------------|----------|
| Myco-5-1 | CGCCTGAGTAGTACGTTCCG | GCGGTGTGTACAAGACCCGA | Myco-3-1 |
| Myco-5-2 | CGCCTGAGTAGTACGTACGC | GCGGTGTGTACAAAACCCGA | Myco-3-2 |
| Myco-5-3 | TGCCTGAGTAGTACATTCCG | GCGGTGTGTACAAAACCCGA | Myco-3-3 |
| Myco-5-4 | TGCCTGGGTAGTACATTCCG |                      |          |
| Myco-5-5 | CGCCTGGGTAGTACATTCCG |                      |          |
| Myco-5-6 | CGCCTGAGTAGTATGCTCCG |                      |          |

## Suppl. Table 4

### List of antibodies

|                       | Name                                     | code          | company        |
|-----------------------|------------------------------------------|---------------|----------------|
| GMP                   | GranulocytesortingStreptavidin nanobeads | 480016        | Biolegend      |
|                       | Gr1-PE                                   | 553128        | BD             |
|                       | Mac1-PerCP/Cy5.5                         | 101228        | Biolegend      |
|                       | ckit-bv421                               | 105828        | Biolegend      |
|                       | cxcr4-fitc                               | 551967        | bd             |
|                       | Siglec-F-APC                             | 155508        | Biolegend      |
|                       | Cxcr2-PE/Cy7                             | 149316        | Biolegend      |
|                       | CD16/32                                  | 553144        | BD             |
|                       | Streptavidin PE-Cy5                      | 15-4317-82    | eBioscience    |
|                       | ckit-APC                                 | 105812        | Biolegend      |
|                       | CD34-PE                                  | 119308        | Biolegend      |
|                       | Sca1-PECy7                               | 558162        | BD             |
|                       |                                          |               |                |
| Lineage depletion     | CD3                                      | 51-01082J     | BD             |
|                       | CD8                                      | 100704        | Biolegend      |
|                       | CD4                                      | 100508        | Biolegend      |
|                       | B220                                     | 103204        | Biolegend      |
|                       | IgM                                      | 553406        | BD             |
|                       | Gr1                                      | 51-01212J     | BD             |
|                       | Mac1                                     | 51-01712J     | BD             |
|                       | Ter119                                   | 51-09082J     | BD             |
|                       | NK1.1                                    | 13-5941-85    | Invitrogen     |
|                       | CD5                                      | 13-0051-85    | eBioscience    |
|                       | DX5                                      | 553856        | BD             |
|                       | CD115                                    | 13-1152-82    | eBioscience    |
|                       | Sca1                                     | 553334        | BD             |
| intern. staining CHD4 | CHD4-PE                                  | NBP2-50163PE, | Novus          |
|                       |                                          |               |                |
|                       | MBD3 (C-18)                              | sc-9402       | Santa cruz     |
|                       | MBD2/3                                   | sc-271562     | Santa cruz     |
|                       | Rbap46/48                                | 4633S         | Cell signaling |
|                       | Rbap46/48                                | ab79416       | abcam          |
|                       | MTA3                                     | IM1012        | Calbiochem     |
|                       | MTA2                                     | ab8106        | abcam          |
|                       | MTA2                                     | ab50209       | abcam          |
|                       | CHD4                                     | ab70469       | abcam          |

## Suppl. Table 4 (continued)

### List of antibodies

|              |                 |                    |                          |
|--------------|-----------------|--------------------|--------------------------|
|              | CHD4/Mi2        | sc-11378           | Sanat Cruz(Discontinued) |
|              | HDAC1           | ab7028             | abcam                    |
|              | HDAC2           |                    |                          |
|              | LSD1            | ab17721            | abcam                    |
|              | CoREST          | sc-30189           | Sanat Cruz               |
| Co-IP beads  | anti-flag M2    | F1804              | Sigma                    |
|              | IgG             | PP64B              | Millipore                |
|              | IgG             | ab46540            | abcam                    |
|              | IgG             | ab18413            | abcam                    |
|              | H3 total        | ab1791             | abcam                    |
|              | H3K4me2         | ab7766             | abcam                    |
|              | H3K4me2         | 710796             | invitrogen               |
|              | H3K4me3         | ab8580             | abcam                    |
|              | H3K27ac         | ab4729             | abcam                    |
|              | H3K27me3        | 07-449             | millipore                |
|              | H3K9me3         | ab8898             | abcam                    |
| Fixing agent | FA              | F8775-25ml         | Sigma                    |
|              | DSG             | 20593              | Thermo                   |
|              | Gfi1            | singh lab          | in house                 |
|              | Gfi1            | ab21061            | abcam                    |
|              | Gfi1            | AF3540             | R&D                      |
|              | Gfi1 (B-9)      | sc-376949          | Santa Cruz               |
|              | Gfi1 (N-20)     | sc-8558            | Santa Cruz               |
|              | Gfi1 (15-8)     | sc-101053          | Santa Cruz               |
|              | Gfi1(H-200)     | sc-22796           | Santa Cruz               |
| Western kit  | 34076           | Thermo fisher      |                          |
|              | anti-mouse HRP  | 115-035-174Jackson | ImmunoResearch           |
|              | anti rabbit HRP | 211-032-171Jackson | ImmunoResearch           |
|              | anti-goat HRP   | 205-032-176Jackson | ImmunoResearch           |

## Suppl. Table 5

Samples used in experiments for Figs. 6, 7, and suppl. Figs 5–7

### In RLTbuffer for PCR

|                 |                      |
|-----------------|----------------------|
| Pre neutro KO 1 | Around 500 000 cells |
| Pre neutro KO 2 | Around 500 000 cells |

|                      |                      |
|----------------------|----------------------|
| Immature neutro KO 1 | Around 500 000 cells |
| Immature neutro KO 2 | Around 500 000 cells |
| Immature neutro KO 3 | Around 500 000 cells |

|                 |                      |
|-----------------|----------------------|
| Pre neutro WT 1 | Around 500 000 cells |
| Pre neutro WT 2 | Around 500 000 cells |

|                      |                      |
|----------------------|----------------------|
| Immature neutro WT 1 | Around 500 000 cells |
| Immature neutro WT 2 | Around 500 000 cells |
| Immature neutro WT 3 | Around 500 000 cells |

|                    |                      |
|--------------------|----------------------|
| Mature neutro WT 1 | Around 500 000 cells |
| Mature neutro WT 2 | Around 500 000 cells |
| Mature neutro WT 3 | Around 500 000 cells |

### Cytoplasmic and Nuclear protein extracts

|                      |                             |
|----------------------|-----------------------------|
| Pre neutro WT 1      | around 8 millions of cells  |
| Immature neutro WT 1 | around 12 millions of cells |
| Mature neutro WT 1   | around 25 millions of cells |

|                    |                   |
|--------------------|-------------------|
| Immature Neutro KO | around 8 millions |
|--------------------|-------------------|

# Supplementary material for: GFI1 tethers the NuRD complex to open and transcriptionally active chromatin in myeloid progenitors
**Source:** Commun Biol. 2021 Dec 2;4:1356. doi: 10.1038/s42003-021-02889-2
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**File name:** Supplementary Data 1.

**Description:** Unfiltered SAINT result of the GFI1\_WT, GFI1\_DeltaSNAG and GFI1B BioID data.

**File name:** Supplementary Data 2.

**Description:** GO term analyses including biological processes using KEGG and CORUM databases.

How the deposited data were processed for this re-analysis (not part of the article)

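The data were CHD4 ChIP-seq of WT and *Gfi1*-/- GMPs, H3K4me2 ChIP-seq of GMP, preNeu and matNeu cells, ATAC-seq of preNeu and matNeu cells, each with 1 library, and RNA-seq of GMP, preNeu and matNeu cells with 3 libraries each, all from mice. Samples were grouped by their titles. The labels give the cell type in 2 places, which differ for 13 of the 18 samples, and the paper's description of the ChIP-seq and ATAC-seq experiments matches the titles. No column of the expression table was left unused (0 columns).

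The authors deposited peak lists with a fold enrichment of each peak over its background, a linear ratio, as their peak caller gave it. The −log10 q-value of each peak is likewise the authors' value. The score that the authors deposited for each peak is as their peak caller wrote it, 10 times the −log10 q-value as a whole number, and was not used. The peak caller, its threshold and the read depth are not stated in the text that was searched, so that the depth behind each peak is unknown. Every value of a peak was used only to describe, rank or filter peaks within its own list. The lists for CHD4, H3K4me2 and ATAC-seq fit the chromosome lengths of GRCm38. The lists for GFI1 and H3K4me3 have peaks beyond the ends of these chromosomes and were not used, and results that need them, among them the classes of sites by GFI1 occupation, H3K4me3 at promoters and motifs by class, were not run. In their place CHD4 sites were compared with other sites. The ATAC-seq lists of preNeu and matNeu cells were identical and were used as 1 list.

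The authors deposited RNA-seq as TPM per gene and library. The methods of the paper describe counting with HTSeq and DESeq, but how TPM was computed is not stated there, and TPM keeps no depth. A count test was therefore not used.

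Peak lists were read with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and sequences were taken from GRCm38 with samtools 1.23.1. Plots were drawn with matplotlib 3.10.9. Sites were called shared when they overlapped by at least 1 bp. Promoters ran from 2 kb upstream to 500 bp downstream of the TSS in the GENCODE M21 annotation, as the paper defines them. Where promoters were counted by CHD4 occupation, all TSSs of a gene were counted as 1 promoter. Shares carry 95% Wilson intervals, and differences of shares intervals by Newcombe's method, which cover counting error only and not the variation between animals or libraries. The intervals of differences take the shares as independent, also where both are over the same promoters. No p-value was computed across sites. Sequence cores were searched on both strands in windows of 200 bp around CHD4 summits (AAATCA for GFI1, GAAANNGAAA for IRF factors and GAGGAAGT for SPI1), beside windows 1000 bp downstream. Primer pairs of Suppl. Table 3 were located by exact match to GRCm38, and those without a match were left out.

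Expression was analysed with limma 3.58.1 in R 4.3.3 on log2(TPM + 1), over genes with at least 1 TPM in at least 3 libraries, with cell type as the only term, a trend in the variance and p-values adjusted by Benjamini and Hochberg at 0.05. Gene sets were tested by camera with a preset correlation of 0.01, with an estimated correlation as a check, and by fry, which tests the changes of the set against 0 and not against other genes. The fit was tested on simulated data for matNeu cells against GMPs over 13061 genes, where it recovered 134 of 200 changed genes and made 7 false calls among 141. In the real comparison 10041 genes were called and the median log2 change was −0.92. The simulation had far fewer changed genes and no shift over all genes, so these rates need not hold for the real data. With 3 libraries against 3, an exact permutation test cannot give a p-value under 0.1.

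The genes named in the text were chosen by a rule: every gene of Suppl. Figs. 6 and 7, every mouse gene the text names for these cells, the ChIP-qPCR loci, the NuRD genes, *Kdm1a* and *Rcor1*, the genes of Suppl. Table 2 as tallies, and the 3 genes with the largest change each way between matNeu cells and GMPs. The rule, the tests and most alternatives were fixed before the data were examined. The alternatives were a −log10 q-value of at least 5, lists of the length the paper reports, an overlap of at least 50% of the shorter peak, summits within 200 bp, promoters of 1 kb on either side of the TSS, equal numbers of H3K4me2 peaks, motif windows of 100 bp, a pseudocount of 0.1, other filters on TPM, 2 other scalings of TPM, a fit of the compared groups alone, a fit with the replicate number as a block, a fit without the trend, a minimum log2 change of 1, and leaving out each library. Lists of equal covered length for H3K4me2, and the paper's number of *Gfi1*-/- peaks against all WT peaks, were added after seeing the data.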

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

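In this part the counts of genes with opposite changes under other scalings and the tests of an exchange of libraries were chosen only after the result was seen.

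For 6 of the named genes the change from GMPs to preNeu cells and the change from GMPs to matNeu cells went in opposite directions, each at an adjusted p-value under 0.05, and the difference between the changes, which is the contrast of matNeu with preNeu cells in the same limma fit, was significant. On the log2 scale this difference was 5.24 for *Ccl3* (adjusted p = 8.7e-06 from limma), 3.71 for *Csf1* (adjusted p = 2.7e-06 from limma), 3.39 for *Cd300a* (adjusted p = 1.3e-08 from limma), 3.12 for *Jun* (adjusted p = 1.3e-06 from limma), −1.25 for *Cd47* (adjusted p = 6.8e-07 from limma) and −4.57 for *Gfi1* (adjusted p = 9.3e-07 from limma). In every case 3 of 3 matNeu libraries lay on the same side of 3 of 3 preNeu libraries. *Ccl3*, *Csf1*, *Cd300a* and *Jun* were lower in preNeu cells than in GMPs, by −1.60, −0.96, −0.67 and −2.06, and higher in matNeu cells, by 3.64, 2.75, 2.73 and 1.07. *Cd47* and *Gfi1* were higher in preNeu cells, by 0.44 and 1.25, and lower in matNeu cells, by −0.82 and −3.32.

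The scaling of TPM is a candidate explanation for part of this pattern, because the 10 most abundant genes hold 24.1 to 28.3% of all TPM in preNeu cells and so lower the share of every other gene. With TPM rescaled by the median ratio between libraries, *Gfi1* (1.70 in preNeu and −2.86 in matNeu cells against GMPs) and *Jun* (−1.55 and 1.94) still changed in opposite directions past the threshold, which argues against the scaling as the cause for these 2 genes. For *Cd47* the change in matNeu cells became 0.07, and for *Ccl3* (−1.21), *Csf1* (−0.55) and *Cd300a* (−0.16) the change in preNeu cells stayed negative but the 3 contrasts no longer all passed, so a dip in preNeu cells may come from the scaling for these genes. The rise from preNeu to matNeu cells does not rest on it alone, since the rescaled changes against GMPs were 4.39 for *Ccl3* and 3.60 for *Cd300a* in matNeu cells. Over all genes the pattern is not rare, with 631 of 13061 genes changing in opposite directions, 697 after rescaling with 353 of the same genes, and 651 after quantile normalization with 323 of the same genes.

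Other technical explanations stay open. The low values of *Ccl3* in preNeu cells, and of *Gfi1* in matNeu cells with 2 libraries at 0, carry a depth that is unknown. RNA from other cells in a sort, and a batch shared by the libraries of a cell type, were not tested, as the labels give no batch. The labels of cell type contradict one another. With preNeu and matNeu libraries exchanged, the directions of these genes would be exchanged too, but 31 of the 62 bars read by eye in Suppl. Figs. 6 and 7 would then differ from the mean TPM, against 0 of 62 with the titles followed, which argues against an exchange after the figures were drawn. An exchange before that would alter the figures and the table alike, and was tested with 2 genes of the surface proteins by which the paper sorted preNeu (cKIT high) and matNeu cells (CXCR2 positive), which are not among the named genes and were chosen after the other values were seen. *Cxcr2* at 3468 TPM in the libraries titled matNeu against 76.4 in those titled preNeu, and *Kit* at 3.11 against 56.5, with the smaller log2 change of the 2 at −3.84, argue against it. *Cd34* at 470 TPM in the libraries titled GMP, against 2.21 and 1.92 in the others, argues against one that involves GMPs. A biological difference between the stages remains among the open explanations and was not tested apart from these.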

How the results depend on the processing

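The H3K4me2 lists of equal covered length, and the comparison of the paper's number of *Gfi1*-/- peaks with all WT peaks, were chosen only after the result was seen.

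The numbers of genes changed stayed within 1.5 times the reported ones under every alternative that was run. They ranged from 5471 with a minimum log2 change of 1 to 7864 with only the compared groups in the fit for preNeu cells against GMPs, from 8589 with a minimum log2 change of 1 to 10560 without a filter for matNeu cells against GMPs, and from 6360 to 8358 for matNeu against preNeu cells. Leaving out 1 library at a time, with the TPM filter applied anew, gave 6504 to 7171, 9198 to 9566 and 7451 to 7718 genes. Whether these are the same genes was not compared. The replicate numbers do not pair the libraries, because the correlation of deviations from the group means ran from −0.0394 to 0.123 over 9 pairs of the same number and from −0.128 to 0.0706 over 18 other pairs. With the replicate number as a block, 7652, 10032 and 8142 genes were changed, the share of entries of Suppl. Table 2 in the listed direction was 84.1% and the median change of genes with a CHD4 promoter was −0.05. Only the real split of the 6 libraries gave as many genes, 1 of the 10 splits for preNeu cells against GMPs, 1 of the 10 for matNeu cells against GMPs and 1 of the 10 for matNeu against preNeu cells, and 10 splits cannot give a share under 0.1.

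The direction of the calls moved with the scaling. The share of called genes that were higher was 25.0% for preNeu cells against GMPs with TPM as deposited, 45.1% after rescaling by the median ratio and 48.1% after quantile normalization. It was 29.6%, 45.2% and 50.2% for matNeu cells against GMPs and 36.5%, 47.2% and 50.3% for matNeu against preNeu cells. The rescaling moved the median change over all genes from −0.52 to −0.09, from −0.92 to −0.20 and from −0.32 to −0.07, which is the shift that the alternative is built to remove.

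Of 516 fits of the 58 named genes for matNeu cells against GMPs, 497 kept the direction and the side of the threshold, 4 were weaker, 4 were stronger and 11 reversed, in 10 genes. After rescaling *Cd47* was at 0.067, *Cxcr4* at 0.69, *Hal* at 0.64, *Mta3* at 0.58 and *Gatad2a* at 0.78, all negative as deposited. *Hal*, at −0.01 as deposited, was at 0.0066 with a pseudocount of 0.1 and between −0.23 and 0.22 across the fits that each left out 1 library, and *Gatad2a* between −0.30 and 0.073. *Kdm1a* lost its call without GMP replicate 1 (−0.88), without matNeu replicate 2 (−0.73) and after rescaling (−0.19). *Ly6e* lost its call after rescaling (−0.29). A call was gained by *Cebpe* without GMP replicate 3 (0.98), and after rescaling by *Cebpe* (1.46), *Csf1r* (1.45) and *Gatad2b* (0.97). Apart from the shift in scaling, the cause was not tested.

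The median change of genes with a CHD4 promoter, −0.05, became 0.32 with the paper's number of best peaks and 0.68 after rescaling. It ran from −0.12 to 0.05 across the fits that each left out 1 library, positive when any of the GMP libraries was left out (0.047 without replicate 3). Each of these fits applied the TPM filter anew, so the set of genes changed with the library left out. How much of the shift comes from this was not tested, and neither were other causes. The difference in expression between genes with and without a CHD4 promoter kept its direction, at 2.12 with the paper's number of best peaks, 3.81 with a pseudocount of 0.1, 2.67 after rescaling and 2.90 to 2.96 when 1 library was left out. The share of entries of Suppl. Table 2 in the listed direction was 58.4% after rescaling and 71.6% to 82.1% when 1 library was left out, lowest without matNeu replicate 2; many of the listed changes are near 0.

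The share of CHD4 sites kept in *Gfi1*-/- GMPs was 21.7% with the paper's number of best peaks, 18.0% with summits within 200 bp and 90.9% with the paper's number of WT peaks against all *Gfi1*-/- peaks, where the first list is restricted to strong sites and the other is not. The share of *Gfi1*-/- sites without a WT peak was 3.60% with the paper's number of best peaks, 11.9% with summits within 200 bp and 0.200% with the paper's number of *Gfi1*-/- peaks against all WT peaks. The promoter share was 7.48% with the paper's number of best peaks and 7.25% with promoters of 1 kb on either side. The share of CHD4 summits with the IRF core exceeded that of the windows beside them by 2.02 percentage points, by 1.37 with the paper's number of best peaks and by 1.09 with windows of 100 bp. The causes were not tested.

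For H3K4me2 the share of CHD4 sites with a peak, minus that in GMPs, depended on the list. With a −log10 q-value of at least 5 the difference at promoters was 48.4 percentage points in matNeu and 51.4 in preNeu cells, and outside promoters 28.6 and 40.4. With the paper's number of CHD4 peaks it was 12.3 and 19.0 outside promoters. With equal numbers of peaks it was −0.430 in preNeu cells at promoters, and outside promoters 11.9 and 15.8. With equal covered lengths it was −13.3 and −20.3 at promoters and −16.0 and −18.5 outside, with 15133 and 12177 peaks left against 37643 in GMPs. The GMP list has low q-values throughout, so a stricter q-value removes more of it than of the others. The difference in ATAC-seq peaks between CHD4 promoters and others was 7.31 percentage points with the stricter q-value and 10.5 with the paper's number of CHD4 peaks, and the share outside promoters 2.44% and 14.9%; the cause was not tested.

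The alternatives for results that need the GFI1 or H3K4me3 lists were not run, and the alternative of equal numbers of ATAC-seq peaks was void because the lists are identical. The read depth of all libraries is unknown and each ChIP-seq and ATAC-seq library stands alone, which limits every comparison of peak lists between cell types or genotypes to the presence of a peak.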

Differences from the paper's values

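The paper's number of *Gfi1*-/- peaks against all WT peaks, and the H3K4me2 lists of equal covered length, were tests chosen only after the result was seen; the other settings were set before the data were examined.

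The list for CHD4 in WT GMPs held 35790 peaks against the paper's 4236, and 34194 with a −log10 q-value of at least 5. Neither is close to the paper's value. In *Gfi1*-/- GMPs it held 7316 peaks against about 1000 in Fig. 3C, read by eye, and 6867 with the stricter q-value, which did not close the gap.

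The number of CHD4 sites gained in *Gfi1*-/- GMPs was 71 against the paper's 9, while as a share of the *Gfi1*-/- list it was 0.970% against about 0.9% in Fig. 3C, read by eye, or about 1.4% with the gained sites that Fig. 3C places at GFI1 sites, so that the share does not differ by more than the gap allowed. The number was 64 (0.932%) with the stricter q-value, 36 (3.60%) with the paper's number of best peaks in each list, 76 (1.04%) with an overlap of at least 50% and 874 (11.9%) with summits within 200 bp, and none of these alternatives closed the gap in number. As a share, an overlap of at least 50% fell within the gap allowed of both values, the stricter q-value only of the lower, and the others of neither. With the paper's number of *Gfi1*-/- peaks against all WT peaks, a setting chosen after seeing the values, the share was 0.200%.

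CHD4 sites of WT GMPs with a CHD4 peak in *Gfi1*-/- GMPs numbered 6632 against about 990 in Fig. 3C, read by eye, and those without one 29158 against about 3200, read by eye. With the paper's number of best peaks in each list, the numbers were 921 and 3315, which fall within the gap allowed. The stricter q-value (6250 and 27944), an overlap of at least 50% (6626 and 29164), summits within 200 bp (6437 and 29353) and the paper's number of WT peaks against all *Gfi1*-/- peaks (3849 and 387) did not.

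CHD4 sites at promoters were 7.83% of all sites against about 12% in Fig. 3B, read by eye. The value was 7.74% with the stricter q-value, 7.48% with the paper's number of best peaks and 7.25% with promoters of 1 kb on either side, and none of these closed the gap. The paper's text does not give the promoter bounds of Fig. 3B, so unlike bounds are not excluded. Within 3 kb of a TSS of a protein-coding gene, a distance the paper uses for Fig. 3, lay 5044 of the 35790 sites.

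The paper states that sites occupied by CHD4 alone largely kept CHD4 in *Gfi1*-/- GMPs. Over all CHD4 sites, not separated by GFI1, 18.5% were kept, and 21.7% with the paper's number of best peaks in each list. With the paper's number of WT peaks against all *Gfi1*-/- peaks 90.9% were kept, and this is the setting under which most sites keep CHD4. Fig. 3C itself shows about 700 sites of CHD4 alone with CHD4 in *Gfi1*-/- GMPs and about 2400 without it, read by eye. The paper places most of the sites that lost CHD4 together with GFI1 within 3 kb of a TSS. Of all CHD4 sites without a peak in *Gfi1*-/- GMPs 14.6% lay within that distance and 85.4% further away.

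The paper states a loss of CHD4 at *Cd34*, *Csf1r* and *Csf1* and at genes chosen for ChIP-qPCR. The list of *Gfi1*-/- GMPs holds 3 CHD4 peaks at *Cd34*, 5 at *Mmp8*, 2 at *Rhobtb1*, 1 at *Hal* and 1 at *Meis1*, and none at the other 5 loci for which primers are listed. At *Cd34* and *Mmp8* the located primer pairs lie inside a *Gfi1*-/- peak, with fold enrichments of 9.43 and 7.27 in that list. The WT peaks at these pairs have fold enrichments of 30.1 and 49.0 in their own list. Over the 6632 kept sites the median was 21.2 in the WT list and 6.52 in the *Gfi1*-/- list, so a lower value in the second list is not particular to these pairs. The located pairs for *Csf1r*, *Cfp*, *Jun* and the *Fcgr4* promoter overlap a WT peak and no *Gfi1*-/- peak. The pair for the *Fcgr4* enhancer overlaps neither.

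The paper states lower H3K4me2 in preNeu and matNeu cells than in GMPs at CHD4 sites, from normalized coverage. The share of CHD4 sites with an H3K4me2 peak was higher than in GMPs by 1.67 and 0.287 percentage points at promoters and by 22.7 and 15.5 outside them. It was lower at promoters in matNeu cells with the paper's number of CHD4 peaks (−0.344), in both with equal numbers of H3K4me2 peaks (−0.430 and −0.812), and in both places with equal covered lengths, chosen after seeing the values (−20.3 and −13.3 at promoters, −18.5 and −16.0 outside).

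Suppl. Table 2 lists genes of sites of both CHD4 and GFI1 as upregulated under immune system process. Of 15 tested genes 0 were higher in matNeu cells than in GMPs, with log2 changes from −0.34 to −0.02, and 11 of the 15 are also in the list of genes of CHD4 alone that the table heads as downregulated. Of the genes listed as downregulated under the CHD4 immune list and the GFI1 metabolic list, 0 of 11 and 0 of 16 had an adjusted p-value under 0.05. Of the 62 bars of Suppl. Figs. 6 and 7 that were read by eye for 26 genes, 0 differed from the mean TPM.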

Other observations

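In this part the tests of the enrichment of the *Gfi1*-/- library as a whole, of the number of H3K4me2 peaks as an explanation and of the order of genes in Suppl. Table 2 were chosen only after the result was seen, although lists with equal numbers of H3K4me2 peaks had been planned as a setting, and the lists of equal covered length were added after seeing the data.

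Loss of CHD4 sites in *Gfi1*-/- GMPs followed the strength of the site in WT GMPs. Of the strongest group 92.9% had a peak in *Gfi1*-/- GMPs, and in the 6 weakest groups no more than 4.22% did. A library with lower enrichment or fewer reads would give this pattern, and so would a decrease of CHD4 at all sites in the absence of GFI1. These cannot be told apart, because each genotype has 1 library and the depth is unknown.

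If CHD4 were lost where GFI1 itself recognizes the DNA, the GFI1 core AAATCA should be more frequent at lost than at kept sites of equal strength. Over the 3 strongest groups of sites, with 4881 lost and 5847 kept, the core was present in 11.3% and 12.2% of summit windows. Within groups of equal enrichment the difference was −2.84 percentage points, outside the 95% range of 10000 shuffles (−1.76 to 1.74) and opposite to the prediction. Over all CHD4 sites the core was less frequent at summits than beside them, with 12.0% against 15.4% of windows. A match therefore need not mark a site that GFI1 recognizes, and the sites were not separated by GFI1 occupation. For these reasons the test cannot decide the hypothesis. Base composition does not remove the difference, which was −2.40 within groups of equal enrichment and GC content (shuffles −1.80 to 1.73). In the windows beside the summits it was 0.523, within the shuffles. A core of 6 bases is a coarse stand-in for a binding site, and recruitment without contact of GFI1 to DNA, which the paper proposes as a possibility, was not tested.

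At the summits of 35707 CHD4 sites of WT GMPs the SPI1 core GAGGAAGT was present in 11.8% of windows (95% Wilson interval 11.4 to 12.1%) against 1.54% beside them (1.42 to 1.68%), the IRF core in 5.16% against 3.14%, and the GFI1 core in 12.0% against 15.4%. The lost and kept sites of equal strength differed by 1.67 percentage points in the SPI1 core, within the range of the shuffles. The paper reports motifs for classes of promoters with GFI1, which were not formed here.

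More CHD4 sites outside promoters had an H3K4me2 peak in matNeu cells than in GMPs. A longer list in matNeu cells is not the whole cause, because with equal numbers of peaks the difference was still 11.9 percentage points. Whether wider peaks are the cause cannot be told apart, because the lists of equal covered length, with a difference of −16.0, keep 15133 peaks of matNeu cells against 37643 of GMPs, and fewer peaks lower the share by themselves. Depth and enrichment of the libraries, which may set the width of a peak, are unknown, and a change of H3K4me2 between the stages stays open and was not tested apart from them.

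The genes with a CHD4 promoter had a median change of −0.05 between GMPs and matNeu cells with TPM as deposited, against −1.16 for the other genes. The size of the first value depended on the setting, with 0.68 after rescaling by the median ratio and 0.32 with the paper's number of best peaks. It was 0.03 to 0.05 when a GMP library was left out, which also changed the set of genes that passed the TPM filter. As large a median came from 4 of the 10 splits of the 6 libraries, a test that decides nothing, since 10 splits cannot give a share under 0.1. No explanation was tested.

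Many genes listed in Suppl. Table 2 as downregulated have changes near 0. A candidate explanation is that the examples were taken from the top of an order that runs from the largest to the smallest change, which for genes that fall begins near 0. If so, the change should fall with position, and over the lists of genes stated to fall the median rank correlation of position and change was −0.919 (across genes, which are not independent replicates). In 1 of the 8 lists, nucleosome assembly downregulated, the correlation of −0.560 did not pass after adjustment over the 8 lists (permutation test, 100000 resamples, adjusted p = 0.0503), so the explanation cannot be told apart from another order for that list. No biological explanation was tested.

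Of 13 tested NuRD genes 9 fell in matNeu cells against GMPs by more than the median of −0.92 over all genes, and 4 did not. The log2 change was −5.80 for *Rbbp7*, −4.84 for *Hdac2*, −4.06 for *Mbd3*, −3.52 for *Chd3*, −3.07 for *Mta1*, −2.25 for *Rbbp4*, −1.88 for *Hdac1*, −1.45 for *Mta2* and −1.31 for *Chd4*, each at an adjusted p-value under 0.05 from limma, and *Mbd2* rose by 1.71. After rescaling by the median ratio, which moves the median over all genes to −0.20, these 9 genes were still lower, with the smallest changes for *Chd4* (−0.44), *Mta2* (−0.57) and *Hdac1* (−0.996), and *Mbd2* was at 2.55. *Mta3* (−0.27), *Gatad2a* (−0.09) and *Gatad2b* (0.15) did not pass as deposited, and after rescaling they were at 0.58, 0.78 and 0.97. *Chd5* was not tested because its TPM was under 1 in all libraries. *Kdm1a* also passed, and its change of −0.19 after rescaling did not, and *Rcor1* changed by −1.49.

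*Gfi1* mRNA was listed at 0, 0 and 0.145 TPM in the matNeu libraries, against 20.1, 23.2 and 29.2 in preNeu cells, whereas the paper reports by western blot more GFI1 protein in matNeu than in preNeu cells. From GFP in *Gfi1*:GFP knockin mice the paper also reports expression of the gene and an active promoter in these subsets. The scaling of TPM and an exchange of preNeu and matNeu libraries were tested above for the mRNA, and the values argue against both. No other explanation of the difference between the mRNA and the paper's protein and GFP results was tested.

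The largest changes between GMPs and matNeu cells were those of *Retnlg* (12.38), *Mmp9* (11.68) and *S100a9* (11.11), and of *Mpo* (−12.82), *Elane* (−11.31) and *Ctsg* (−10.76), on the log2 scale. *Retnlg* was at 0 TPM in 1 of the 3 GMP libraries and *Ctsg* in 1 of the 3 matNeu libraries, so the size of these changes depends on the pseudocount.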
